# The Influence of Genotype and Environment on Small RNA Profiles in Grapevine Berry

**DOI:** 10.3389/fpls.2016.01459

**Published:** 2016-10-05

**Authors:** Daniela Lopes Paim Pinto, Lucio Brancadoro, Silvia Dal Santo, Gabriella De Lorenzis, Mario Pezzotti, Blake C. Meyers, Mario E. Pè, Erica Mica

**Keywords:** *Vitis vinifera*, Genotype x Environment (GxE), small RNAs, miRNAs, high throughput sequencing, berry

## Abstract

Understanding the molecular mechanisms involved in the interaction between the genetic composition and the environment is crucial for modern viticulture. We approached this issue by focusing on the small RNA transcriptome in grapevine berries of the two varieties Cabernet Sauvignon and Sangiovese, growing in adjacent vineyards in three different environments. Four different developmental stages were studied and a total of 48 libraries of small RNAs were produced and sequenced. Using a proximity-based pipeline, we determined the general landscape of small RNAs accumulation in grapevine berries. We also investigated the presence of known and novel miRNAs and analyzed their accumulation profile. The results showed that the distribution of small RNA-producing loci is variable between the two cultivars, and that the level of variation depends on the vineyard. Differently, the profile of miRNA accumulation mainly depends on the developmental stage. The vineyard in Riccione maximizes the differences between the varieties, promoting the production of more than 1000 specific small RNA loci and modulating their expression depending on the cultivar and the maturation stage. In total, 89 known vvi-miRNAs and 33 novel vvi-miRNA candidates were identified in our samples, many of them showing the accumulation profile modulated by at least one of the factors studied. The *in silico* prediction of miRNA targets suggests their involvement in berry development and in secondary metabolites accumulation such as anthocyanins and polyphenols.

## Introduction

The ability of a genotype to produce different phenotypes as a function of environmental cues is known as phenotypic plasticity (Bradshaw, 1965; Sultan, 2000; Pigliucci, 2001; Gratani, 2014). Phenotypic plasticity is considered one of the main processes by which plants, as sessile organisms, can face and adapt to the spatio-temporal variation of environmental factors (Nicotra et al., 2010; Palmer et al., 2012; Gratani, 2014).

Grapevine (*Vitis vinifera* L.) berries are characterized by high phenotypic plasticity (Dal Santo et al., 2013) and a genotype (cultivar or clone) can present variability within berries, among berries in a cluster, and among vines (Gray, 2002; Keller, 2010). Berry phenotypic traits, such as the content of sugars, acids, phenolic, anthocyanins, and flavor compounds, are the result of cultivar (G) and environmental influences (E), and often strong G × E interactions (Sadras et al., 2007). Although grapevine plasticity in response to environmental conditions and viticulture practices may provide advantages related to the adaptation of a cultivar to specific growing conditions, it may also cause irregular ripening (Selvaraj et al., 1994) and large inter-seasonal fluctuations (Clingeleffer, 2010), which are undesirable characteristics for wine making (Keller, 2010).

Due to its complex nature, the study of phenotypic plasticity is challenging and the mechanisms by which the genes affecting plastic responses operate are poorly characterized (Holloway, 2002; DeWitt and Scheiner, 2003; Nicotra et al., 2010; Gianoli and Valladares, 2012; Gratani, 2014). In fact it is often difficult to assess the performance of different phenotypes in different environments (Schmitt, 1993; Schmitt et al., 1999; Callaway et al., 2003).

It has been suggested that genetic and epigenetic regulation of gene expression might be at the basis of phenotypic plasticity through the activation of alternative gene pathways (Schlichting and Pigliucci, 1993; Pigllucci, 1996) or multiple genes (Lind et al., 2015). Epigenetics has been proposed as crucial in shaping plant phenotypic plasticity, putatively explaining the rapid and reversible alterations in gene expression in response to environmental changes. This fine-tuning of gene expression can be achieved through DNA methylation, histone modifications and chromatin remodeling (Goldberg et al., 2007; Geng et al., 2013; Duncan et al., 2014).

Small non-coding RNAs (small ncRNAs) are ubiquitous and adjustable repressors of gene expression across a broad group of eukaryotic species and are directly involved in controlling, in a sequence specific manner, multiple epigenetic phenomena such as RNA-directed DNA methylation and chromatin remodeling (Bernstein and Allis, 2005; Fagegaltier et al., 2009; Ha et al., 2009; Swami, 2010; Burkhart et al., 2011; Castel and Martienssen, 2013; Duncan et al., 2014) and might play a role in genotype by environment (GxE) interactions. In plants, small ncRNAs are typically 20–24 nt long RNA molecules and participate in a wide series of biological processes controlling gene expression via transcriptional and post-transcriptional regulation (Finnegan and Matzke, 2003; Kim, 2005; Chen, 2009; Guleria et al., 2011; Lelandais-Briere et al., 2012; Matsui et al., 2013). Moreover, small RNAs have been recently shown to play an important role in plants environmental plasticity (Formey et al., 2014; Borges and Martienssen, 2016).

Fruit maturation, the process that starts with fruit-set and ends with fruit ripening (Coombe, 1976), has been largely investigated in fleshy fruits such as tomato and grapevine. These studies highlighted, among others, the vast transcriptomic reprogramming underlying the berry ripening process (Guillaumie et al., 2011; Matas et al., 2011; Lijavetzky et al., 2012), the extensive plasticity of berry maturation in the context of a changing environment (Dal Santo et al., 2013; Gapper et al., 2014), and the epigenetic regulatory network which contributes to adjust gene expression to internal and external stimuli (Zhong et al., 2013; Liu et al., 2015). In particular, small RNAs, and especially microRNAs (miRNA), are involved, among others, in those biological processes governing fruit ripening (Karlova et al., 2013; Kullan et al., 2015).

In this work, we assessed the role of small ncRNAs in the plasticity of grapevine berries development, by employing next-generation sequencing. We focused on two cultivars of *Vitis vinifera*, Cabernet Sauvignon, and Sangiovese, collecting berries at four different developmental stages in three Italian vineyards, diversely located. First, we described the general landscape of small RNAs originated from hotspots present along the genome, examining their accumulation according to cultivars, environments and developmental stages. Subsequently, we analyzed miRNAs, identifying known and novel miRNA candidates and their distribution profiles in the various samples. Based on the *in silico* prediction of their targets, we suggest the potential involvement of this class of small RNAs in GxE interactions. The results obtained provide insights into the complex molecular machinery that connects the genotype and the environment.

## Materials and methods

### Plant material

Two *V. vinifera* varieties Sangiovese (SG), a red Italian grape variety, and Cabernet Sauvignon (CS), an international variety, were grown side by side in three different Italian locations, representing traditional areas of Sangiovese cultivation in Italy with a long-standing winemaking tradition.

In order to reduce factors of variation, the age of the plants (between 10 and 12 years old), the clone type (Sangiovese clone R5 and Cabernet Sauvignon clone VCR23), the rootstock (*Vitis berlandieri* × *Vitis riparia*), the cultivation techniques (training system: low cordon; planting space: 2.40 × 0.8 m) and the health status were the same among all the locations.

The vineyards were located in Bolgheri (Bol), a coastal area of Tuscany, 50 m asl (above sea level) [GPS coordinates: SG 43.194090, 10.625186, CS 43.194622, 10.624392], in Montalcino (Mont) a mountain area of Tuscany, 195 m asl; [GPS coordinates: SG 42.980669, 11.433708, CS 42.985091, 11.435853] and in Riccione (Ric), a plain area of Emilia Romagna, 111 m asl; [GPS coordinates: SG 43.945261, 12.647235, CS 43.944372, 12.648995]. Further details on the environmental conditions of the vineyards are provided in Supplementary Figure 1.

Berries from four developmental stages were collected in two biological replicates, during the 2011 growing season, for a total of 48 samples (Table 1). The four sampled stages corresponded to pea size (ps), representing the first stage of berry development in this experimental plan, bunch closure (bc) also known as Lag Phase, 19–20 °Brix (19), which corresponds to 50% of sugar accumulation in berries, and harvest (hv), when the berries are fully ripened and the onset of sugar accumulation is over. About 200 berries per each developmental berry stage were sampled from upper, central and lower part of cluster, both from sun-exposed and shaded side and split in two biological replicates. Per each vineyard, the berries were collected from about 20 vines selected in a single uniform row and immediately frozen in liquid nitrogen and stored at −80°C prior to analysis.

**Table 1:** **List of berry samples of *Vitis vinifera* used for the construction of the small RNA libraries**.

**Vineyard**	**Variety**	**Developmental Stages**	**Replicate**	**Library Codes**
Montalcino	Cabernet Sauvignon	Pea size	1	Mont_CS_ps_1
			2	Mont_CS_ps_2
		Bunch closure	1	Mont_CS_bc_1
			2	Mont_CS_bc_2
		19 °Brix	1	Mont_CS_19_1
			2	Mont_CS_19_2
		Harvest	1	Mont_CS_hv_1
			2	Mont_CS_hv_2
Montalcino	Sangiovese	Pea size	1	Mont_SG_ps_1
			2	Mont_SG_ps_2
		Bunch closure	1	Mont_SG_bc_1
			2	Mont_SG_bc_2
		19 °Brix	1	Mont_SG_19_1
			2	Mont_SG_19_2
		Harvest	1	Mont_SG_hv_1
			2	Mont_SG_hv_2
Bolgheri	Cabernet Sauvignon	Pea size	1	Bol_CS_ps_1
			2	Bol_CS_ps_2
		Bunch closure	1	Bol_CS_bc_1
			2	Bol_CS_bc_2
		19 °Brix	1	Bol_CS_19_1
			2	Bol_CS_19_2
		Harvest	1	Bol_CS_hv_1
			2	Bol_CS_hv_2
Bolgheri	Sangiovese	Pea size	1	Bol_SG_ps_1
			2	Bol_SG_ps_2
		Bunch closure	1	Bol_SG_bc_1
			2	Bol_SG_bc_2
		19 °Brix	1	Bol_SG_19_1
			2	Bol_SG_19_2
		Harvest	1	Bol_SG_hv_1
			2	Bol_SG_hv_2
Riccione	Cabernet Sauvignon	Pea size	1	Ric_CS_ps_1
			2	Ric_CS_ps_2
		Bunch closure	1	Ric_CS_bc_1
			2	Ric_CS_bc_2
		19 °Brix	1	Ric_CS_19_1
			2	Ric_CS_19_2
		Harvest	1	Ric_CS_hv_1
			2	Ric_CS_hv_2
Riccione	Sangiovese	Pea size	1	Ric_SG_ps_1
			2	Ric_SG_ps_2
		Bunch closure	1	Ric_SG_bc_1
			2	Ric_SG_bc_2
		19 °Brix	1	Ric_SG_19_1
			2	Ric_SG_19_2
		Harvest	1	Ric_SG_hv_1
			2	Ric_SG_hv_2

The libraries were named using the initials of the vineyard where the berries were collected, followed by the initial of the cultivar and the developmental stage. For example, the sample containing berries of Sangiovese, collected in Montalcino at pea size, was named Mont_SG_ps.

### RNA extraction and small RNA libraries construction

RNA extraction was performed as described in Kullan et al. (2015). Briefly, total RNA was extracted from 200 mg of ground berries pericarp tissue (entire berries without seeds) using 1 ml of Plant RNA Isolation Reagent (Life Technologies) following manufacturer's recommendations.

The small RNA fraction was isolated from the total RNA using the mirPremier® microRNA Isolation kit (Sigma-Aldrich) and dissolved in DEPC water. All the steps suggested in the technical bulletin for small RNA isolation of plant tissues were followed except the “Filter Lysate” step, which was omitted. The quality and quantity of small RNAs were evaluated by a NanoDrop 1000 spectrometer (Thermo Fisher Scientific), and their integrity assessed by an Agilent 2100 Bioanalyzer using a small RNA chip (Agilent Technologies) according to the manufacturer's instructions.

Small RNA libraries were prepared using the TruSeq Small RNA Sample Preparation Kit (Illumina®), following all manufacturers' instructions. Forty-eight bar-coded small RNA libraries were constructed starting from 50 ng of small RNAs. The quality of each library was assessed using an Agilent DNA 1000 chip for the Agilent 2100 Bioanalyzer. Libraries were grouped in pools with six libraries each (6-plex).

The pools of libraries were sequenced on an Illumina Hiseq 2000 at IGA Technology Services (Udine, Italy).

The sequencing data were submitted to GEO–NCBI under the accession number GSE85611.

### Bioinformatics analysis of sequencing data

Adaptor sequences were trimmed and only reads ranging from 18 to 34 nt in length after adapter removal were kept. Retained reads were mapped to the reference *Vitis vinifera* L. genomic sequence V1 (PN40024, Jaillon et al., 2007) using Bowtie (Langmead et al., 2009) and reads perfectly aligned to the genome were retained. Reads matching rRNAs, tRNAs, snRNAs, and snoRNAs were excluded.

Read counts were normalized by the linear count scaling method TP4M (transcripts per 4 million), in order to reduce sequencing bias and to allow the comparison of small RNA accumulation from different libraries. The normalized abundance was calculated as:

$$\begin{array}{l} \overset{TPM}{abundance}=\left[\frac{raw\;value}{\begin{array}{l} (total\;genome\;matches-t/r/sn/snoRNA\\ /chloroplast\;mitochondria\;matches) \end{array}}\right]\\ \;\times n\_base \end{array}$$

where *n* base is 4,000,000.

To perform the clustering analysis, the “hits-normalized-abundance” (HNA) values were calculated as:

$$HNA=\frac{TP\text{4}M}{Hits}$$

where *TP*4*M* is the normalized abundance of each small RNA sequence mapping in a giving cluster and a *Hit* is defined as the number of loci at which a given sequence perfectly matches the genome.

One database was produced using the grapevine genome, and made available on the website (https://mpss.danforthcenter.org/dbs/index.php?SITE=grape_sRNA_GxE), in order to store and assist the visualization of all the sequenced libraries.

### Static clustering analysis

The static clustering analysis was carried out as previously described by Lee et al. (2012), using a proximity-based pipeline built with custom Perl and database scripts (McCormick et al., 2011) and MySQL database queries, to group and quantify clusters of small RNAs. Briefly, the grapevine genome was divided into a series of windows of 500 bp, each window defined as a cluster. For every individual library, the small RNAs ranging from 21 to 24 nt and mapping in each cluster had their “hits-normalized-abundance” (HNA) summed up which determined the “cluster abundance.” The cluster abundance was averaged for the two replicates of each library. The clusters were annotated for gene and repeat information using the V1 annotation of the reference genome (Jaillon et al., 2007; Vitulo et al., 2014), allowing the characterization of specific small RNA-producing loci.

We set a selection criterion, by which a cluster was considered as expressed when the cluster abundance was equal or greater than 30 HNA. Additionally, when investigating the ratio between two cultivars in each environment (CS/SG ratio), only those clusters where the HNA of each library in the comparison was greater than or equal to 5 (library A ≥ 5 HNA and library B ≥ 5 HNA) and the sum of the cluster abundance of these same libraries was higher than 30 (library A + library B > 30) were selected.

All the clustering analyses were performed using only two developmental stages for each cultivar: bunch closure was used to represent “green tissues” (g) and 19 °Brix to represent “ripened tissues” (r).

### Identification of conserved miRNAs and prediction of novel candidates

The identification of annotated (conserved or known) and novel (or specie-specific) miRNAs was carried out applying a conservative and robust pipeline as described by Jeong et al. (2011) and Zhai et al. (2011), and successfully deployed in various published studies (Jeong et al., 2013; Xu et al., 2013; Arikit et al., 2014; Hu et al., 2015). Shortly, in order to recognize the conserved miRNAs, all small RNAs sequenced in the libraries were initially compared against all annotated vvi-miRNAs deposited in miRBase (version 20, Kozomara and Griffiths-Jones, 2014, http://www.mirbase.org/). Subsequently, the whole set of small RNAs passed through the five filters designed according to the properties of validated plant miRNAs and their precursors (Meyers et al., 2008), keeping track of known miRNAs throughout the filtering. The filters included, but were not limited to, minimum abundance threshold (≥30 TP4M), size range (18–26 nt), maximum hits to the grapevine genome (1–20), strand bias (sense/total ≥ 0.9), and abundance bias [(top1+top2)/total ≥ 0.7]. For each possible precursor found, the most abundant read was retained as the biologically active miRNA (also called “mature”) and in cases where both the 3′-end (3p) and the 5′-end (5p) reads were highly abundant (abundance greater than 200 TP4M), the two tags were kept.

All the known vvi-miRNAs identified by the pipeline were manually inspected, to ensure that the tags identified as known miRNAs were assigned correctly to their actual precursor, and to retrieve the most abundant isoform within the tags mapping in each precursor.

Regarding the novel miRNA candidates identified using this pipeline, only those for which the most abundant tag was 20, 21, or 22 nt were retained. They were compared with all the known mature plant miRNAs in miRBase (version 20) to identify homologs. Finally, novel candidates passed through a manual evaluation of precursor secondary structures, using the plant version of the UEA sRNA hairpin folding and annotation tool (Stocks et al., 2012) and the Mfold web server (Zuker, 2003), with default settings.

### miRNA accumulation and statistical analysis

A miRNA was considered as “expressed” only when the values of both biological replicates were greater than or equal to the threshold set at 10 TP4M. We defined a miRNA as “vineyard-, cultivar-, or stage-specific” when it was expressed only in a given vineyard, cultivar or one specific developmental stage.

Differentially expressed miRNAs were identified using the CLCbio Genomics Workbench (v.8, Qiagen, http://www.qiagenbioinformatics.com/products/clc-genomics-workbench/) using multiple comparison analysis. We loaded the total raw redundant reads from our 48 libraries in the CLCbio package and trimmed the adaptors, considering only reads between 18 and 34 nt. We annotated miRNAs against the user defined database, comprehending our set of 122 MIRNA loci and their corresponding mature sequences. For each library, the total counts of read perfectly mapping to the miRNA precursors was considered as the input of the expression analysis.

Given the main focus of our work, we aimed at identifying miRNAs differentially expressed between the two cultivars in the same environment and developmental stage (genotypic effect), or between the three vineyards in the same cultivar and in the same developmental stage (environmental effect). For this reason, we considered each developmental stage (12 libraries) and we performed the Empirical Analysis of digital gene expression (DGE), an implementation of the “Exact Test” present in the EdgeR Bioconductor package, as implemented in CLCbio software and estimating tagwise dispersion with pairwise comparisons and setting the significance threshold to FDR-adjusted *p* ≤ 0.05.

### Correlation analysis

The normalized reads (TP4M) of all miRNAs identified in this study and also the cluster abundances obtained from the static clustering analysis were submitted to another *ad-hoc* normalization [log_10_(1+TP4M) or log_10_(1+HNA)] for correlation analysis. This normalization was chosen because of the enormous range of abundance values that produced a log-unimodal distribution and may cause significant biases in the correlation analysis when performed using TP4M or HNA values. A unity was then added to the abundance value due to the presence of zero entries. After this addition, a value of zero still corresponds to zero of the log_10_(1+TP4M) function, thus making consistent the comparisons among profiles.

The dendrogram was generated using the function hclust and the Pearson correlation was calculated using the function cor in R, based on the log_10_(1+TP4M) or log_10_(1+HNA) values for miRNAs and sRNA-generating loci respectively. Pearson's correlation coefficients were converted into distance coefficients to define the height of the dendrogram.

Heat maps were produced using MeV (MultiExperiment Viewer; Eisen et al., 1998) based on TP4M values of miRNAs abundance. The Venn diagrams were produced using the function vennDiagram in R, based on the miRNA list for each cultivar, environment and developmental stage.

### Target prediction

miRNA targets were predicted using miRferno, a built-in, plant-focused target prediction module of the software sPARTA (small RNA-PARE Target Analyzer; Kakrana et al., 2014). miRferno was run using the greedy prediction mode (tarPred H) and a seed-free system (tarScore S) for target scoring. The prediction was done in genic regions (genomeFeature 0) of the whole 12X version of the grapevine genome (Jaillon et al., 2007). The fasta file with spliced exons for each GFF transcript (V2.1.mRNA.fa-downloaded from http://genomes.cribi.unipd.it/grape/) of the V2.1 annotation (Vitulo et al., 2014) was used as “feature file.” To reduce the number of false positives, only targets with a prediction score value smaller than 2.5 were retained (complete range of prediction score values: 0–10).

## Results

### High-throughput sequencing statistics

Small RNA libraries were constructed and sequenced for 48 samples of grapevine berries (Table 1). We obtained a total of 752,020,195 raw redundant reads (Supplementary Table 1). After adaptors trimming, 415,910,891 raw clean reads were recovered, ranging from 18 to 34 nt in length (Supplementary Table 1). 

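Small RNAs from berry pericarp were sequenced in 48 libraries, 2 replicates of each of 24 conditions. A condition is a vineyard (Montalcino, Bolgheri or Riccione), a cultivar (Cabernet Sauvignon or Sangiovese) and a developmental stage. The authors trimmed the adaptors and deposited, for each library, the raw count of every distinct sequence from 18 to 34 nt. The deposited counts are not normalized and add up to 415910891 reads over the 48 libraries. A library held from 1429022 to 48403939 reads, with a median of 6401840. At pea size, the range was 2153646 to 30300328 reads and the median 8177574. At bunch closure, it was 2191257 to 11126627 with a median of 3625246. The libraries of 19 °Brix held 2710081 to 48403939 reads with a median of 5960076, and those of harvest 1429022 to 32514347 with a median of 6880179. By vineyard, the median was 3978918 reads in Montalcino, 8103748 in Bolgheri and 7273028 in Riccione. The filters of the authors on rRNA, tRNA, snRNA and snoRNA and on a perfect match to the genome are not part of the deposited counts, and they were not repeated here. The abundance of a sequence was therefore expressed as reads per 4000000 reads of 18 to 34 nt in its library. It is written here as TP4M, whereas the TP4M of the paper is scaled to the reads that match the genome, so that the 2 scales differ. A miRNA was counted by the reads identical to its mature sequence in Table 2 or Table 3, which give 191 names to 124 distinct sequences. Names with the same sequence cannot be told apart and share 1 value. With 3 reads as the smallest number taken as detected, the lowest abundance that could be seen ranged from 0.248 to 8.40 TP4M over the libraries. These limits cover counting error only, since amplified reads are not independent molecules. The libraries were run in 5 sequencing lanes that largely follow the vineyards. Replicate 1 of the 8 Riccione conditions filled lane 1 and replicate 1 of the 8 Bolgheri conditions filled lane 6. Lane 7 held replicate 2 of Bolgheri together with 7 Montalcino libraries of replicate 1 and 1 of replicate 2. Most other Montalcino libraries were in lane 5 and most other Riccione libraries in lane 2, so that the effect of a vineyard can be separated from that of its lanes only in part.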

Eliminating the reads mapping to rRNA, tRNA, snRNA, and snoRNA sequences, 199,952,950 reads represented by 20,318,708 distinct sequences, i.e., non-redundant sequences found in the 48 libraries (Supplementary Table 1), were perfectly mapped to the *V. vinifera* PN40024 reference genome (Jaillon et al., 2007).

The libraries were analyzed to assess the size distributions of mapped reads. Distinct peaks at 21- and 24-nt (Supplementary Figure 2) were observed in all the libraries. 

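The share of each length among all reads of 18 to 34 nt was computed for each library. The paper profiled only the reads mapped to the genome, so the reads behind both profiles differ. A length whose share was higher than that of both neighbouring lengths was taken as a peak. A peak at 21 nt was present in 48 libraries and a peak at 24 nt in 47. The library without the peak at 24 nt was replicate 2 of Bol_SG_bc, in which the most frequent length was 23 nt.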

Consistent with previous reports in grapevine (Pantaleo et al., 2010) and other plant species (Moxon et al., 2008; Ge et al., 2013), the 21-nt peak was the highest, comprising a higher proportion of redundant reads, whereas the 24-nt peak was less abundant. 

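Reads of 21 nt made up 21.1% ± 5.72 (SD, n = 48 libraries) of the reads of 18 to 34 nt, and reads of 24 nt made up 14.7% ± 4.61 (SD, n = 48). The 21-nt share was above the 24-nt share in 40 libraries and below it in 8. The most frequent of all lengths was 21 nt in 39 libraries, 24 nt in 8 and another length in 1. The alternative that moved these values most was counting each distinct sequence once instead of its reads. The mean share was then 12.9% at 21 nt and 32.0% at 24 nt, and the 24-nt share was the higher of the pair in 48 libraries. From the redundant reads, the paper states that the 21-nt class was the more abundant, as in earlier reports on grapevine and other plants.

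**Figure D1:**
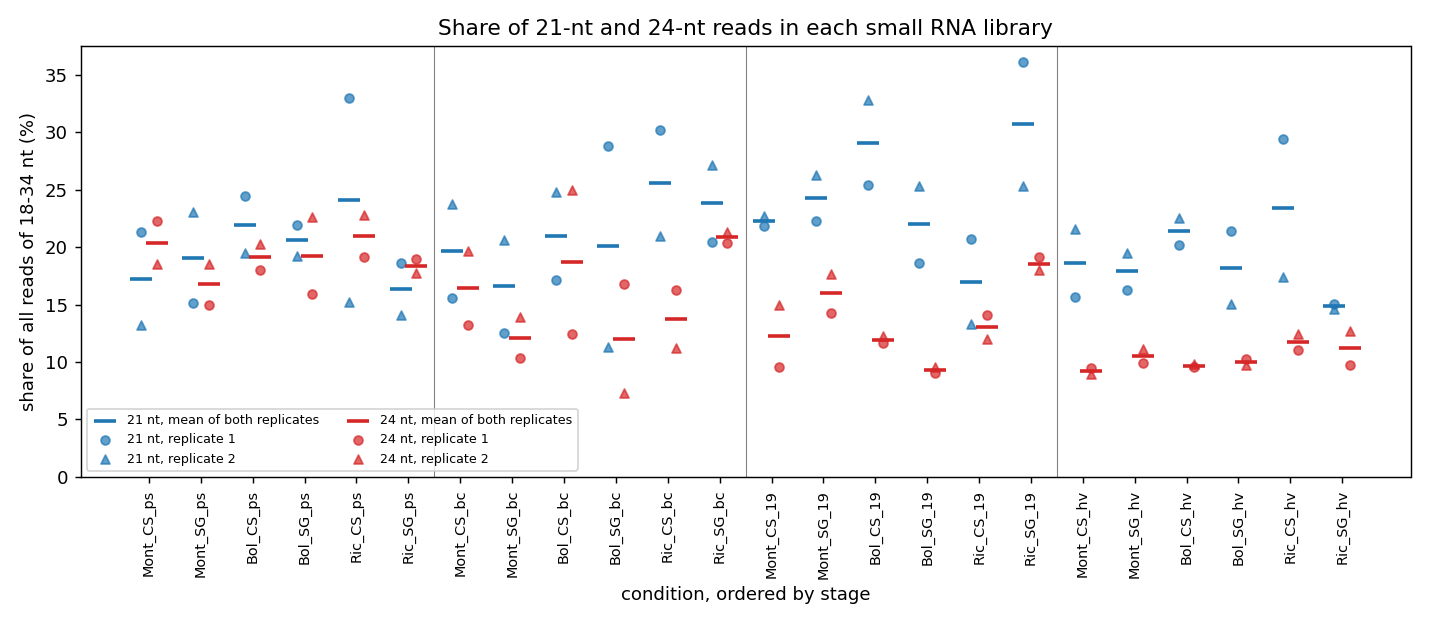
Share of 21-nt (blue) and 24-nt (red) reads among all reads of 18 to 34 nt, in percent on the vertical axis, for each of the 24 conditions ordered by stage. Circles are replicate 1, triangles replicate 2 and horizontal bars their mean, and the mean 24-nt share lies above the mean 21-nt share in Mont_CS_ps and Ric_SG_ps.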

A few exceptions regarding the highest peak in the small RNA size profile were observed: Ric_SG_ps had the highest peak at 24-nt whereas Mont_CS_ps and Mont_SG_bc did not show a clear difference between the 21- and the 24-nt peak.

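In Ric_SG_ps, the 21-nt share was 16.4% ± 3.22 and the 24-nt share 18.3% ± 0.824 (SD, n = 2 libraries). The 24-nt share was higher in both replicates, and the mean difference, 21-nt minus 24-nt share, was -1.99 percentage points. Mont_CS_ps had 17.2% ± 5.73 at 21 nt and 20.4% ± 2.68 at 24 nt (SD, n = 2), with a mean difference of -3.14 that was below 0 in both replicates. In Mont_SG_bc, the shares were 16.6% ± 5.73 and 12.1% ± 2.55 (SD, n = 2). There the mean difference was 4.47 percentage points, and it was above 0 in both replicates, at 2.22 and 6.71. With 2 replicates per condition, no test of a single condition was made.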

Using the Pearson coefficients (Supplementary Table 2) we observed a strong association between the replicates as indicated by the high coefficients (ranging from 0.79 to 0.97).

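The Pearson coefficient of log10(1 + TP4M) over the 124 miRNA sequences was computed between the 2 replicates of each condition. It ranged from 0.730 in Bol_SG_bc to 0.968, with a median of 0.952 over the 24 conditions. Apart from Bol_SG_bc, the lowest coefficient was 0.845. Between libraries of different conditions at the same stage, the median coefficient was 0.902 over 240 pairs, and between green and ripened libraries it was 0.780 over 576 pairs. These coefficients run across sequences, which are not independent replicates. Without the logarithm, which moved the lowest value most, it was 0.991. Over the 148770 sequences with at least 10 TP4M in at least 1 library, they ranged from 0.551 in Mont_SG_bc to 0.911, with a median of 0.841.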

To facilitate access and utilization of these data, we have incorporated the small RNAs into a website (https://mpss.danforthcenter.org/dbs/index.php?SITE=grape_sRNA_GxE). This website provides a summary of the library information, including samples metadata, mapped reads, and GEO accession numbers. It also includes pages for data analysis, such as quick summary of the abundances of annotated microRNAs from grapevine or other species. Small RNA-related tools are available, for example target prediction for user-specified small RNA sequences and matching criteria. Finally, and perhaps most importantly, a customized browser allows users to examine specific loci (genes or intergenic regions) for the position, abundance, length, and genomic context of matched small RNAs; with this information, coupled with the target prediction output, users can develop and assess hypotheses about whether there is evidence for small RNA-mediated regulation of grapevine loci of interest.

### General landscape of small RNAs distribution in grapevine berries in different environments

In order to investigate whether the overall distribution and accumulation of small RNA is affected by the interaction between different *V. vinifera* genotypes [Cabernet Sauvignon (CS) and Sangiovese (SG)] and environments [Bolgheri (Bol), Montalcino (Mont) and Riccione (Ric)], we investigated the regions in the grapevine genome from where a high number of small RNAs were being produced (sRNA-producing regions), by applying a proximity-based pipeline to group and quantify clusters of small RNAs as described by Lee et al. (2012).

The nuclear grapevine genome was divided in 972,413 adjacent, non-overlapping, fixed-size (500 bp) windows or clusters. To determine the small RNA cluster abundance, we summed the hits-normalized-abundance (HNA) values of all the small RNAs mapping to each of the 500 bp clusters, for each library (for details, see Materials and Methods). To reduce the number of false positives, we considered a cluster as expressed when the cluster abundance was greater than the threshold (HNA = 30) for a given library, eliminating regions where few small RNAs were generated, possibly by chance. Libraries from bunch closure, representing green berries, and 19 °Brix representing ripened berries, where used in this analysis. From the 972,413 clusters covering the whole grapevine genome, 4408 (0.45%) were identified as expressed (sRNA-producing regions) in at least one sample. As showed in Figure 1, CS-derived libraries have a higher number of expressed clusters when compared to SG-derived libraries of the same developmental stage and from the same vineyard. The exceptions were the Sangiovese green berries collected in Riccione and Sangiovese ripened berries collected in Montalcino, which have a higher number of expressed clusters than the respective CS ones. The two cultivars show a completely different small RNA profile across environments. When Cabernet berries were green, a higher number of sRNA-generating regions were found active in Bolgheri than in Montalcino and Riccione. Differently, ripened berries had the highest number of sRNA-producing regions expressed in Riccione, while Bolgheri and Montalcino show a similar level of expressed clusters (Figure 1). Sangiovese green berries instead show the highest number of active sRNA-generating regions in Riccione, and this number is twice the number found in Bolgheri and Montalcino that is similar. Ripened berries collected in Montalcino and Riccione show almost the same high level of sRNA-generating clusters, whereas those collected in Bogheri present a lower number (Figure 1). We also noted that when cultivated in Bolgheri, neither Cabernet Sauvignon or Sangiovese change dramatically the number of expressed clusters during ripening, while in Riccione Cabernet Sauvignon shows a 2-fold increase of sRNA-producing clusters, which is not observed in Sangiovese.

**Figure 1:**
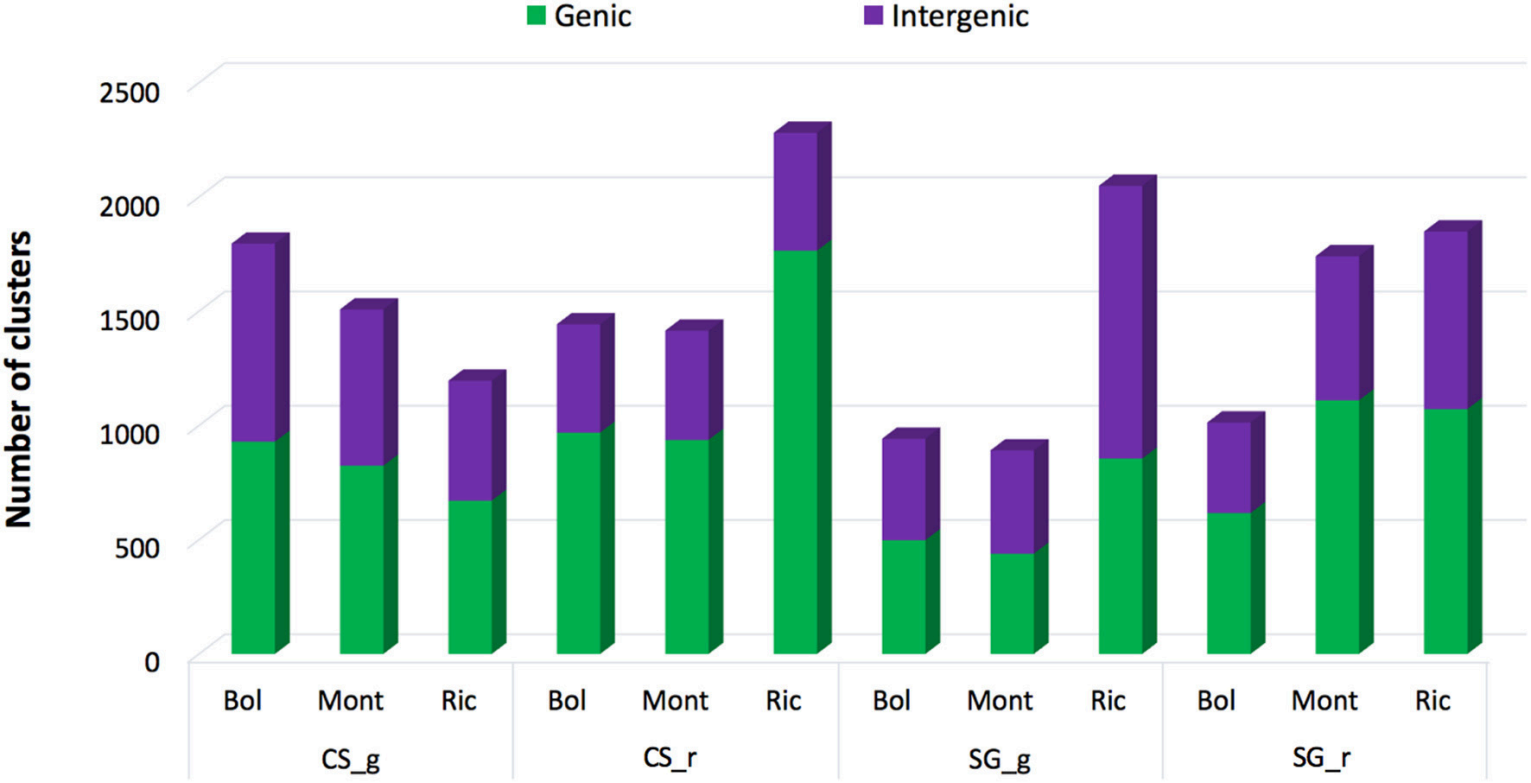
**Number of small RNA clusters expressed in ripened and green berries of grapevine collected from 2 different cultivars growing in 3 vineyards**. The proportion of clusters located in Genic and Intergenic regions (based on the V1 grapevine genome annotation) is shown in green and blue respectively. CS, Cabernet Sauvignon; SG, Sangiovese; g, green; r, ripened; Bol, Bolgheri; Mont, Montalcino; Ric, Riccione. Green corresponds to bunch closure and ripened corresponds to 19 °Brix developmental stages.

Next, the small RNA-generating clusters were characterized on the basis of the genomic regions where they map, i.e., genic, intergenic and transposable elements. In general, when the berries were green, the numbers of sRNA-generating loci located in genic and intergenic regions were roughly equal in all environments and for both cultivars, except for Sangiovese berries collected in Riccione, which show a slight intergenic disposition of sRNA-producing regions (Figure 1). Differently, in ripened berries on average 65% of the sRNA-generating loci were in genic regions, indicating a strong genic disposition of the sRNA-producing clusters (Figure 1). The shift of sRNA-producing clusters from intergenic to mostly genic is more pronounced in Cabernet Sauvignon berries collected in Riccione, with an increase of approximately 20% of expressed clusters in genic regions (Figure 1) when berries pass from the green to the ripened stage.

When comparing the clusters abundance among libraries, we found that 462 clusters were expressed in all libraries. The remaining 3946 expressed clusters were either shared among groups of libraries or specific to unique libraries. Interestingly, 1335 (30.3%) of the 4408 expressed clusters were specific to Riccione-derived libraries (Figure 2A). The other two environments showed a much lower percentage of specific clusters, 263 (6%) and 140 (3.2%) in Bolgheri and Montalcino respectively (Figure 2A). Comparing the expressed clusters between cultivars or developmental stages, we did not observe a similar discrepancy of specific clusters toward one cultivar or developmental stage; roughly the same proportion of specific clusters was found for each cultivar (Figure 2B) and for each developmental stage (Figure 2C). Among the 1335 specific clusters of Riccione, 605 were specific to Cabernet Sauvignon ripened berries of and 499 to Sangiovese green berries. Other smaller groups of expressed clusters were identified as specific to one cultivar, one developmental stage or also one cultivar in a specific developmental stage.

**Figure 2:**
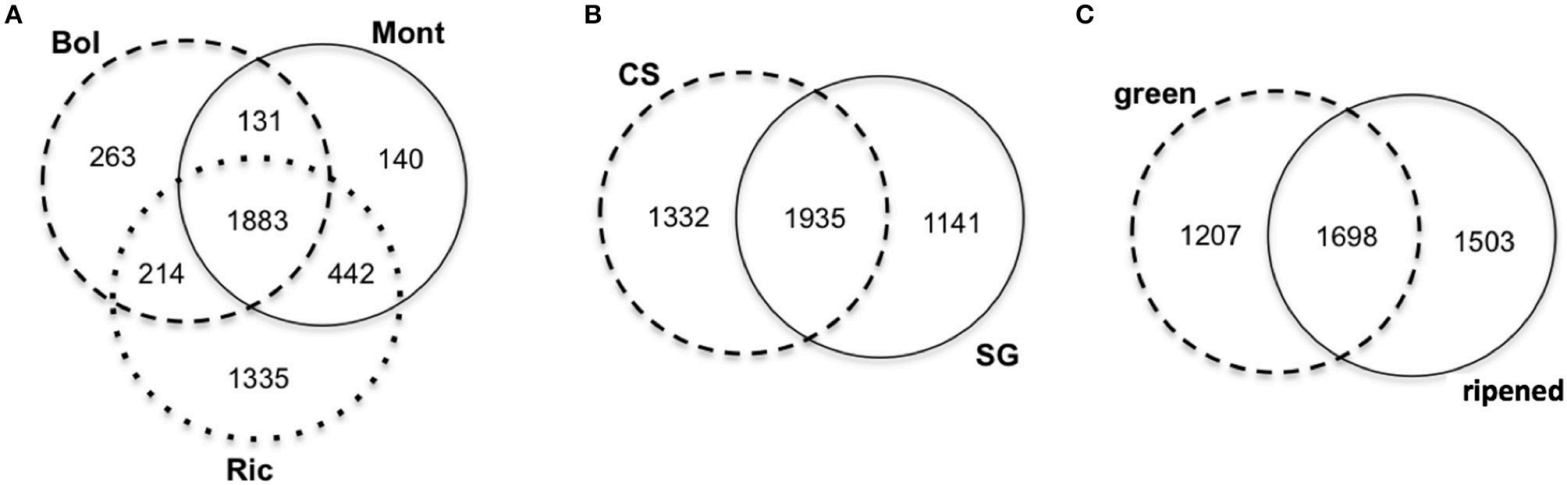
**Venn Diagrams comparing the sRNA-generating clusters of *Vitis vinifera* expressed by (A) environment, (B) cultivar, (C) developmental stage**. Bol, Bolgheri; Mont, Montalcino; Ric, Riccione; CS, Cabernet Sauvignon; SG, Sangiovese. Green corresponds to bunch closure and ripened corresponds to 19°Brix developmental stages.

When comparing the expressed clusters with the presence of transposable elements (TE) annotated in the grapevine genome (V1), we noticed that approximately 23% of the sRNA-generating regions were TE-associated. Sangiovese green berries from Riccione have the highest proportion (26%) of TE-associated expressed clusters, while Cabernet Sauvignon ripened berries also from Riccione show the lowest proportion (13%) of TE-associated expressed clusters. Sangiovese berries (both green and ripened) have the highest percentage of expressed clusters located in TE when cultivated in Riccione, compared to the other two vineyards. Interestingly, Cabernet Sauvignon berries show the lowest proportion of TE-associated clusters when growing in Riccione (Figure 3A), independently from the berry stage.

**Figure 3:**
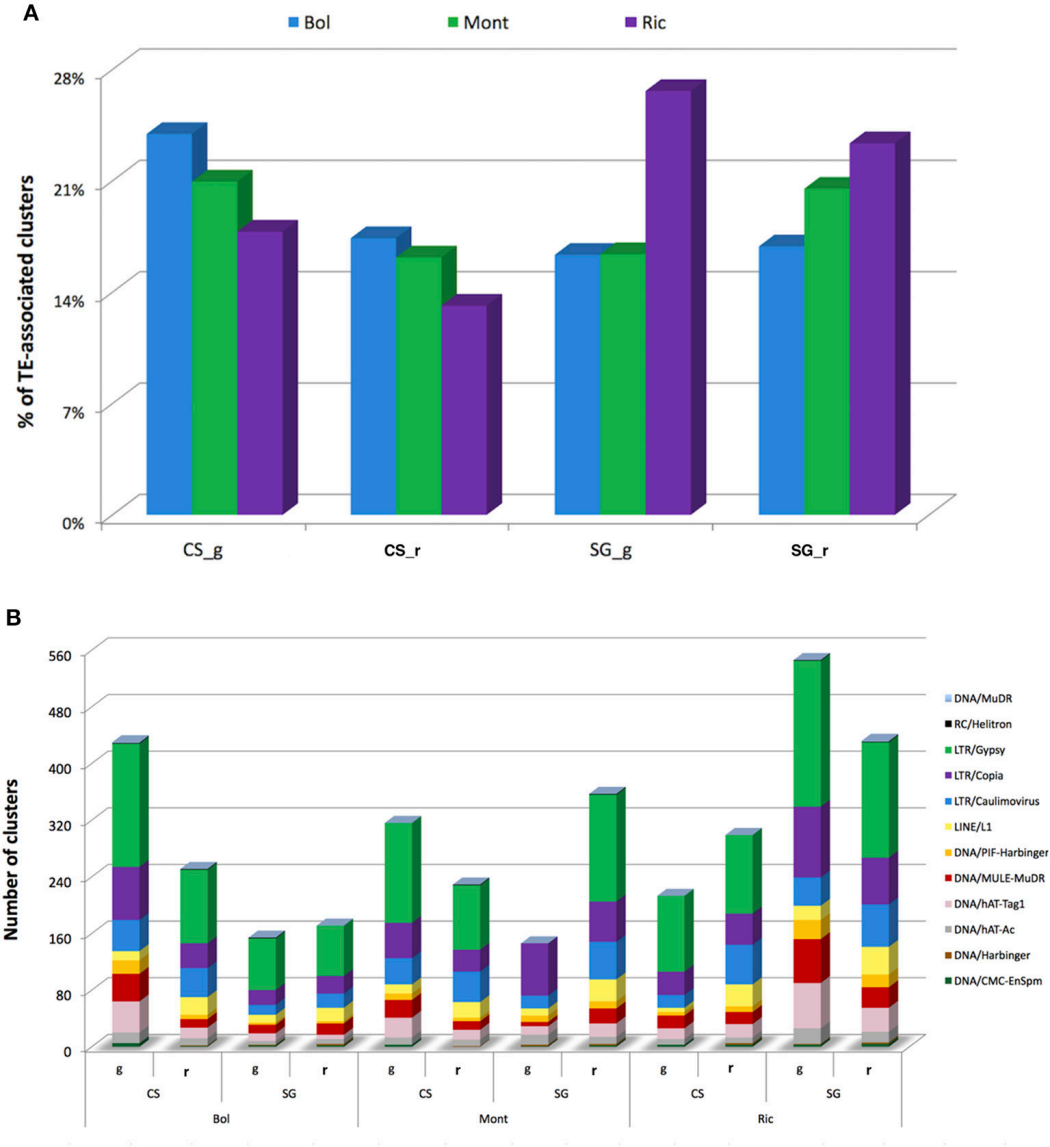
**Profile of small RNA-producing clusters expressed in ripened and green berries of grapevine collected from 2 different cultivars growing in 3 vineyards associated with Transposable Elements (TE)**. **(A)** Percentage of sRNA-producing clusters associated with TE in each sample. **(B)** Number of small RNA-generating clusters associated with different classes of TE in different samples. Bol, Bolgheri; Mont, Montalcino; Ric, Riccione; CS, Cabernet Sauvignon; SG, Sangiovese; g, green; r, ripened. Green corresponds to bunch closure and ripened corresponds to 19 °Brix developmental stages.

In all the libraries, Long Terminal Repeat (LTR) retrotransposons were the most represented TE. More specifically, the gypsy family was the LTR class associated with the highest number of sRNA hotspots. The other classes of TE associated with the sRNA-generating regions can be visualized in Figure 3B.

### The distribution of sRNA-producing loci is variable between the two cultivars, and the level of variation depends on the vineyard

To determine the global relationship of small RNA-producing loci in the different environments, cultivars and developmental stages, we performed a hierarchical clustering analysis. As showed in Figure 4, the libraries clearly clustered according to the developmental stage and cultivar and not according to the environments. Ripened and green berries had their profile of sRNA-generating loci clearly distinguished from each other. Inside each branch of green and ripened samples, Cabernet Sauvignon and Sangiovese were also well separated, indicating that, the cultivar and the stage of development in which the berries were sampled modulate the outline of sRNA-producing loci more than the environment.

**Figure 4:**
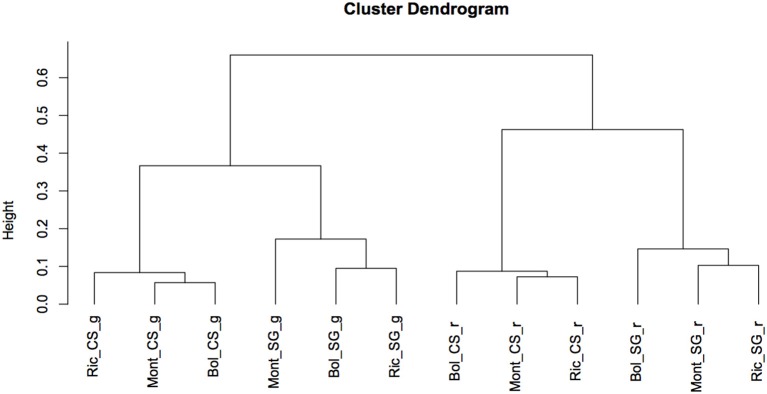
**Cluster dendrogram showing global relationships of small RNA-producing loci in 2 different grapevine cultivars, collected in different vineyards and developmental stages**. The Pearson correlation coefficients, calculated based on sum of HNA of small RNAs mapping to each loci, were converted into distance coefficients to define the height of the dendrogram. Bol, Bolgheri; Mont, Montalcino; Ric, Riccione; CS, Cabernet Sauvignon; SG, Sangiovese; g, green; r, ripened. Green corresponds to bunch closure and ripened corresponds to 19 °Brix developmental stages.

Notwithstanding the evidence that developmental stage and variety have the strongest effect in terms of distinguishing samples clustering, we were interested to verify the environmental influence on small RNA loci expression in the two cultivars. Thus, for each sRNA-generating cluster we calculated the ratio between cluster abundance in Cabernet Sauvignon and Sangiovese (CS/SG) in each environment and developmental stage, thereby revealing the genomic regions with regulated clusters, considering a 2-fold change threshold, a minimum abundance of 5 HNA in each library and a minimum sum of abundance of 30 HNA (library A ≥ 5 HNA and library B ≥ 5 HNA; library A + library B > 30 HNA; library A/library B ≥ 2). Figure 5 shows how different environments affect the production of small RNAs. In Bolgheri, regardless the developmental stage there were many clusters with a very high abundance level in Cabernet Sauvignon (Figure 5A). In Montalcino (Figure 5B) and even more in Riccione (Figure 5C) we also observed differences between the expressions of clusters in the two cultivars, with ripened and green berries showing an almost opposite profile in terms of number of clusters more expressed in Cabernet Sauvignon or Sangiovese. When the berries were green, in Montalcino Cabernet Sauvignon shows the highest number of up-regulated clusters, while in Riccione, Sangiovese has the highest number of up-regulated clusters. The opposite behavior was noticed in ripened berries, with Sangiovese having the highest number of up-regulated clusters in Montalcino and Cabernet Sauvignon in Riccione (Figures 5B,C).

**Figure 5:**
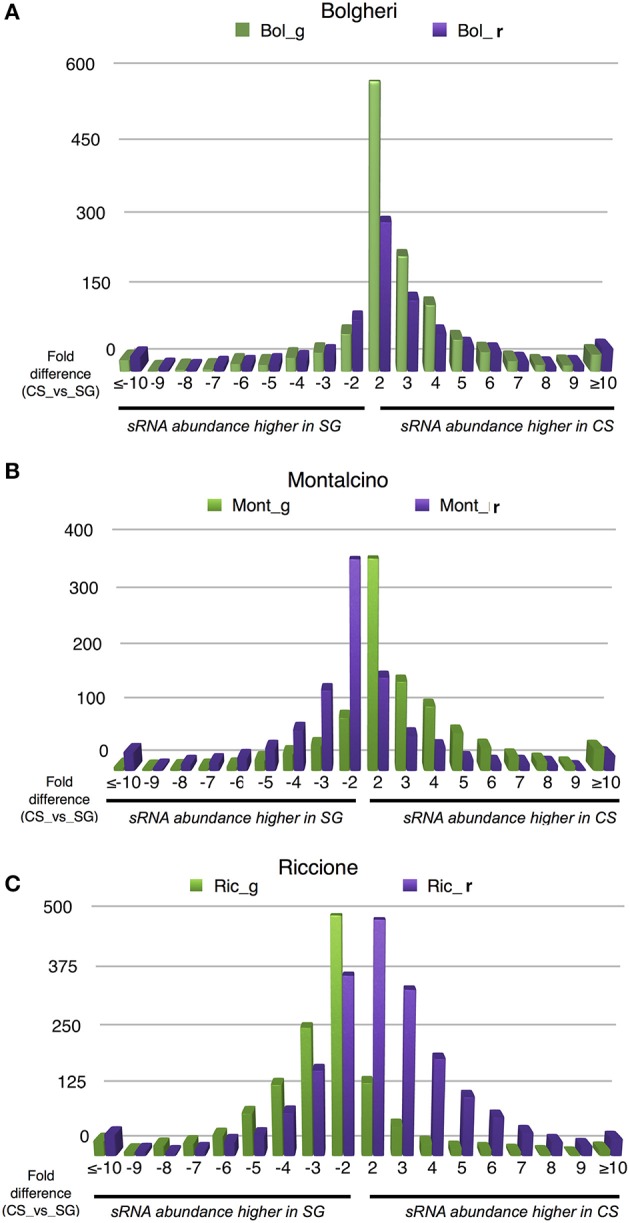
**Number of differentially regulated small RNA-generating clusters of ripened and green grape berries, collected from 2 varieties in 3 different vineyards**. The CS/SG ratios were calculated based on summed cluster abundances. **(A)** Data relative to berries collected in Bolgheri, **(B)** data relative to berries collected in Montalcino, **(C)** data relative to berries collected in Riccione. Bol, Bolgheri; Mont, Montalcino; Ric, Riccione; CS, Cabernet Sauvignon; SG, Sangiovese.

Notably, we observed a small percentage of regulated clusters (from 0.5 to 5%) exhibiting at least a 10-fold higher abundance of small RNA in Cabernet Sauvignon or Sangiovese when compared to each other (Figures 5A–C). An examination of those clusters showed that a substantial difference (50-fold or more) could exist between the cultivars, depending on the vineyard and the developmental stage. For example, in Riccione, a cluster matching a locus encoding a BURP domain-containing protein showed a fold change of 390 when comparing green berries of Sangiovese with Cabernet Sauvignon. The small RNAs mapping in this region were mainly 21-nt and produced from both strands (Figure 6). Similarly, the majority of the highly differentially expressed clusters (50-fold or more) showed a similar profile: strong bias toward 21-nt sRNAs and a low strand bias. These findings suggest that these small RNAs might be the product of RDR (RNA-dependent RNA) polymerase activity rather than degradation products of mRNAs.

**Figure 6:**
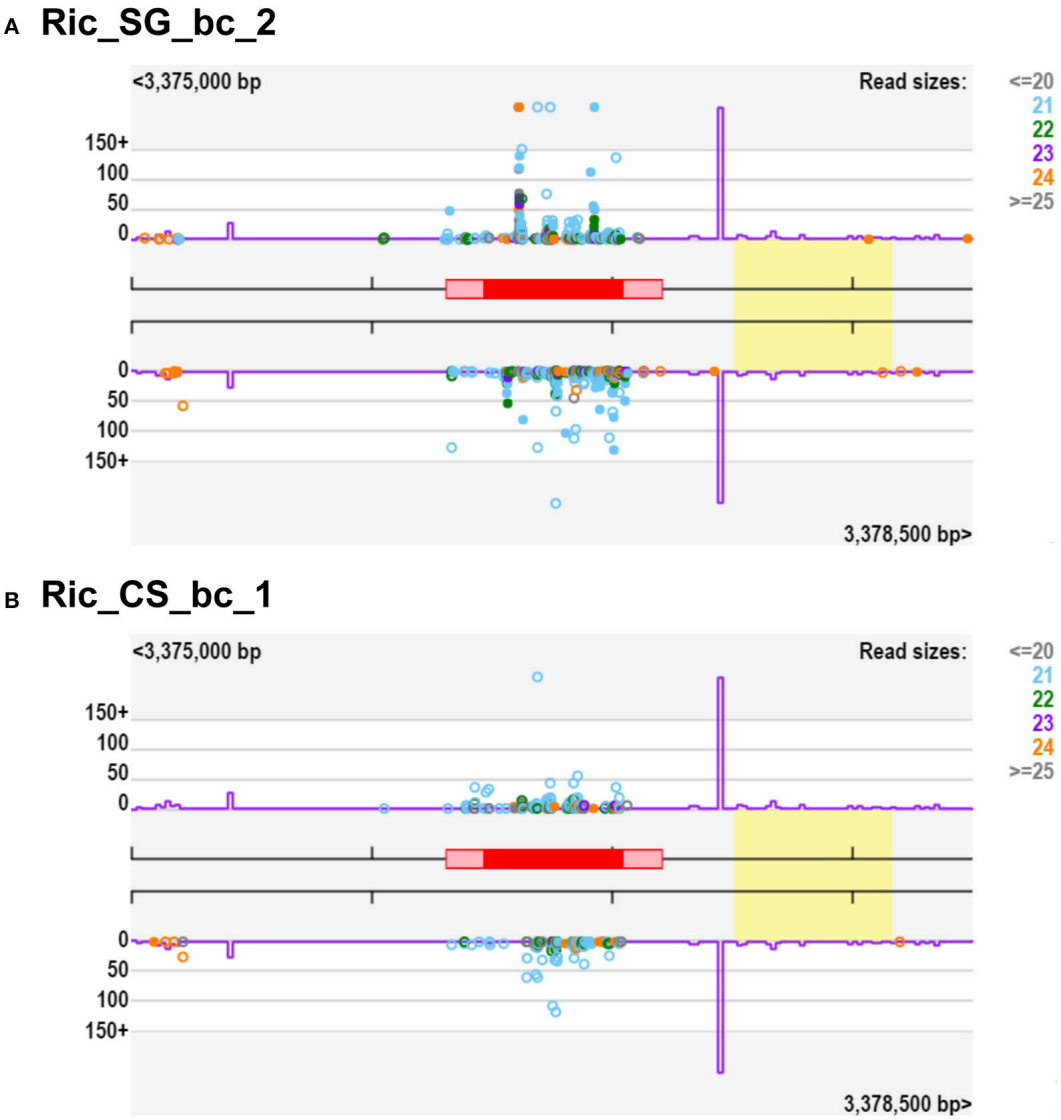
**Small RNA-producing loci of *Vitis vinifera* berries with 390-fold change considering SG/CS**. The gene in this locus (red box) codes for a protein annotated as “BURP domain-containing protein 3-like,” located on chromosome 4 (VIT_204s0008g04040). **(A)** Representation of small RNAs from Ric_SG_bc_2 mapping to this locus, **(B)** Representation of small RNAs from Ric_CS_bc_1 mapping to this locus. Violet line is the “k-mer” frequency and the yellow box indicate homology to a transposable element. Ric, Riccione; CS, Cabernet Sauvignon; SG, Sangiovese; bc, green, bunch closure developmental stages.

### miRNAs identification and target prediction

We applied a pipeline adapted from Jeong et al. (2011) and Zhai et al. (2011) to identify annotated vvi-miRNAs, their variants, novel species-specific candidates and, when possible, the complementary 3p or 5p sequences. Starting from 25,437,525 distinct sequences from all the 48 libraries, the first filter of the pipeline removed sequences matching t/r/sn/snoRNAs as well as those that did not meet the threshold of 30 TP4M in at least one library or, conversely, that mapped in more than 20 loci of the grapevine genome (considered overly repetitive to be a miRNA). 

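The deposited counts of the 48 libraries held 25437525 distinct sequences of 18 to 34 nt. Of these, 20393625 were found in 1 library only and 15502 in all 48. Sequences of 18 to 26 nt numbered 22576619. The number of genome positions of a sequence and its match to tRNA, rRNA, snRNA and snoRNA were not analysed here.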

Only sequences 18–26-nt in length were retained. Overall, 27,332 sequences, including 56 known vvi-miRNAs, passed through this first filter and were subsequently analyzed by a modified version of miREAP (https://sourceforge.net/projects/mireap) as described by Jeong et al. (2011). miREAP identified 1819 miRNA precursors producing 1108 unique miRNA candidates, including 47 known vvi-miRNA. Next, the sequences were submitted to the third filter to evaluate the single-strand and abundance bias retrieving only one or two most abundant miRNA sequence for each precursor previously identified. A total of 150 unique miRNA corresponding to 209 precursors were identified as candidate miRNAs. Among these 209 candidate precursors, 61 belonged to 31 known vvi-miRNA that passed all the filters and 148 were identified as putatively novel miRNA candidates. To certify that they were novel candidates rather than variants of known vvi-miRNAs we compared their sequences and coordinates with the miRNAs registered in miRBase (version 20, Kozomara and Griffiths-Jones, 2014). In order to reduce false positives and the selection of siRNA-like miRNAs, we considered only 20, 21, and 22 nt candidates whose stem-loop structures were manually evaluated (see Supplementary Figure 3). Eventually, 26 miRNAs homologous to other plant species were identified with high confidence. Twenty-two were new members of nine known *V. vinifera* families, whereas the other four belong to three families not yet described in grapevine (Table 2). For 16 homologs we were able to retrieve also the complementary sequence. 

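The reads identical to each of the 7 candidates called grape-m in Table 2 were counted in the deposited libraries. Over the 48 libraries, grape-m1738 had 2041 reads, grape-m1191 had 1989, grape-m1355 had 705, grape-m1188 had 388 and grape-m1517 had 77. Reads of grape-m1738 and grape-m1191 were present in 47 libraries, those of grape-m1355 in 41, of grape-m1188 in 39 and of grape-m1517 in 20. For grape-m0642 and grape-m1577, 5 reads each were found, and in both cases all 5 came from replicate 1 of Mont_SG_hv, the smallest of the libraries. In that library, 5 reads correspond to 14.0 TP4M (exact Clopper-Pearson 95% interval 4.54 to 32.7).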

Finally, excluding these 26 miRNAs and other si-RNA like miRNAs, we identified 7 completely novel *bona fide* miRNAs.

**Table 2:** **List of novel *Vitis vinifera* miRNAs identified in Cabernet Sauvignon and Sangiovese derived small RNA libraries**.

**miRNA**	**Chr^a^**	**Start^a^**	**End^a^**	**Strand^a^**	**5p Sequence**	**nt^b^**	**Abundance 5p^c^**	**3p Sequence**	**nt^b^**	**Abundance 3p^c^**
vvi-miRC169z	14	25,082,720	25,082,864	−	TAGCCAAGGATGACTTGCCT	20	3136			
vvi−miRC171k	12	5,542,396	5,542,529	−				TTGAGCCGCGTCAATATCTCC	21	1068
vvi-miRC171l	17	893,536	893,632	+				TGATTGAGCCGTGCCAATATC	21	811
vvi-miRC171j	18	1,502,294	1,502,443	+	TGTTGGCTCGGTTCACTCAGA	21	241	TGATTGAGCCGTGCCAATATC	21	811
vvi-miRC171n	20	19,112,187	19,112,299	+	TATTGGCCCGGTTCACTCAGA	21	548	TGATTGAGCCGTGCCAATATC	21	811
vvi-miRC172e	13	6,181,370	6,181,485	−				TGAGAATCTTGATGATGCTGC	21	6451
vvi-miRC172g	6	17,652,412	17,652,523	−				TGAGAATCTTGATGATGCTGC	21	6451
vvi−miRC3624a	8	2,169,718	2,169,937	+				TCAGGGCAGCAGCATACTACT	21	20,435
vvi-miRC390a	8	9,571,412	9,571,529	+	AAGCTCAGGAGGGATAGCGCC	21	5046			
vvi−miRC396e	1	1,997,798	1,998,004	+	TTCCACGGCTTTCTTGAACTT	21	66,306	TTCAAGAAAGCCGTGGGAAAA	21	2074
vvi-miRC403g	10	15,150,892	15,150,979	−	TTAGATTCACGCACAAACTC	20	3262			
vvi−miRC477c	19	12,889,963	12,890,080	+	TCCCTCAAAGGCTTCCAATTT	21	453	GTTGGAAGCCGGTGGGGGACC	21	83,879
vvi-miRC477i	20	16,672,963	16,673,080	−	TCCCTCAAAGGCTTCCAATTT	21	453	GTTGGAAGCCGGTGGGGGACC	21	83,879
vvi-miRC477j	6	19,950,730	19,950,847	−	TCCCTCAAAGGCTTCCAATTT	21	453	GCTGGAAGCCGATGGGGGACC	21	62,642
vvi-miRC477k	1	22,740,264	22,740,350	+	TCCCTCAAAGGCTTCCAATTT	21	453			
vvi-miRC477l	19	13,141,671	13,141,788	+	TCCCTCAAAGGCTTCCAATTT	21	453	GTTGGAAGCCGGTGGGGGACC	21	83,879
vvi-miRC477m	19	13,510,093	13,510,210	+	TCCCTCAAAGGCTTCCAATTT	21	453	GTTGGAAGCCGGTGGGGGACC	21	83,879
vvi-miRC477n	19	18,678,338	18,678,455	+	TCCCTCAAAGGCTTCCAATTT	21	453	GTTGGAAGTCGGTGGGGGAAC	21	17,594
vvi-miRC477o	19	18,872,706	18,872,824	−	TCCCTCAAAGGCTTCCAATTT	21	453	GTTGGAAGTCGGTGGGGGACC	21	30,683
vvi-miRC477p	19	18,881,351	18,881,468	−	TCCCTCAAAGGCTTCCAATTT	21	453	GTTGGAAGCCGGTGGGGGACC	21	83,879
vvi-miRC482a	14	19,755,466	19,755,588	−	GGAATGGGCTGATTGGGATA	20	189,848	TTCCCAATGCCGCCCATTCCAA	22	17,229
vvi-miRC482b	1	3,865,560	3,865,686	+	CATGGGCGGTTTGGTAAGAGG	21	143,513	TCTTACCAACACCTCCCATTCC	22	37,745
vvi−miRC530	6	17,896,112	17,896,288	+	TCTGCATTTGCACCTGCACCT	21	19,330	AGGTGCAGGTGAAGGTGCAGA	21	207
vvi-miRC530b	8	18,999,725	18,999,889	−	TCTGCATTTGCACCTGCACCT	21	19,330			
vvi-miRC827	5	24,742,113	24,742,240	−	TTTTGTTGCTGGTCATCTAGTC	22	6721	TTAGATGATCATCAACAAACA	21	12,436
vvi−miRC7122	5	6,820,719	6,820,833	−	TTACACAGAGAGATGACGGTGG	22	535	ACCGTCTTTCTCTGTATAAGC	21	1227
grape-m0642	17	3,771,923	3,772,046	+	GAGGTGATAGATCAGCAAGAG	21	31			
grape−m1188	29	1,474,782	1,474,863	+				CCCGAGAGGACTTAGTGGATC	21	413
grape-m1191	29	469,980	470,068	-				TTGCTGAACAAGAGAGAACCT	21	1859
grape−m1355	3	13,241,508	13,241,588	−	GCCGCGTTGGAGCAGGAGCTT	21	740			
grape-m1517	5	11,023,593	11,023,756	−				AACTACTGAATCATTGACCAG	21	90
grape−m1577	6	6,902,214	6,902,359	−				GGCACGACAGTCTTGGACGCC	21	31
grape-m1738	8	21,905,716	21,905,814	−	TCGTAGTGGCTGCGACAGCTCC	22	2406			

*A temporary name has been given to each miRNA sequence either using a sequential numbering associated with the abbreviation mirC (miRNA Candidate) for those similar to other known plant miRNAs or using “grape-m” with a random numbering for those completely new candidates*.

a *Refers to the genomic localization on the GRAPE_IGGP12Xv1 genome sequence*.

b *Nucleotide, sequence length of the microRNA*.

c *Sum of TP4M values from 48 libraries*.

Apart from the 61 known vvi-miRNAs identified by the pipeline, we searched the dataset for others known vvi-miRNAs eliminated throughout the pipeline, looking for isomiRs that were actually more abundant than the annotated sequences. Their complementary 3p or 5p sequence was also retrieved when possible. Hence 89 known vvi-miRNAs were identified in at least one of our libraries (Table 3). 

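Each of the 124 distinct mature sequences listed in Table 2 and Table 3 was found in at least 1 of the 48 libraries. Reads of 30 sequences were present in all 48 libraries, and 7 sequences were present in fewer than 10.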

Among the known vvi-miRNAs identified, 24 had an isomiR more abundant than the annotated sequence and 4 have the complementary sequence as the most abundant sequence mapping to their precursor. We found 16 vvi-miRNA isomiRs that were either longer or shorter than the annotated sequence, 7 vvi-miRNAs that mapped in the precursor in a position shifted with respect to the annotated ones and one miRNA that contains a nucleotide gap when compared to the annotated sequence (Table 3). 

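The mature sequence listed for miR169c was found as 4 reads in all, 1 in each of 4 libraries, and all of these libraries were of pea size. Its abundance summed over the 48 libraries was 2.35 TP4M. When isomiRs that share its first 18 nt were included, the sum was 38.8.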

An extreme case of shifted position was found in vvi-miRNA169c, where the annotated sequence had only 5 TP4M when summing its individual abundance in the 48 libraries. Another sequence, shifted 16 bp as compared to its annotated position on the precursor had an abundance sum of 1921 TP4M, and was retained together with the annotated sequence, and named vvi-miRNA169c.1. 

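The sequence listed as miR169c.1 had 2212 reads in 29 libraries, and its abundance summed over the 48 libraries was 950.8 TP4M. With isomiRs that share its first 18 nt, the sum was 1529. In green berries, it had 39.2 ± 56.3 TP4M and in ripened berries 0.414 ± 0.800 (SD, n = 24 libraries each).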

For 36 of the 48 *V. vinifera* miRNA families deposited in miRBase we found at least one member.

**Table 3:** **List of reliable *Vitis vinifera* miRNAs from known miRNA precursors identified in Cabernet Sauvignon and Sangiovese derived small RNA libraries**.

**Family**	**miRNA**	**Chr^a^**	**Start^a^**	**End^a^**	**Strand^a^**	**5p Sequence**	**nt^b^**	**Abundance 5p^c^**	**3p Sequence**	**nt^b^**	**Abundance 3p^c^**
vvi−miR156	vvi-miR156b	4	5,357,061	5,357,310	−				TGACAGAAGAGAGTGAGCAC	20	10,561
	vvi-miR156c	4	848,207	848,307	−	TGACAGAAGAGAGTGAGCAC	20	10,561			
	vvi-miR156d	11	7,623,202	7,623,334	−	TGACAGAAGAGAGTGAGCAC	20	10,561	TGCTCACCTCTCTTTCTGTCAGC	23	1089
	vvi-miR156e	11	1,504,195	1,504,301	−	TGACAGAGGAGAGTGAGCAC	20	234			
	vvi-miR156f	14	26,463,671	26,463,773	+	TTGACAGAAGATAGAGAGCAC	21	26,445			
	vvi-miR156g	17	3,046,310	3,046,441	−	TTGACAGAAGATAGAGAGCAC	21	26,445	GCTCTCTAGACTTCTGTCATC	21	901
	vvi-miR156i	14	19,727,139	19,727,358	−				TTGACAGAAGATAGAGAGCAC	21	26,445
vvi-miR159	vvi-miR159c	17	2,609,190	2,609,409	−	GAGCTCCTTGAAGTCCAATAG	21	1644	TTTGGATTGAAGGGAGCTCTA	21	198,072
vvi−miR162	vvi-miR162	17	4,716,504	4,716,636	+	GGATGCAGCGGTTCATCGATC	21	365	TCGATAAACCTCTGCATCCAG	21	130,641
vvi-miR164	vvi-miR164a	7	3,287,472	3,287,590	−	TGGAGAAGCAGGGCACGTGCA	21	198			
	vvi-miR164c	8	1,008,0445	10,080,636	+	TGGAGAAGCAGGGCACGTGCA	21	198	CATGTGCCCCTCTTCCCCATC	21	976
	vvi-miR164d	14	1,414,567	1,414,682	−	TGGAGAAGCAGGGCACGTGCA	21	198			
vvi−miR166	vvi-miR166a	8	3,302,784	3,302,939	−	AATGAGGTTTGATCCAAGATC	21	1886	TCTCGGACCAGGCTTCATTCC	21	1,172,737
	vvi-miR166b	12	17,937,384	17,937,510	+	TCGGACCAGGCTTCATTCCTC	21	10,941	GGAATGTTGGCTGGCTCGAGG	21	120,762
	vvi-miR166c	15	16,978,558	16,978,745	−	GGAATGTTGTCTGGCTCGAGG	21	54,367	TCGGACCAGGCTTCATTCCCC	21	17,706,997
	vvi-miR166d	16	21,405,202	21,405,388	−	GATTGTTGTCTGGCTCGAGGC	21	2661	TCGGACCAGGCTTCATTCCCC	21	17,706,997
	vvi-miR166e	2	2,255,708	2,255,901	+	GGAATGTTGTCTGGCTCGAGG	21	54,367	TCGGACCAGGCTTCATTCCCC	21	17,706,997
	vvi-miR166f	7	19,450,000	19,450,127	+	GGAATGTTGGCTGGCTCGAGG	21	10,941	TCGGACCAGGCTTCATTCCCC	21	17,706,997
	vvi-miR166g	7	453,844	453,971	−	GGAATGTTGTCTGGTTCGAGA	21	262	TCGGACCAGGCTTCATTCCCC	21	17,706,997
	vvi-miR166h	5	6,741,189	6,741,288	−				TCGGACCAGGCTTCATTCCCC	21	17,706,997
vvi-miR167	vvi-miR167b	14	7,137,373	7,137,501	+	TGAAGCTGCCAGCATGATCT-	21	1143	AGATCATGTGGCAGTTTCACC	21	536
	vvi-miR167d	20	7,490,493	7,490,606	+	TGAAGCTGCCAGCATGATCT-	21	1143			
	vvi-miR167e	5	5,845,370	5,845,489	+	TGAAGCTGCCAGCATGATCT-	21	1143	AGATCATGTGGCAGTTTCACC	21	536
vvi−miR168	vvi-miR168	2	17,944,786	17,944,947	−	TCGCTTGGTGCAGGTCGGGAA	21	43,158	CCCGCCTTGCATCAACTGAAT	21	3558
	vvi-miR169c	4	2,265,913	2,266,028	−	CAGCCAAGGATGACTTGCCGG	21	5			
vvi-miR169	vvi-miR169c.1	4	2,265,913	2,266,028	−	TGTAGGGAGTAGAATGCAGC	20	1921			
	vvi-miR169e	14	25,082,574	25,082,756	−	TAGCCAAGGATGACTTGCCT–	22	3136			
	vvi-miR169g	8	21,104,448	21,104,568	+	CAGCCAAGGATGACTTGCCGA	21	13	^*^CCGGCAAGTTGTCTTTGGCTAC	23	151
	vvi-miR169r	11	16,415,128	16,415,239	+	TGAGTCAAGGATGACTTGCCG	21	11	^*^GGCAAGTTGACTTGACTCAGT	22	1181
	vvi-miR169t	11	16,399,564	16,399,676	+	CGAGTCAAGGATGACTTGCCGA	22	14	^*^GGCAAGTTGACTTGACTCAGT	22	1181
vvi−miR171	vvi-miR171b	12	5,542,396	5,542,529	−				—TTGAGCCGCGTCAATATCTCC	24	1068
	vvi-miR171i	17	893,536	893,632	+				TGATTGAGCCGTGCCAATATC	21	811
vvi-miR172	vvi-miR172d	8	12,667,173	12,667,279	+				TGAGAATCTTGATGATGCTGC–	23	6451
vvi−miR2111	vvi-miR2111	8	15,368,664	15,368,748	−	TAATCTGCATCCTGAGGTCTA	21	1476	GTCCTCTGGTTGCAGATTACT	21	95
vvi-miR2950	vvi-miR2950	7	14,340,406	14,340,517	+	TTCCATCTCTTGCACACTGGA	21	3176	TGGTGTGCACGGGATGGAATA	21	581
vvi−miR319	vvi-miR319b	1	4,189,556	4,189,753	+				TTGGACTGAAGGGAGCTCCC-	21	9157
	vvi-miR319c	2	855,548	855,756	−	AGAGCTTTCTTCAGTCCACTC	21	131	TTGGACTGAAGGGAGCTCCC-	21	9157
	vvi-miR319e	11	4,317,223	4,317,329	+				TTTGGACTGAAGGGAGCTCCT	21	40,107
	vvi-miR319f	6	9,137,252	9,137,445	+				TTGGACTGAAGGGAGCTCCC-	21	9157
	vvi-miR319g	17	3,675,979	3,676,209	−				TTGGACTGAAGGGAGCTCCC-	21	9157
vvi-miR3623	vvi-miR3623	18	24,650,004	24,650,151	+	TCACAAGTTCATCCAAGCACCA	22	108,278	GTGCTTGGACGAATTTGCTAAG	22	20,404
vvi−miR3627	vvi-miR3627	14	28,302,559	28,302,681	−	TTGTCGCAGGAGAGACGGCACT	22	2444	TCGCCGCTCTCCTGTGACAAG	21	12,342
vvi-miR3629	vvi-miR3629a	13	18,253,987	18,254,170	+	CGCATTTTCTCAGCAGCCAAG	21	1	TGGCTGCTGAGAAAATGTAGG-	22	371
	vvi-miR3629c	17	822,209	822,338	+	TGGCTGCTGAGAAAATGTAGG-	22	371			
vvi−miR3632	vvi-miR3632	14	23,394,889	23,395,015	+	GGATTGGGGGCCGATGGAAAGG	22	887	TTTCCCAGACCCCCAATACCAA	22	1578
vvi-miR3633	vvi-miR3633a	17	5,521,913	5,522,060	+	GGAATGGATGGTTAGGAGAG	20	45,786	TTCCTATACCACCCATTCCCTA	22	1469
	vvi-miR3633b	17	5,521,557	5,521,691	+	GGAATGGGTGGCTGGGATCT	20	10,270	GTTCCCATGCCATCCATTCCTA	22	5610
vvi−miR3634	vvi-miR3634	17	5,681,202	5,681,314	−	GGCATATGTGTGACGGAAAGA	21	1563	TTTCCGACTCGCACTCATGCCGT	23	753,254
vvi-miR3635	vvi-miR3635	18	27,357,619	27,357,780	+	GGCATGTGTGGGGCATAATAG	21	289	ATTATGTCCCACACATGCCTC	21	399
vvi−miR3636	vvi-miR3636	16	5,414,817	5,414,967	−	TCGGTTTGCTTCTTTGATAGATTC	24	352	— TGTCGGAGAAGCAAGTCGGAGAGT	24	4495
vvi-miR3640	vvi-miR3640	16	11,986,842	11,987,014	+	ACCTGATTGGTGATGCTTTTTTGG	24	1321	—- AAAGGCATCATCAATCAGGTAATG	24	1203
vvi−miR390	vvi-miR390	6	8,159,519	8,159,657	+	AAGCTCAGGAGGGATAGCGCC	21	5046			
vvi-miR393	vvi-miR393a	16	17,247,172	17,247,327	−	TCCAAAGGGATCGCATTGATC	21	5152	ATCATGCTATCCCTTAGGAAC	21	775
	vvi-miR393b	13	4,265,132	4,265,213	+	TCCAAAGGGATCGCATTGATC	21	5152			
vvi−miR394	vvi-miR394a	12	17,122,005	17,122,092	−	TTGGCATTCTGTCCACCTCC–	22	412			
	vvi-miR394b	18	1,413,038	141,3130	−	TTGGCATTCTGTCCACCTCC	20	412			
vvi-miR395	vvi-miR395a	1	6,527,921	6,528,019	+				CTGAAGTGTTTGGGGGAACTC	21	6899
	vvi-miR395c	1	6,499,899	6,500,020	−	GTTCCCTTGACCACTTCACTG	21	5850	CTGAAGTGTTTGGGGGAACTC	21	6899
	vvi-miR395d	1	6,512,760	6,512,848	+				CTGAAGTGTTTGGGGGAACTC	21	6899
	vvi-miR395e	1	6,505,233	6,505,354	+	GTTCCCTTGACCACTTCACTG	21	5850	CTGAAGTGTTTGGGGGAACTC	21	6899
	vvi-miR395f	1	6,489,527	6,489,642	+	GTTCCCCTGACCACTTCACTG	21	4729	CTGAAGTGTTTGGGGGAACTC	21	6899
	vvi-miR395h	1	6,566,637	6,566,758	+	GTTCCCTTGACCACTTCACTG	21	5850	CTGAAGTGTTTGGGGGAACTC	21	6899
	vvi-miR395i	1	6,562,627	6,562,742	+	GTTCCCCTGACCACTTCACTG	21	4729	CTGAAGTGTTTGGGGGAACTC	21	6899
	vvi-miR395j	1	6,553,011	6,553,126	+	GTTCCCCTGACCACTTCACTG	21	4729	CTGAAGTGTTTGGGGGAACTC	21	6899
	vvi-miR395k	1	6,536,764	6,536,885	+	GTTCCCTTGACCACTTCACTG	21	5850	CTGAAGTGTTTGGGGGAACTC	21	6899
	vvi-miR395l	1	6,559,083	6,559,199	+	GTTCCCCTGACCACTTCACTG	21	4729	CTGAAGTGTTTGGGGGAACTC	21	6899
vvi−miR396	vvi-miR396a	9	7,372,499	7,372,649	−	TTCCACAGCTTTCTTGAACTA	21	15,069	AAGAAAGCTGTGGGAGGACATGGC	24	2147
	vvi-miR396b	11	5,246,778	5,246,913	+	TTCCACAGCTTTCTTGAACTT	21	85,683	GTTCAAGAAAGCTGTGGGAAA	21	6917
	vvi-miR396c	4	5,119,592	5,119,698	−	TTCCACAGCTTTCTTGAACTG	21	3900			
	vvi-miR396d	11	5,253,095	5,253,244	−	TTCCACAGCTTTCTTGAACT-	21	7387	GTTCAATAAAGCTGTGGGAAG	21	1899
vvi-miR397	vvi-miR397a	20	11,971,890	11,972,015	−	TCATTGAGTGCAGCGTTGATG	21	432			
vvi−miR398	vvi-miR398b	6	16,503,544	16,503,633	−				TGTGTTCTCAGGTCGCCCCTG	21	16,121
	vvi-miR398c	6	15,575,579	15,575,668	+				TGTGTTCTCAGGTCGCCCCTG	21	16,121
vvi-miR399	vvi-miR399a	10	2,989,435	2,989,561	+	GTGTGATTCTCCTTTGGCAGA	21	503	TGCCAAAGGAGAATTGCCCTG	21	1289
	vvi-miR399b	16	15,618,708	15,618,845	−				TGCCAAAGGAGAGTTGCCCTG	21	2996
	vvi-miR399c	15	15,232,197	15,232,281	+				TGCCAAAGGAGAGTTGCCCTG	21	2996
	vvi-miR399e	10	2,992,220	2,992,341	−				TGCCAAAGGAGATTTGCCCGG	21	184
	vvi-miR399h	10	2,983,543	2,983,634	+				TGCCAAAGGAGAATTGCCCTG	21	1289
	vvi-miR399i	2	4,101,786	4,101,937	+	GGGCTTCTCTCCTTCTGGCAGG	22	148	CGCCAAAGGAGAGTTGCCCTG	21	113,055
vvi−miR403	vvi-miR403a	5	65,247	65,361	+				TTAGATTCACGCACAAACTCG	21	82,567
	vvi-miR403b	5	600,176	600,266	+				TTAGATTCACGCACAAACTCG	21	82,567
	vvi-miR403d	5	166,467	166,582	+	AGTTTGTGCGCGAATCCAACC	21	201	TTAGATTCACGCACAAACTCG	21	82,567
	vvi-miR403e	5	168,096	168,213	+				TTAGATTCACGCACAAACTCG	21	82,567
	vvi-miR403f	7	4,179,658	4,179,795	−	AGTTTGTGCGTGACTCTAAAA	21	523	TTAGATTCACGCACAAACTCG	21	82,567
vvi-miR408	vvi-miR408	7	5,011,920	5,012,056	+	CGGGGACGAGGTAGTGCATGG	21	3223	ATGCACTGCCTCTTCCCTGGC	21	6566
vvi−miR477	vvi-miR477b	2	1,237,529	1,237,808	+	ACTCTCCCTCAAGGGCTTCT-G	22	513	CGAAGTCTTTGGGGAGAGTGG	21	3289
vvi-miR479	vvi-miR479	16	21,573,744	21,573,866	+	TGTGGTATTGGTTCGGCTCATC	22	4449	CGAGCCGAACCAATATCACTC	21	46,073
vvi−miR482	vvi-miR482	17	5,523,009	5,523,155	+	^*^AATTGGAGAGTAGGAAAGCTT	22	139,166	TCTTTCCTACTCCTCCCATTCC	22	42,801
vvi-miR535	vvi-miR535a	25	1,392,255	1,392,353	−	TGACAACGAGAGAGAGCACGC	21	18,893			
	vvi-miR535c	25	1,346,353	1,346,483	−	TGACAACGAGAGAGAGCACGC	21	18,893	GTGCTCTCTGTCGCTGTCATA	21	2191

a *Refers to the genomic localization on the GRAPE_IGGP12Xv1 genome sequence*.

b *Nucleotide, sequence length of the microRNA*.

c *Sum of TP4M values from 48 libraries*.

*−Missing nucleotide*.

*Nucleotides that differ from the annotated sequence are shown in red*.

* *Indicates that the most abundant sequence in our dataset does not correspond to the mature annotated miRNA, but to the star sequence*.

An *in silico* prediction of miRNA targets was performed for the 191 mature miRNAs here identified. Using the miRferno tool (Kakrana et al., 2014), and considering only targets predicted with high stringency, 1192 targets were predicted for 143 miRNAs, including six completely novel vvi-miRNA candidates (Supplementary Table 3).

Two novel candidates (grape-m1191 and grape-m1355) seem to be involved in the regulation of important secondary metabolites biosynthesis. Among the six targets predicted for grape-m1191, the *TT12* gene (*transparent testa 12* - VIT_212s0028g01160) is known to be involved in the vacuolar accumulation of proanthocyanidins in grapevine (Marinova et al., 2007). For grape-m1355, 12 targets were predicted and all of them are involved in secondary metabolism pathways. Nine targets code a bifunctional dihydroflavonol 4-reductase (DFR) that is responsible for the production of anthocyanins (Davies et al., 2003), catalyzing the first step in the conversion of dihydroflavonols to anthocyanins (Boss and Davies, 2001). Another targeted gene codes a phenylacetaldehyde reductase (VIT_213s0064g00340) which, in tomato, was demonstrated to catalyze the last step in the synthesis of the aroma volatile 2-phenylethanol, important for the aroma and flavor (Tieman et al., 2007). Still this same miRNA candidate was predicted to target with high confidence (score = 0) a cinnamoyl reductase-like protein (VIT_203s0110g00350) that is part of polyphenol biosynthetic pathway (Martínez-Esteso et al., 2013). The grape-m1355 candidate maps on chromosome 3, exactly on the first exon of its target (VIT_203s0110g00350.1), in a region where another two isoforms of the same gene are located (Supplementary Figure 4). The last target of this miRNA candidate, codes a cinnamyl alcohol dehydrogenase known to be involved in the lignin biosynthesis (Trabucco et al., 2013).

Other novel vvi-miRNA candidates seem to be involved in cell proliferation (grape-m0642 targets VIT_200s0291g00090, a cyclin-related protein with hydrolase activity) and in chloroplasts-related functions (grape-m1517 targets VIT_203s0063g02020, a tic62 protein). Furthermore, for the new vvi-miRC482b candidate, besides the already known involvement of this miRNA family with disease resistance (Li et al., 2010) also predicted here, one predicted target encodes an anthocyanin 5-aromatic acyltransferase-like protein known to be involved in the biosynthesis of anthocyanin in different species (Provenzano, 2011).

As for the conserved known vvi-miRNAs, most of the well-established examples of miR-targets, such as miR156-*SPB*, miR166-*HD-ZIP*, miR171-*GRAS*, miR172-*AP2*, confirmed in several plant species and already predicted in grapevine, were also predicted here.

### miRNA accumulation among vineyards and genotypes

We studied miRNA profile of accumulation in the different samples. Using their normalized abundance (TP4M), i.e., their relative cloning frequency, we set an empirical cut off value equal to at least 10 TP4M in both biological replicates to consider a miRNA as expressed in a given library. Also, a miRNA was considered specific when it was expressed in one or more libraries of a unique cultivar, unique environment or unique developmental stage.

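Of the 191 names in Table 2 and Table 3, 153 reached 10 TP4M in both replicates of at least 1 condition. They were 120 of the 142 names of known miRNAs, 29 of the 42 names of candidates similar to other plant miRNAs and 4 of the 7 grape-m candidates. Among the alternatives, leaving out replicate 2 of every condition moved this number most, to 180, and leaving out replicate 1 gave 177. A single library then had to reach the minimum. With a minimum of 20, the number was 135, and with a minimum of 5, it was 172. Names that share a mature sequence were counted separately, as in Figure 7.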

According to our established cut off, 175 miRNAs were classified as expressed in at least one of our libraries (Figure 7). 

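In Bol_SG_bc, 19 miRNAs reached 10 TP4M in both replicates. Taken alone, replicate 1 had 110 such miRNAs and replicate 2 had 19. The listed miRNA sequences accounted for 1348733 of the 10484935 reads of replicate 1, or 12.9% (exact Clopper-Pearson 95% interval 12.8% to 12.9%). In replicate 2, they accounted for 4321 of 11126627 reads, or 0.0388% (95% interval 0.0377% to 0.0400%). With the mean of both replicates in place of the value in each, the condition had 96 expressed miRNAs.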

The libraries constructed from Sangiovese berries at bunch closure collected in Bolgheri showed only 24 expressed miRNAs (Figure 7). For all the other libraries, expressed miRNAs ranged from 76 (Ric_SG_hv) to 148 (Ric_CS_hv) (Figure 7).

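In the 23 conditions other than Bol_SG_bc, expressed miRNAs ranged from 59 in Mont_SG_bc to 124 in Ric_CS_ps, with a median of 100. At harvest in Riccione, 114 miRNAs were expressed in Cabernet Sauvignon and 67 in Sangiovese. At bunch closure, the numbers were 100 in Mont_CS_bc, 107 in Bol_CS_bc, 100 in Ric_CS_bc and 111 in Ric_SG_bc. The condition with the most miRNAs changed with the minimum abundance: with a minimum of 5, it was Ric_CS_hv with 143, and with a minimum of 20 it was Ric_CS_ps with 108. The lowest of these 23 conditions was Mont_SG_bc under both of these minimums, with 77 and 40.

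**Figure D2:**
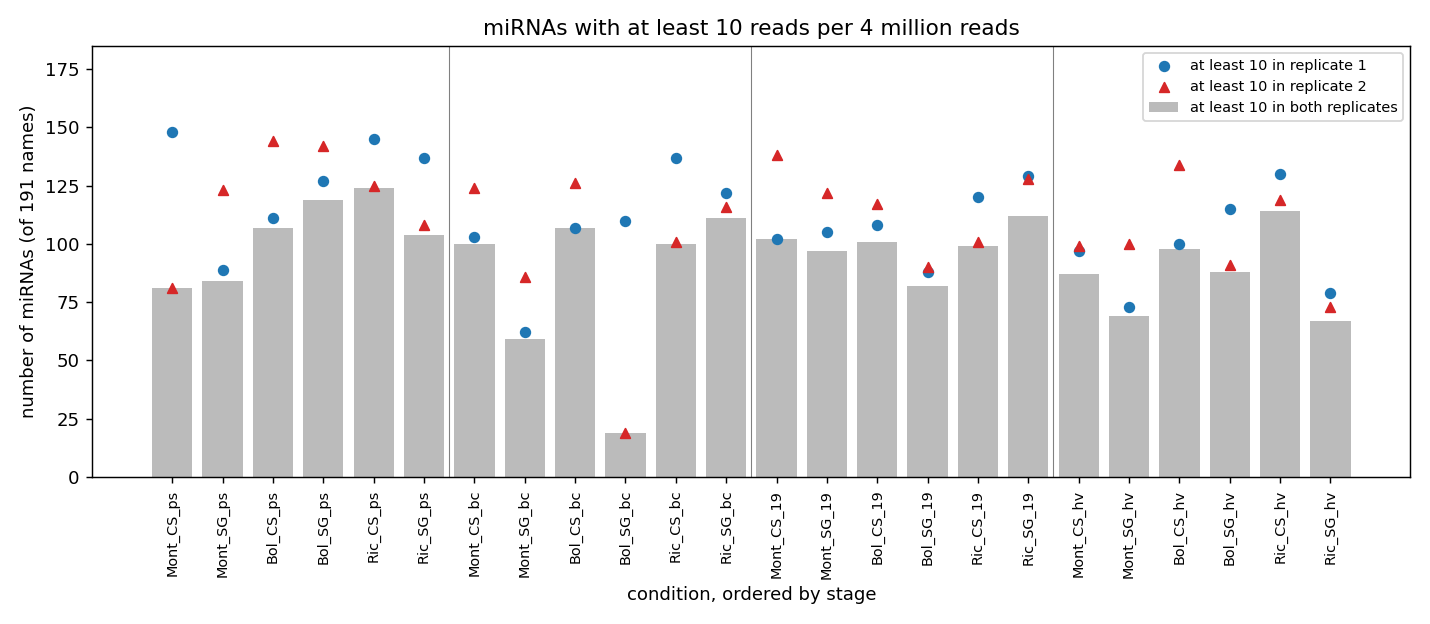
Number of miRNAs, of 191 names, with at least 10 TP4M in each of the 24 conditions ordered by stage. Grey bars count the miRNAs that reach 10 in both replicates, blue circles those of replicate 1 and red triangles those of replicate 2, and in Bol_SG_bc the circle stands at 110 and the triangle at 19.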

**Figure 7:**
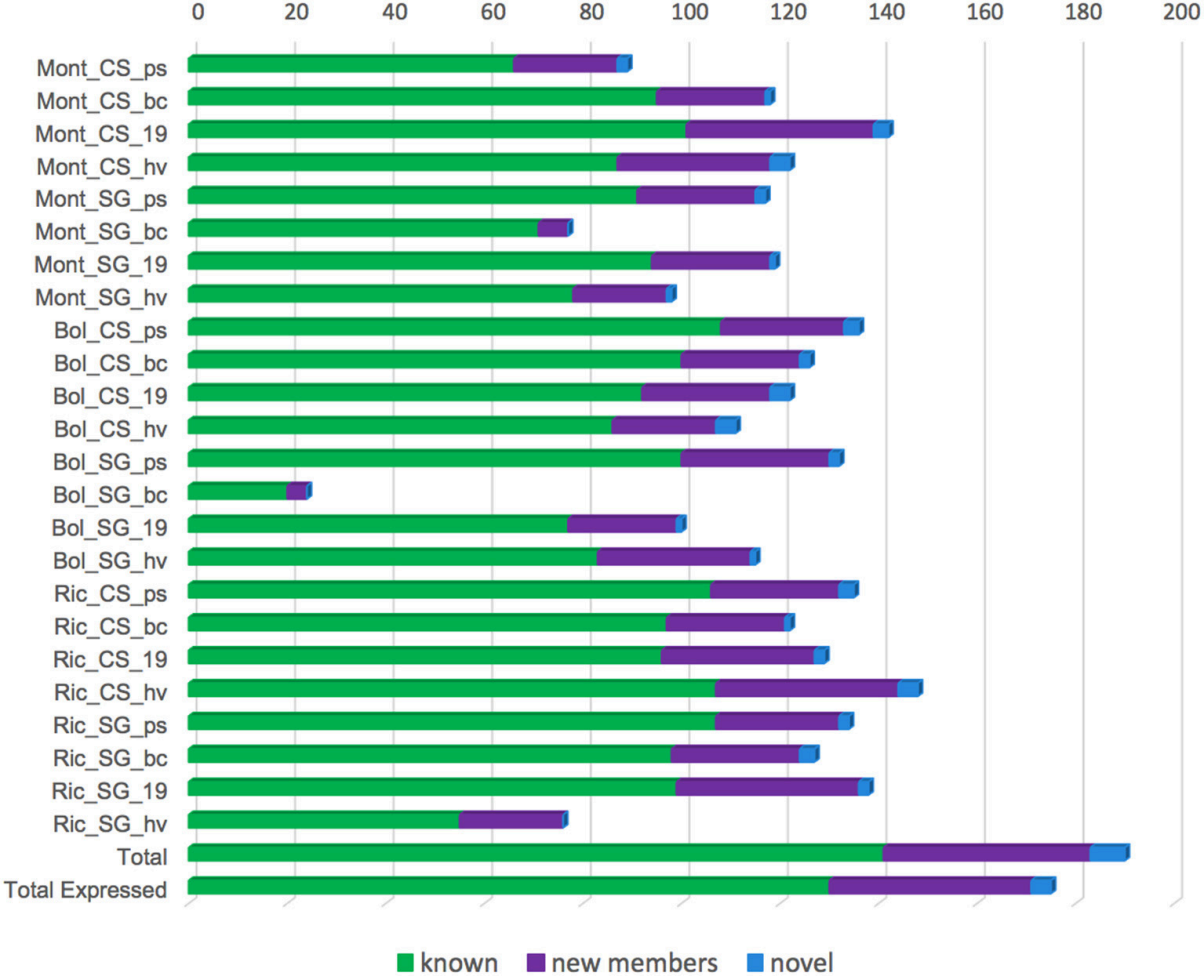
**Number of miRNA expressed in each small RNA library constructed using berries of 2 grapevine cultivars [Cabernet Sauvignon (CS) and Sangiovese (SG)], collected in 4 different developmental stages [pea size (ps), bunch closure (bc), 19 °Brix (19), harvest (hv)] and 3 vineyards [Montalcino (Mont), Bolgheri (Bol), Riccione (Ric)]**. “*Total”* refers to the total number of miRNAs, comprising known, novel and their complementary molecules identified in our data. “*Total expressed”* refers to the number of miRNAs expressed in at least one library. Library codes are found in Table 1.

We found very few miRNAs specific to a given condition. 

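Of the 153 expressed miRNAs, 139 were expressed in both cultivars, 6 in Cabernet Sauvignon only and 8 in Sangiovese only. The 6 were grape-m1188, grape-m1355, miR156g-3p, miR167b-3p, miR167e-3p and miR477b-5p. By stage, 103 were expressed in all 4 stages, 11 at pea size only, 1 at bunch closure only, 1 at 19 °Brix only and 3 at harvest only. By vineyard, 135 were expressed in all 3, 1 in Montalcino only, 7 in Bolgheri only and 2 in Riccione only. With a minimum of 5, the latter 2 numbers were 1 in Bolgheri and 10 in Riccione. Highest among the specific miRNAs was miR169c.1, expressed at pea size only, with a mean of 156.9 TP4M in 1 condition. In all, 14 were specific to a cultivar, 16 to a stage and 10 to a vineyard. These numbers rose to 26, 26 and 22 when replicate 2 of Mont_SG_hv and replicate 2 of Ric_CS_bc, deposited under the same name part, were left out. In these conditions, a single library then had to reach the minimum, and the expressed miRNAs of Ric_CS_bc rose from 100 to 137. The rise therefore does not show an effect of the labels.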

The number of specific miRNAs for each cultivar, developmental stage and environment is reported in Figures 8A–C, respectively.

**Figure 8:**
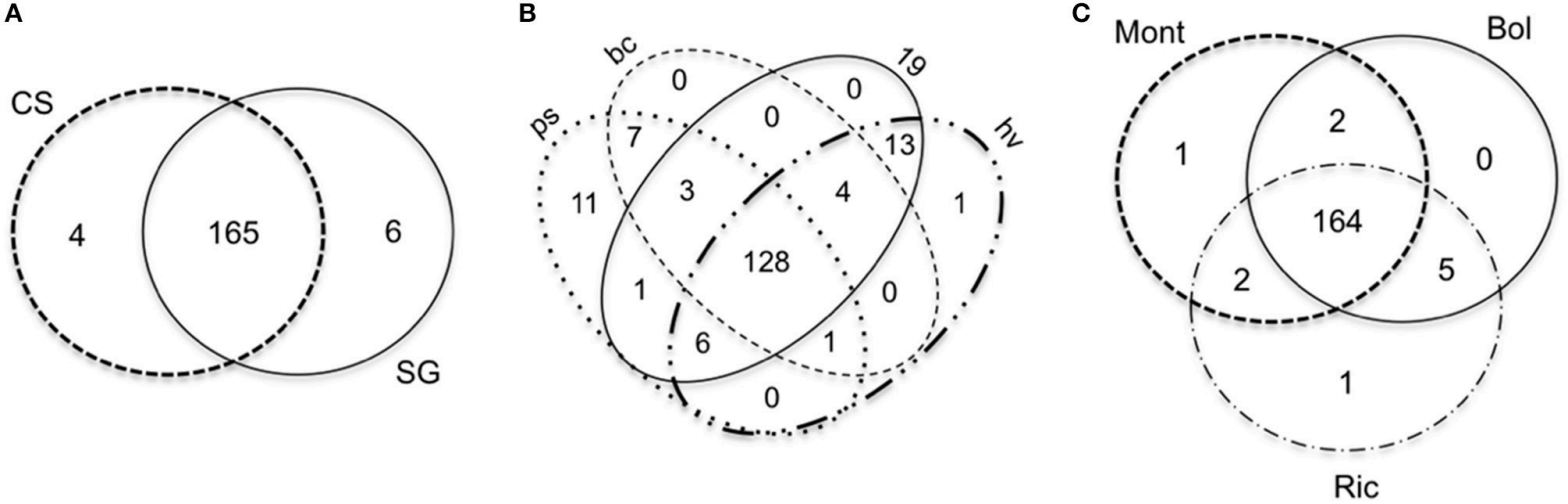
**Venn diagrams comparing the miRNAs expressed in small RNA libraries of *Vitis vinifera* constructed using berries**. The venn diagrams are divided by **(A)**, cultivar; **(B)**, developmental stage; **(C)**, environment. Bol, Bolgheri; Mont, Montalcino; Ric, Riccione; CS, Cabernet Sauvignon; SG, Sangiovese.

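In the 48 libraries, 19 miRNAs reached 10 TP4M in both replicates of all 24 conditions, and 12 more did so in all conditions but Bol_SG_bc. These 31 names correspond to 22 distinct sequences of 12 families. The families were miR156, miR159, miR162, miR166, miR168, miR319, miR396, miR398, miR482, miR3623, miR3633 and miR3634. The alternative that moved the number in all conditions most was the mean of both replicates in place of the value in each, with 47 miRNAs in all conditions and 2 more in all but Bol_SG_bc.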

Thirty-nine vvi-miRNAs were highly expressed in almost all libraries [21 ubiquitous plus 18 expressed in all libraries except in Bol_SG_bc (Figure 9)], whereas other miRNAs had different accumulation patterns.

**Figure 9:**
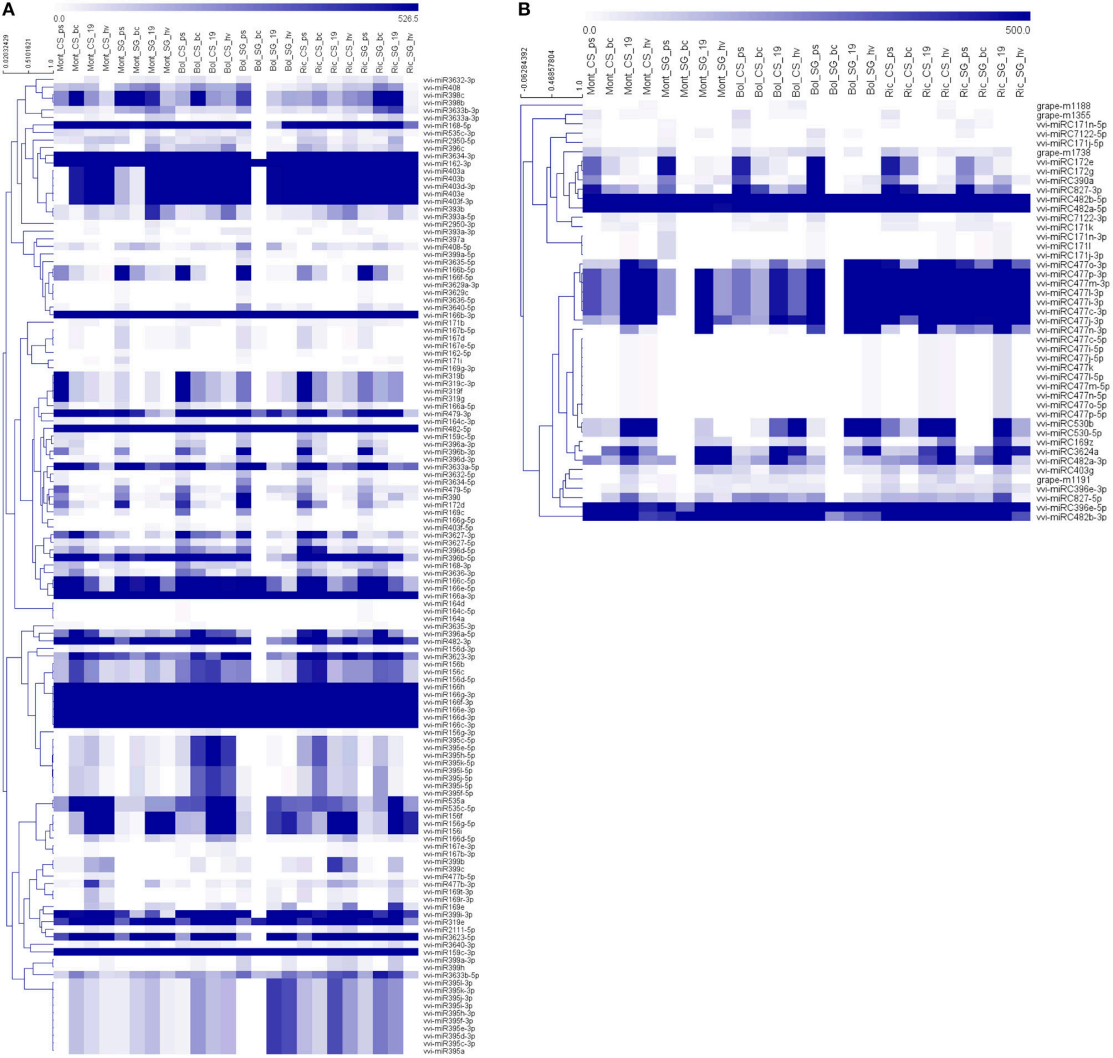
**Heatmap of hierarchically clustered (HCL) miRNAs, expressed in grapevine berries collected from 2 varieties in 4 developmental stages and growing in 3 vineyards**. The HCL tree was generated with the average linkage clustering method. Blue and white represent high and low expression, respectively. Known and novel miRNAs are represented in two separated panels in order to reduce figures complexity **(A)** HCL of known miRNAs; **(B)** HCL of novel miRNA candidates.

The normalized expression values of miRNAs were subjected to hierarchical clustering (HCL) and represented in a heat map (Figure 9). To examine the relatedness among cultivars, environments and developmental stages, we generated a correlation dendrogram (Figure 10). The dendrogram shows, as already suggested by the heatmaps, that a fundamental dichotomy emerges between ripened and green berries. 

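The dendrogram was rebuilt from the mean log10(1 + TP4M) of the 124 miRNA sequences in each condition, with 1 minus the Pearson coefficient as the distance and average linkage. Its first division placed 12 conditions of ripened berries on 1 side and 12 of green berries on the other, so that 24 of the 24 conditions were on the side of their class. The same division was found with Spearman's coefficient and without replicate 2. Without replicate 1, the first division set Bol_SG_bc apart from the other 23 conditions, and 13 conditions were on the side of their class. Complete linkage, tried after seeing the data, separated the 6 conditions of pea size from the other 18.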

The most evident pattern of expression is observed when comparing different developmental stages, and confirm previous observation of miRNA modulation during fruit ripening (Manning et al., 2006; Giovannoni, 2007; Carra et al., 2009; Sun et al., 2012; Cao et al., 2016). 

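Developmental stage accounted for 79.9% of the variation between the 24 conditions (permutation test with 100000 permutations of the condition labels, p = 1e-05, the smallest they can give), and for 61.1% without replicate 1, the alternative that moved this share most. The variation is the sum of squared distances between conditions, and each factor was taken by itself. In a model with stage, vineyard and cultivar, ripened berries (19 °Brix and harvest) were tested against green berries (pea size and bunch closure) over the 48 libraries. The test covered 115 miRNA sequences and was edgeR's quasi-likelihood test with TMM normalization and Benjamini-Hochberg adjustment. It gave 79 sequences with an adjusted p under 0.05, of which 38 were higher and 41 lower in ripened berries. Changes are relative to the miRNA reads of a library as scaled by TMM, not to their plain total. The median log2 fold change of the tested sequences was -0.21, and it was -0.52 when the total reads of each library replaced TMM, which gave 27 higher and 50 lower sequences. The number past the threshold moved most without replicate 2, to 63. With both replicates of each condition summed, it was 69, of which 29 were higher and 40 lower. With the replicate number as a block, it was 78, of which 38 were higher and 40 lower. Same-numbered libraries of different conditions showed little common deviation from their condition means (mean r of 0.0364 over 276 pairs of conditions), so the block removed little. The sequences with the largest increase were miR169e/miRC169z, with a log2 fold change of 6.32 (standard error 0.42, adjusted p = 2.56e-20 from the same edgeR test), miRC530-5p/miRC530b with 4.61 and miR477b-5p with 3.84. From such profiles, the paper concludes that the developmental stage gives the most evident pattern of miRNA expression.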

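The names miR156f, miR156g-5p and miR156i share 1 mature sequence. It had 54.0 ± 40.9 TP4M in green and 465.4 ± 336.3 in ripened berries (SD, n = 24 libraries each), with means of 56.3 at pea size, 51.7 at bunch closure, 506.0 at 19 °Brix and 424.8 at harvest (n = 12 each). The log2 fold change between ripened and green berries was 3.67 (standard error 0.24, adjusted p = 1.74e-20 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It was higher in ripened berries in 6 of the 6 combinations of vineyard and cultivar, and with the replicate number as a block the log2 fold change was 3.67. The step from bunch closure to 19 °Brix alone was 3.51 (standard error 0.33, adjusted p = 2.81e-13 from the same edgeR test).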

For example, some members of the vvi-miRNA156 family (f/ i and the g-5p) were highly expressed in all ripened berries, but weakly or not expressed in green berries. Differently, vvi-miR396a-3p and vvi-miR396b-3p showed the opposite profile. Similarly, vvi-miR172d, vvi-miR166b-5p, vvi-miR166f-5p, and vvi-miR396d-5p were highly expressed in green berries but weakly expressed in ripened berries and the members of the vvi-miR319 family (b/f/g and c-3p) showed a gradient of decreasing abundance from pea size to harvest.

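The abundance of miR396a-3p was 43.1 ± 33.7 TP4M in green and 0.142 ± 0.300 in ripened berries (SD, n = 24 libraries each). It reached 10 in 21 green libraries and in 0 ripened ones. The log2 fold change was -6.92 (standard error 0.43, adjusted p = 3.68e-21, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), against -6.92 with the replicate number as a block. For miR396b-3p, the abundance was 136.9 ± 140.1 in green and 0.802 ± 1.17 in ripened berries (SD, n = 24 each), and 20 green libraries but 0 ripened ones reached 10. The change was -6.39 (standard error 0.44, adjusted p = 1.48e-19, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Both were lower in ripened berries in 6 of 6 combinations of vineyard and cultivar. With the total reads of each library in place of TMM, the changes were -7.61 and -6.85.

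**Figure D3:**
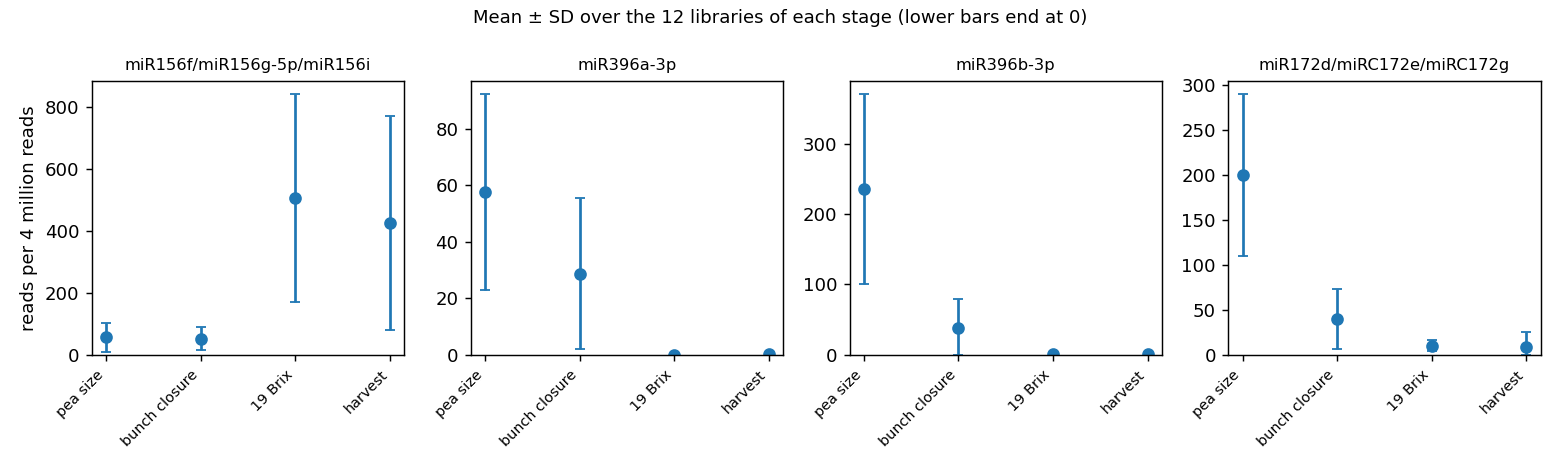
Abundance in TP4M (vertical axis) of miR156f/miR156g-5p/miR156i, miR396a-3p, miR396b-3p and miR172d/miRC172e/miRC172g at pea size, bunch closure, 19 °Brix and harvest. Points are means and bars the SD over the 12 libraries of each stage, with lower bars ending at 0, and only the leftmost panel rises toward ripening.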

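The sequence of miR172d, shared with miRC172e and miRC172g, had 120.1 ± 105.6 TP4M in green and 9.56 ± 12.5 in ripened berries (SD, n = 24 libraries each). This is a log2 fold change of -3.11 (standard error 0.33, adjusted p = 4.38e-12, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The sequence listed as miR166f-5p in Table 3, which is also that of miR166b-3p, had 205.0 ± 202.5 in green and 11.5 ± 9.28 in ripened berries and a log2 fold change of -3.52 (standard error 0.30, adjusted p = 7.77e-16 from the same edgeR test). The sequence listed as miR166b-5p had 1478 ± 1405 and 912.5 ± 660.1 TP4M. Its change of -0.17 (standard error 0.20, adjusted p = 0.445 from the same edgeR test) was not past the threshold. Over the alternatives, it ranged from -0.54 with the 3 most abundant sequences left out, tried after seeing the data, to 0.19 with isomiRs included. For miR396d-5p, the abundance was 119.2 ± 107.8 in green and 31.4 ± 21.9 in ripened berries, a log2 fold change of -1.49 (standard error 0.31, adjusted p = 2.45e-05 from the same edgeR test). The names miR319b, miR319c-3p, miR319f and miR319g share 1 sequence, with 238.9 ± 210.5 TP4M at pea size, 64.6 ± 52.6 at bunch closure, 45.2 ± 31.2 at 19 °Brix and 28.3 ± 20.2 at harvest (SD, n = 12 each). Its change from pea size to bunch closure was -1.87 (adjusted p = 0.000336 from the same edgeR test). The later steps, -0.03 and -0.35, were not past the threshold (adjusted p = 0.964 and 0.755 from the same edgeR test). From green to ripened berries, it changed by -1.14 and was lower in 5 of 6 combinations of vineyard and cultivar, whereas miR319e rose by 1.36 in 6 of 6.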

**Figure 10:**
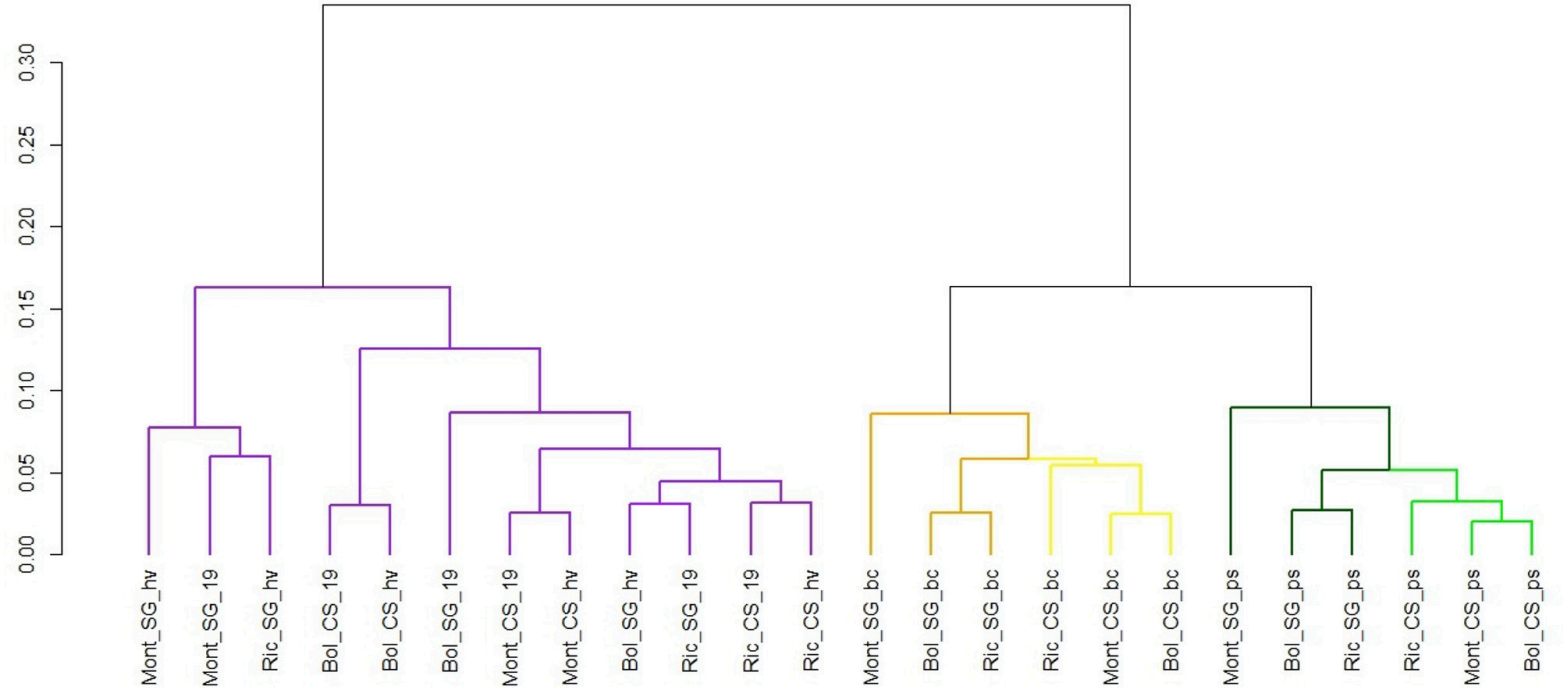
**Cluster dendrogram showing global relationships of miRNAs expressed in different grapevine cultivars, collected in different vineyards and developmental stages**. The Pearson correlation coefficients, calculated based on the abundance of expressed miRNAs in each library, were converted into distance coefficients to define the height of the dendrogram. Different colors distinguish different clusters of samples. Library codes can be found in Table 1.

To gain statistical evidence of miRNA differential expression driven by the environment and/or genotype, we made pairwise comparisons, keeping constant the developmental stage, and evaluating the miRNA modulation among vineyards (Montalcino vs Bolgheri vs Riccione) or between cultivars (Cabernet Sauvignon vs Sangiovese). 

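Each stage was fitted by itself, with its 12 libraries and 6 condition means, by edgeR's quasi-likelihood test with TMM normalization. The 9 comparisons were 3 between cultivars within a vineyard and 6 between vineyards within a cultivar, and p-values were adjusted by the Benjamini-Hochberg method within each comparison. Between cultivars, 5 distinct miRNA sequences had an adjusted p under 0.05 in at least 1 vineyard at pea size, 25 at 19 °Brix and 38 at harvest. Between vineyards, 7 passed in at least 1 cultivar at pea size, 12 at 19 °Brix and 28 at harvest. The largest number in 1 comparison was 25, between Mont_CS_hv and Mont_SG_hv. Between vineyards, it was 21, for Mont_SG_hv and Bol_SG_hv. Each of these comparisons includes Mont_SG_hv, which holds the smallest library and a replicate 2 whose deposited file has the name of Ric_CS_bc. Whether the cultivar effect itself differs between vineyards was tested by the interaction of both factors within each stage, with an edgeR quasi-likelihood F test. The interaction was past the threshold for 1 sequence at pea size, 0 at bunch closure, 7 at 19 °Brix and 23 at harvest, and 8, 6, 22 and 32 sequences had an unadjusted p under 0.05. The berries of a condition were sampled once and split into both libraries, so these tests leave out the spread between vines and between samplings. Because vineyards and sequencing lanes largely coincide, differences between vineyards can include those between lanes. Both cultivars of Bolgheri lie in lanes 6 and 7 and, except at bunch closure, both of Riccione in lanes 1 and 2. The cultivar effects of these 2 vineyards, tested against each other in their 8 libraries of a stage, differed for 0 sequences at pea size, 9 at 19 °Brix and 6 at harvest, and 12, 27 and 21 had an unadjusted p under 0.05. On simulated counts with 2 libraries in each group, drawn with a spread common to all stages and with that of each stage, the comparison called 80.6% to 100% of sequences changed by 4 on the log2 scale and at most 21.6% of those changed by 2. A comparison without a call therefore leaves changes of that size open.

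**Figure D4:**
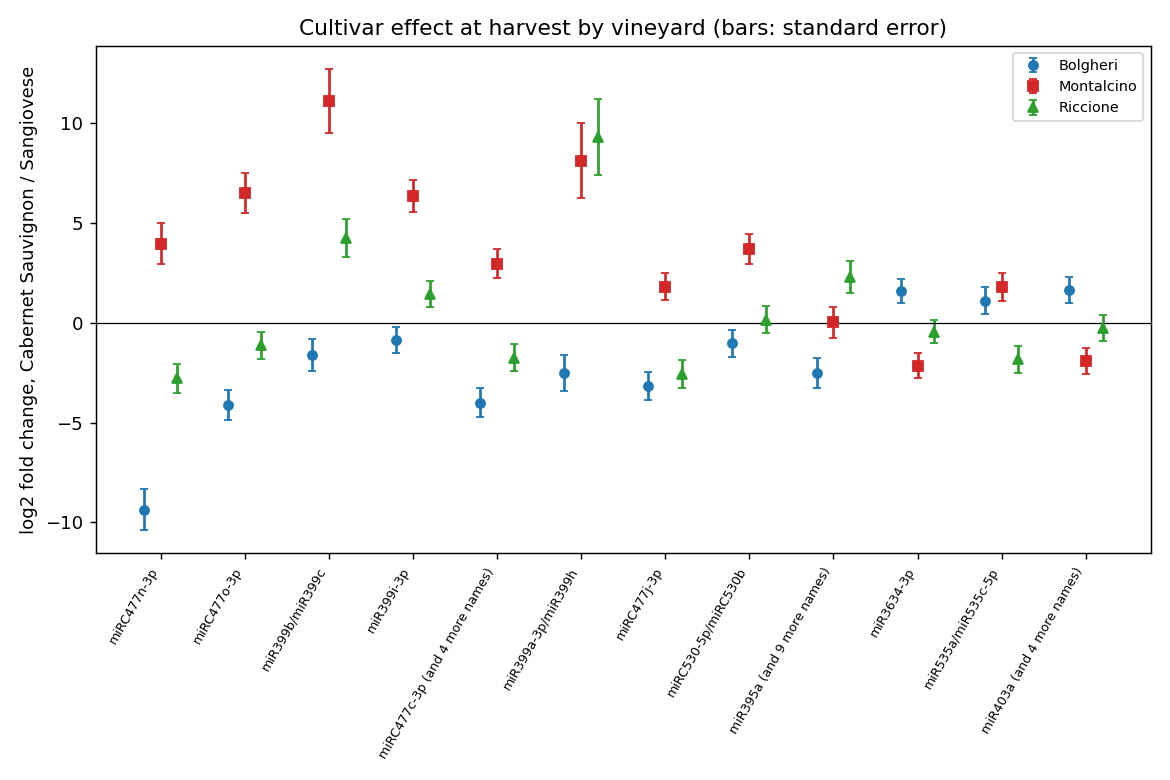
Log2 fold change between Cabernet Sauvignon and Sangiovese at harvest (vertical axis) for the 12 miRNA sequences with the lowest adjusted p of the cultivar by vineyard interaction, with bars for the standard error. Blue circles are Bolgheri, red squares Montalcino and green triangles Riccione, and miRC477n-3p stands at -9.36 in Bolgheri, at -2.78 in Riccione and at 3.97 in Montalcino.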

The analyses (with an FDR ≤ 0.05) reveal that some miRNAs are differentially expressed between the two genotypes grown in the same environment, but also that a number of miRNAs are modulated by the environment. In particular the number of differentially expressed miRNAs is higher in ripened berries (19 °Brix and at harvest), while no miRNAs are differentially expressed at bunch closure stage (Supplementary Table 4). 

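At pea size, 10 of the 106 tested sequences had an adjusted p under 0.05 in at least 1 of the 9 comparisons (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). At bunch closure, it was 0 of 83, at 19 °Brix 28 of 96 and at harvest 42 of 93. The numbers with an unadjusted p under 0.05 in at least 1 comparison were 45, 24, 64 and 67. With the replicate number as a block, 5, 0, 25 and 38 sequences passed, and the correlation of same-numbered deviations within a stage was -0.0126 on average over 60 pairs of conditions. The exact test of edgeR with tagwise dispersion, the kind of test the paper used, gave 7, 1, 37 and 44. The alternative that moved the number at harvest most was a single fit to the 48 libraries, with 18. The biological coefficient of variation was estimated at 0.564 at pea size, 0.682 at bunch closure, 0.560 at 19 °Brix and 0.486 at harvest. Without replicate 2 of Bol_SG_bc, which holds few miRNA reads, the coefficient at bunch closure was 0.605 and 3 sequences passed. From the comparisons, the paper concludes that genotype and environment both modulate miRNAs, and more of them in ripened berries.

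**Figure D5:**
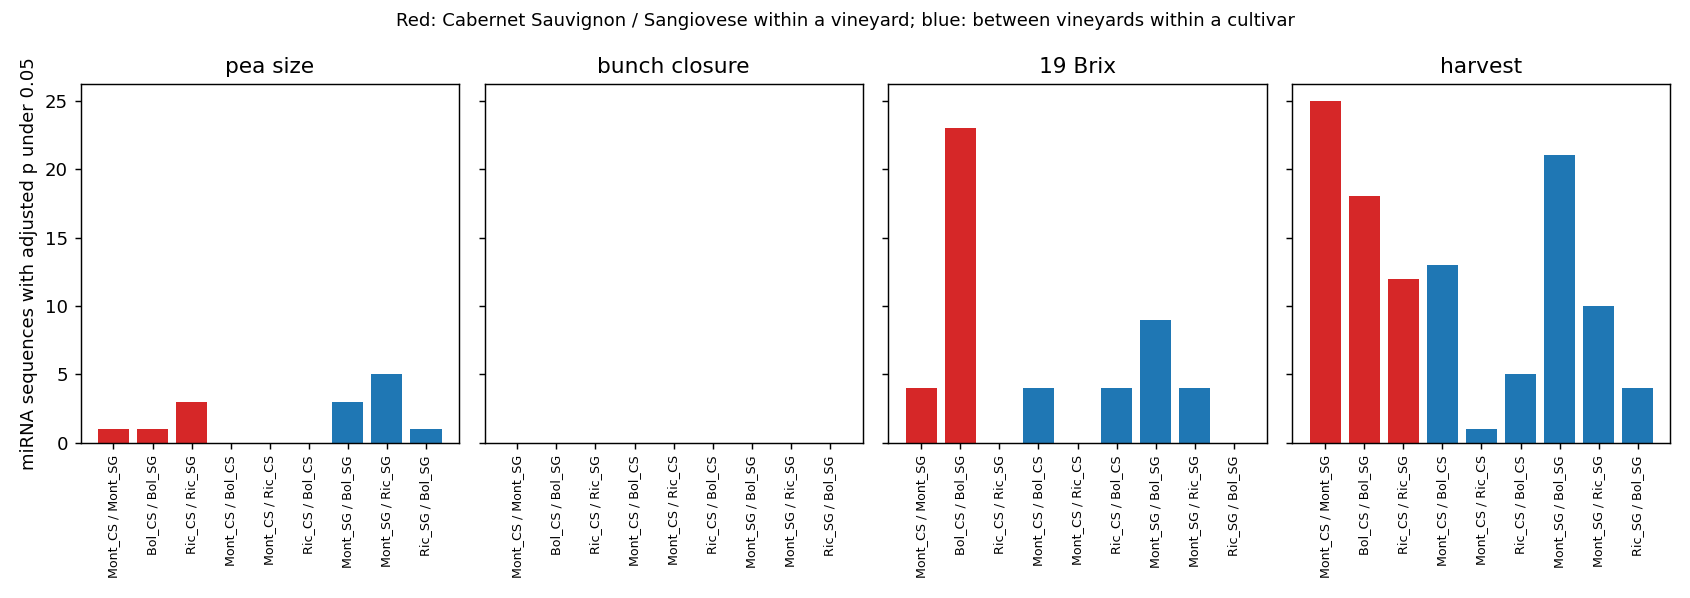
Number of miRNA sequences with an adjusted p under 0.05 (vertical axis) in each of the 9 comparisons, with 1 panel per stage. Red bars compare the cultivars within a vineyard and blue bars the vineyards within a cultivar, and the panel of bunch closure shows 0 in each comparison.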

In details, 14 reads are differentially expressed at pea size stage, in at least one comparison, corresponding to 6 distinct miRNA families; 27 reads are modulated at 19 °Brix stage, corresponding to 12 miRNA families and 35 reads are differentially expressed in berries at harvest, corresponding to 12 miRNA families. It is worth noting that 4 of the 6 families modulated in the berries at pea size, are still present among the miRNAs differentially expressed in the berries sampled at 19 °Brix and at harvest (miR166, miR3627, miR477, miR3636, and miR3640), even though not always in the same comparisons.

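The 10 sequences at pea size carry 16 names of 5 families, the 28 at 19 °Brix carry 44 names of 18 families and the 42 at harvest carry 83 names of 23 families. At pea size, the families were miR171, miR399, miR477, miR530 and miR3627. In 13 of the 14 calls at pea size, 46 of the 48 at 19 °Brix and 105 of the 109 at harvest, both same-numbered pairs of replicates changed the same way. The directions within pairs are those of TP4M, without TMM. The largest fold changes of each stage are given relative to the miRNA reads as scaled by TMM. At pea size, the largest was that of miRC477o-3p between Mont_SG_ps and Ric_SG_ps, -8.26 on the log2 scale (standard error 1.45, adjusted p = 2.04e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The same sequence had 54.1 ± 30.4 TP4M in Mont_CS_ps and 0.929 ± 1.31 in Mont_SG_ps (SD, n = 2). At 19 °Brix, miR399a-3p/miR399h changed most, by -9.26 between Mont_SG_19 and Ric_SG_19, followed by miRC530-3p with -8.29 between Mont_SG_19 and Bol_SG_19. At harvest, miR399b/miR399c had a log2 fold change of 11.11 between Mont_CS_hv and Mont_SG_hv (standard error 1.61, adjusted p = 5.92e-10 from the same edgeR test), with 86.2 ± 74.2 TP4M in the former and 0 reads in the latter. For miRC477n-3p, it was -9.36 between Bol_CS_hv and Bol_SG_hv (standard error 1.01, adjusted p = 4.55e-17 from the same edgeR test), with 1.51 ± 0.428 and 591.0 ± 84.0 TP4M. A library without reads makes such a value depend on the small count that the model adds, so its size is uncertain.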

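Of the 5 families past the threshold at pea size, miR399, miR477 and miR530 were also past it at 19 °Brix and at harvest, and miR3627 at harvest but not at 19 °Brix (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The miR171 family passed at pea size only. The families miR166 and miR3640 passed at 19 °Brix and at harvest and miR3636 at 19 °Brix, and none of these passed at pea size. Passing at 1 stage and not at another does not show a difference between the stages, which was not tested here.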

Some of the modulated miRNAs, both novel (grape-m1355, grape-m1191) and known (miR395, miR399, and miR396) are intriguingly connected to berry development and secondary metabolism, even though most of the modulated families are still uncharacterized, or with targets not clearly involved in berry ripening and development, and deserve further studies to fully understand their biological roles.

## Discussion

Using high throughput sequencing coupled with robust bioinformatics pipelines we analyzed small RNAs derived from the berries of Cabernet Sauvignon and Sangiovese, grown side-by-side in three vineyards, representative of different grapevine cultivation areas in Italy (Bolgheri, Montalcino, and Riccione). We obtained nearly 750 MB reads comprising a significant proportion of small (21–24 nt) RNAs. The size distribution profiles of our libraries were in general consistent with previous reports in berry grapevine, where the 21-nt class was more abundant than the 24-nt class (Pantaleo et al., 2010; Wang et al., 2012; Han et al., 2014; Kullan et al., 2015).

Our analysis revealed dynamic features of the regulatory network mediated by miRNAs and other small RNAs, at the basis of genotype-environment interactions.

### Genotype and environment effects on small RNA profiles

Plants evolved a series of pathways that generate small RNAs of different sizes with dedicated functions (Vazquez, 2006; Khraiwesh et al., 2012). Although the various small RNA classes have been intensively studied, we are still far from understanding how many small RNA pathways exist, and how they are connected (Vazquez, 2006). Additionally, new classes of small non-coding RNAs continue to be discovered and many studies demonstrate a substantial redundancy and cross-talk between known small RNA pathways (Agarwal and Chen, 2009; Ghildiyal and Zamore, 2009; Bond and Baulcombe, 2014; Harding et al., 2014). Estimating the exact percentage of the plant genome covered by small RNA-generating loci still remains a challenge.

By applying static cluster analysis, we investigated small RNA abundances across the genome, identifying 4408 small RNAs producing hotspots. We analyzed their expression in different cultivars, environments and developmental stages, highlighting that the majority of the considered small RNA producing regions was modulated in different conditions. This suggests a strong influence of small RNAs in the response to environment in grapevine berries. Only 462 small RNA-generating loci, corresponding to about 10% of the total, were expressed in all the analyzed libraries, possibly involved in essential biological pathways.

Comparing the two cultivars, we observed, with few exceptions, that Cabernet Sauvignon berries have a higher number of expressed sRNA-generating loci than Sangiovese berries (Figure 1) when collected in the same conditions (i.e., vineyard and developmental stage). Considering the fact that small RNAs are implicated in the regulation of gene expression in several processes (Chen, 2009; Trindade et al., 2011), the higher number of small RNAs expressed in Cabernet Sauvignon compared to Sangiovese berries may reflect a buffering effect of small RNAs influencing grapevine response to diverse growing environments. We believe that these characteristics may have contributed to the wide diffusion of Cabernet Sauvignon, allowing its wide cultivation in almost all wine producing countries. This is not the case for Sangiovese whose cultivation is more restricted. It is worth noting that Sangiovese is considered a very unsettled grapevine cultivar (Poni, 2000), showing a wide range of variability in response to year, clone and bunch exposure (Rustioni et al., 2013). Differently, Cabernet Sauvignon is a cultivars showing less inter-annual differences in terms, for example, of concentration of secondary metabolites (Ortega-Regules et al., 2006).

To better evaluate varietal differences in response to the environment, we calculated the CS/SG ratio for the small RNA producing hotspots in the three vineyards. An interesting example is found in green berries sampled in Riccione. A region on chromosome 4 (3,376,501–3,377,000) showed a 390-fold change in the small RNA abundance, when comparing Cabernet vs. Sangiovese (Figure 6). Most of the reads produced in this region are 21 nt long and are also phased in intervals of 21 nt from both strands, typical of a *phased locus (PHAS)*. The gene in this locus, also known as *VvRD22g*, encodes a BURP domain-containing protein, involved in an ABA-mediated abiotic stress response, which persists still after long periods of stress (Matus et al., 2014). The small RNAs profile suggests that the locus is regulated by *phased* siRNAs similarly to the mechanisms already described for PPR, NB-LRR, and MYB gene families (Howell et al., 2007; Zhai et al., 2011; Xia et al., 2013; Zhu et al., 2013). This is a clear example of GxE interactions since the BURP domain gene modulates *phased* siRNAs production in the two cultivars only when grown in Riccione.

When removing the threshold of minimum cluster abundance set to 5 HNA, in the CS/SG ratio, a high number of clusters (ranging from 70 to 370 depending on the sample analyzed) with fold change greater than 50 was found, where one of the libraries has 0 HNA and the other any number greater than 30 HNA. This fact suggests a very strong modulation of the expression of small RNAs between the two cultivars, which is more or less pronounced depending on the vineyard where the berries were cultivated. A similar situation was observed comparing the expression level of small RNAs between reciprocal hybrids of *Solanum lycopersicum* and *S. pimpinellifolium* (Li et al., 2014).

The ripening process of grapevine berries is highly affected by the environment (van Leeuwen et al., 2004, 2007) and we observed the impact of the environment on the ripening process in the expression of small RNAs. The most relevant observation is that Riccione is very peculiar in relation to the activation of sRNA hotspots, as indicated by the high number of Riccione-specific clusters (Figure 2A) and by the extreme modification it induces in the CS/SG ratio (Figure 5): in Riccione in fact this ratio decreases in green berries and increases in ripened berries, and this is not observed in any other vineyard; in addition to this the already discussed example of BURP domain gene, is observed in Riccione, as well. Riccione is the most diverse environment when compared to Montalcino and Bolgheri. Riccione is located at the Adriatic coast and has a temperate sub-littoral climate, while Montalcino and Bolgheri are both located in Tuscany with typically Mediterranean climate.

Moreover, both cultivars show a peculiar profile of small RNA loci during berries ripening, in Riccione. The expression of small RNA loci in Cabernet Sauvignon berries drastically changed during development, especially when collected in Riccione (Figure 1), not only in the number of active loci but also in the different genic or intergenic disposition: ripened berries have a 2.6-fold increase in small RNA loci active in genic regions. Differently, when Sangiovese is grown in Riccione, there is a very high number of small RNA loci active in green berries, mainly associated to transposable elements that remains almost stable during development although the proportion of intergenic loci is reduced. Sangiovese berries collected in Montalcino show a 2.5-fold increase of small RNA producing loci during development.

Differences during berry development between the cultivars may explain their different behavior in different environments, and the characteristics of each vineyard may favor one or other variety according to their demands. For example, Sangiovese needs a long growing season (it is slow to ripen) with sufficient warmth to fully ripen (Poni, 2000). Consequently, cooler environments will require a reprograming of Sangiovese gene expression in order to achieve ripening. Other factors such as composition of soil, level of humidity, photoperiod and density of cultivation may be exerting the same influence on the ripening of the berries triggering the activation of different small RNA loci.

### miRNAs expression is mainly dependent on the developmental stage but a few miRNAs are directly modulated by the vineyard and the cultivar

Applying a conservative pipeline to the analysis of our 48 small RNA libraries, we recognized 89 known and annotated grapevine miRNAs. In addition, when compared to previous reports in grapevine (Alabi et al., 2012; Han et al., 2014; Wang et al., 2014) we identified 7 completely novel miRNAs plus 26 homologous to other plant species, but novel to grapevine. This is a remarkable number considering the stringency of our pipeline and that our study is based only on four developmental stages of berries.

The outline of miRNA accumulation across samples is different from that of sRNA-producing loci. While the expression of sRNA-generating regions allows distinguishing very well between ripened and green berries and also between cultivars (Figure 4), the accumulation of miRNAs shows a clear distinction only between ripened and green berries, and when the berries were green, we observe a further dichotomy separating the two cultivars and the two green developmental stages. The same pattern of miRNA accumulation among green and ripened berries of grapevine (cv. Corvina) was observed when we described the miRNA expression atlas of *Vitis vinifera* (Kullan et al., 2015).

Comparing the distribution of miRNAs expressed throughout our samples, we found a set of 39 miRNAs ubiquitous (21) or nearly ubiquitous (18) to all the libraries, and very few miRNAs specific of a cultivar, vineyard or developmental stage. All these 39 miRNAs belong to known vvi-miRNA families. 

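Of the 31 names expressed in all conditions or in all but Bol_SG_bc, 27 are those of known miRNAs in Table 3. The other 4 are candidates of Table 2 that belong to known families, miR396 and miR482.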

With few exceptions, the same set of miRNAs was also found expressed in all the small RNA libraries constructed with different tissues of the grapevine cv. Corvina (Kullan et al., 2015), where the population of expressed miRNAs appears highly variable apart from a well-defined group of miRNAs, probably related to the basal metabolism. These findings are also consistent with previous report in grapevine where a small number of known tissue-specific miRNAs was described (Wang et al., 2014).

Considering the ripening process as shown in the heat maps (Figure 9), and the correlation dendrogram, it is clear that most miRNAs are modulated during the developmental process.

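The sequence shared by miR166c-5p and miR166e-5p had 935.0 ± 632.9 TP4M in green and 166.8 ± 127.7 in ripened berries (SD, n = 24 libraries each). Its log2 fold change was -2.12 (standard error 0.28, adjusted p = 2.17e-09 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).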

For some miRNA families, we observed the same peculiar patterns of miRNA accumulation, previously described in the grapevine miRNA atlas (Kullan et al., 2015), e.g., an increase of accumulation toward ripening for miR156 f/g/i, and a decrease for miR166c/e, miR172d, miR319, and miR396a/b, but this is not the main focus of our paper.

To establish genotype and environmental influence on miRNA modulation, we performed a statistical analysis that revealed a number of miRNAs differentially expressed. Being aware of the fact that we had only two biological replicates, we applied the exact test as implemented in the EdgeR package. This test has been recently judged a very robust tool that can be used in experiments similar to our, because of its low false positive rate and relative high true positive ratein the presence of a fold change higher than 4 (Schurch et al., 2016).

Considering berries at the same developmental stages, we compared Sangiovese vs. Cabernet Sauvignon in a given vineyard and Montalcino vs. Bolgheri, Montalcino vs. Riccione, and Bolgheri vs. Riccione keeping the cultivar fixed. In total we performed 9 pairwise comparisons for each developmental stage. In general, we observed that berries at 19 °Brix and at harvest show a higher number of differentially expressed miRNAs.

The most interesting examples are represented by two novel miRNAs, whose predicted targets are related to the biosynthesis and accumulation of secondary metabolites, which are of crucial importance in grapevine berries, since its quality depends mainly on its metabolites (Ali et al., 2010). The candidate grape-m1191 is differentially expressed in Sangiovese between Riccione and Bolgheri (Ric_SG_19 vs. Bol_SG_19) and was predicted to target the transparent-testa 12 gene (VIT_212s0028g01160) that encodes a multidrug secondary transporter-like protein (MATE) involved in the vacuolar accumulation of the flavonoid proanthocyanidin in different species including grapevine (Debeaujon et al., 2001; Bogs et al., 2007; Marinova et al., 2007; Zhao et al., 2010). 

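At 19 °Brix, grape-m1191 had 44.4 ± 5.61 TP4M in Ric_SG_19 and 1.36 ± 1.14 in Bol_SG_19 (SD, n = 2 libraries each). Between them, the log2 fold change was 3.47 (standard error 0.98, adjusted p = 0.0609 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), higher in both same-numbered pairs. With the replicate number as a block, it was 3.46 (adjusted p = 0.0762 from the same edgeR test). The adjusted p was 0.0139 with the exact test of edgeR, and with the total reads of each library in place of TMM, it was 0.00817 for a log2 fold change of 5.16. Each of these values compares libraries of different sequencing lanes.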

Also, in grapevine some studies provide evidences that the intracellular transport of acylated anthocyanins is catalyzed by a MATE transporter (Gomez et al., 2009; He et al., 2010).

The grape-m1355 seems to be involved in four different pathways, all related to secondary metabolites. It is differentially expressed in Montalcino between the two varieties (Mon_CS_hv vs. Mon_SG_hv) and was predicted to target a cinnamoyl reductase-like protein (CCR) (VIT_203s0110g00350), which is part of the of the polyphenol biosynthetic pathway (Leple et al., 2007); a cinnamyl alcohol dehydrogenase (VIT_206s0004g02380) involved in the lignin biosynthesis (Trabucco et al., 2013); a phenylacetaldehyde reductase (VIT_213s0064g00340), which catalyzes, in tomato, the last step in the synthesis of the volatile 2-phenylethanol, important for the aroma and flavor of many foods (Tieman et al., 2007); and different bifunctional dihydroflavonol 4-reductases (DFR) (see Supplementary Table 3). 

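At harvest, grape-m1355 had 6.75 ± 2.67 TP4M in Mont_CS_hv (SD, n = 2 libraries), from 20 reads in replicate 1 and 6 in replicate 2, and 0 reads in both libraries of Mont_SG_hv. The log2 fold change was 7.57 (standard error 2.19, adjusted p = 0.00502 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and 7.41 with the replicate number as a block (adjusted p = 0.00681 from the same edgeR test). In the smaller library of Mont_SG_hv, 3 reads correspond to 8.40 TP4M. This is above the mean abundance in Mont_CS_hv and slightly below the 8.64 of its replicate 1. In the larger library of Mont_SG_hv, 3 reads correspond to 0.751 TP4M, which is below that mean. The absence thus rests on this library, replicate 2, whose deposited name is that of Ric_CS_bc and which was run in a lane of Riccione libraries.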

DFR catalyzes the first step in the conversion of dihydroflavonols to anthocyanins and are responsible for the production of colored anthocyanins (Boss and Davies, 2001; Davies et al., 2003). The same miRNA candidate was described in the grape miRNA atlas (Kullan et al., 2015) also predicted to target several genes of DFR-like and one CCR.

As for known miRNAs, several members of the miR395 family are differentially expressed at 19 °Brix and at harvest in Bolgheri and in both Bolgheri and Riccione, respectively, when comparing the two cultivars. Moreover, miR395f is differentially expressed also in CS at harvest between Montalcino and Bolgheri. This miRNA has been shown to target genes involved in Sulphate assimilation and metabolism (Liang and Yu, 2010; Kawashima et al., 2011; Matthewman et al., 2012), and hence it could be connected to flavonoid and stilbene pathways as suggested by Tavares et al. (2013).

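The miR395 names of Table 3 share 3 mature sequences, 1 of the 3p names and 2 of the 5p names. In Bolgheri at 19 °Brix, both 5p sequences were higher in Cabernet Sauvignon. The sequence of miR395f-5p had 202.2 ± 69.2 TP4M in Bol_CS_19 and 3.78 ± 5.35 in Bol_SG_19 (SD, n = 2), a log2 fold change of 4.58 (standard error 1.05, adjusted p = 0.00871 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). That of miR395c-5p changed by 3.80 (standard error 0.85, adjusted p = 0.00871 from the same edgeR test). The 3p sequence changed by -2.78 (adjusted p = 0.0668 from the same edgeR test). In TP4M, which is scaled to all reads and not by TMM, its log2 ratio was 1.29 in replicate 1 and -2.36 in replicate 2. As the scales differ, these ratios do not tell whether the direction differed between the replicates with TMM. At harvest in Bolgheri, the changes were 3.77 for miR395f-5p, 3.68 for miR395c-5p and -2.52 for the 3p sequence (adjusted p = 0.000575, 0.000429 and 0.00932 from the same edgeR test). At harvest in Riccione, they were 4.00, 3.09 and 2.32 (adjusted p = 0.00257, 0.00891 and 0.0333 from the same edgeR test). With the replicate number as a block, the 3p sequence in Riccione had an adjusted p of 0.0543 from the same edgeR test.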

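In Cabernet Sauvignon at harvest, the sequence of miR395f-5p had 7.05 ± 2.64 TP4M in Mont_CS_hv and 159.6 ± 123.9 in Bol_CS_hv (SD, n = 2). Its log2 fold change was -3.38 (standard error 0.86, adjusted p = 0.00168 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), lower in Montalcino in both same-numbered pairs. The 3p sequence, which includes miR395f-3p, changed by -0.97 (adjusted p = 0.477 from the same edgeR test).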

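At 19 °Brix, miR399b and miR399c, which share 1 sequence, had 189.4 ± 144.9 TP4M in Ric_CS_19 and 5.74 ± 3.66 in Bol_CS_19 (SD, n = 2). The log2 fold change was 5.64 (standard error 1.08, adjusted p = 0.00559 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In the same comparison, miR399a-5p was past the threshold and miR399i-3p, with a change of 1.15, was not (adjusted p = 0.0147 and 0.451 from the same edgeR test). Between Mont_SG_19 and Ric_SG_19, 3 miR399 sequences passed, with changes of -4.94 for miR399i-3p, -6.32 for miR399b/miR399c and -9.26 for miR399a-3p/miR399h. Between Mont_CS_19 and Mont_SG_19, miR399i-3p had 1846 ± 4.33 and 134.9 ± 157.8 TP4M (SD, n = 2), a log2 fold change of 4.00 (standard error 1.00, adjusted p = 0.0224 from the same edgeR test). With isomiRs included, its adjusted p was 0.101. For miR399b/miR399c, the change was 6.87 (standard error 1.39, adjusted p = 0.0115 from the same edgeR test).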

miR399 family members are also differentially expressed in several comparisons: at 19 °Brix between Riccione and Bolgheri in CS and between Riccione and Montalcino in SG, plus in Montalcino between CS and SG. At harvest, miR399 are differentially expressed in SG in all the three comparisons among vineyards and in Riccione between CS and SG. miR399 is implicated in Phosphate homeostasis being rapidly up-regulated upon Pi starvation (Fujii et al., 2005). miR399 regulatory network has been shown to be important in flowering time (Kim et al., 2011) and was identified as a temperature-sensitive miRNA (Lee et al., 2010), however its characterization in fruit ripening is lacking, although intriguing.

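In Sangiovese at harvest, miR399i-3p had 28.3 ± 24.1 TP4M in Montalcino, 229.8 ± 115.5 in Riccione and 2155 ± 835.4 in Bolgheri (SD, n = 2 libraries each). Its log2 fold change was -6.43 between Montalcino and Bolgheri (standard error 0.82, adjusted p = 9.11e-13 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Between Montalcino and Riccione, it was -3.86 (standard error 0.73, adjusted p = 6.43e-06 from the same edgeR test), and between Riccione and Bolgheri -2.56 (standard error 0.67, adjusted p = 0.00485 from the same edgeR test). Both replicate pairs had the same direction in each of these comparisons. In Riccione, miR399b/miR399c had 100.5 ± 73.4 TP4M in Cabernet Sauvignon and 1.85 ± 0.278 in Sangiovese (SD, n = 2), a log2 fold change of 4.26 (standard error 0.94, adjusted p = 0.000315 from the same edgeR test). There miR399i-3p changed by 1.45 and was not past the threshold (adjusted p = 0.125 from the same edgeR test), but it passed with the total reads of each library in place of TMM, where the change was 3.10.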

miR396 family members are known to be regulated during organ development, targeting Growth Regulating Factors (Liu et al., 2009; Wang et al., 2011) and also in berry development (Kullan et al., 2015; Cao et al., 2016), and we observed their modulation during berry ripening in our data as well, but more interestingly, they are also differentially expressed between CS and SG in berries sampled in Bolgheri at 19 °Brix.

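In Bolgheri at 19 °Brix, miR396a-5p had 178.2 ± 98.2 TP4M in Cabernet Sauvignon and 8.96 ± 7.19 in Sangiovese (SD, n = 2 libraries each). Its log2 fold change was 2.85 (standard error 0.80, adjusted p = 0.0166 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and 2.87 with the replicate number as a block (adjusted p = 0.0188 from the same edgeR test). With isomiRs included, which merges the reads of miR396a-5p with those of other members that begin with the same 18 nt, the change was 1.57 and the adjusted p 0.108. The change of miR396b-5p was 1.99 (adjusted p = 0.0600 from the same edgeR test), and that of miR396c 1.08 (adjusted p = 0.319 from the same edgeR test). The values of miR396d-5p and miRC396e-5p were -0.19 and -0.36, and they turned to 1.66 and 0.92 with the total reads of each library in place of TMM. With TMM, none of these other members passed the threshold.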

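The share of the variation between the 24 conditions was 12.0% for cultivar (p = 0.0726) and 7.65% for vineyard (p = 0.464), both from the permutation test used for stage, which shuffles conditions over all stages. With permutations within each stage, tried after seeing the data, p was 1e-05 for cultivar, the smallest they can give, and 0.0168 for vineyard. With Spearman's coefficient, the shares of stage, cultivar and vineyard were 78.3%, 12.2% and 7.42%. Without replicate 2, they were 68.7%, 13.6% and 10.8%, with a permutation p of 0.0496 for cultivar and 0.291 for vineyard. Without replicate 1, the share of cultivar was 10.0% and that of vineyard 7.87%. Each share is of squared distances and was computed for its factor by itself, so the shares are not parts of a whole. A factor with more levels takes a larger share by chance alone, and stage has 4 levels, vineyard 3 and cultivar 2. The windows of small RNA-producing loci were not analysed here, so these values hold for miRNAs only. From the relationships of small RNA classes and miRNAs, the paper proposes that the vineyard influences their abundance less than developmental stage and cultivar do.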

Finally, the investigation of the global relationships of different small RNA classes and miRNAs expressed in different grapevine cultivars, collected in different vineyards and developmental stages, suggests that although the vineyard may influence their profile of abundance it probably does in less proportion than developmental stage and cultivar. Somehow, this behavior would be expected because although the epigenetic state is dynamic and responsive to both developmental and environmental signals, small RNAs in general and even more miRNAs are well known to play numerous crucial roles at each major stage of plants development (Jones-Rhoades et al., 2006; Chen, 2009, 2012). The results here described are in agreement with those reported in the grapevine miRNA atlas (Kullan et al., 2015), especially with respect to the clustering of berries according to their developmental stage, sustaining the idea that miRNAs influence organ identity and clearly separate green and ripened berries. Also, in the study of the grapevine transcriptome performed by Dal Santo et al. (2013), they observed that other factors such as year and developmental stage had more influence on the gene expression, rather than the environment.

## Author contributions

DPP prepared small RNA libraries, performed the *in silico* analysis and wrote the paper. LB conceived the experimental plan and sampled biological material. SDS prepared plant material for RNA extraction, read critically the paper. GDL prepared plant material for RNA extraction, sampled the biological material, read critically the paper. MP conceived the work. MEP supported the lab work, contributed to data analysis and read critically the paper. BM gave a substantial contribution to *in silico* analysis. EM wrote the paper, prepared plant material for RNA extraction, supported small RNA libraries preparation and helped data analysis.

### Conflict of interest statement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## References

[B1] AgarwalM. C. J.ChenX. (2009). Endogenous small RNA pathways in *Arabidopsis*, in Regulation of Gene Expression by Small RNAs, Vol. xvii, eds GaurR. K.RossiJ. J. (Boca Raton, FL: CRC Press), 431.

[B2] AlabiO. J.ZhengY.JagadeeswaranG.SunkarR.NaiduR. A. (2012). High-throughput sequence analysis of small RNAs in grapevine (*Vitis vinifera* L.) affected by grapevine leafroll disease. Mol. Plant Pathol. 13, 1060–1076. 10.1111/j.1364-3703.2012.00815.x22827483PMC6638782

[B3] AliK.MalteseF.ChoiY. H.VerpoorteR. (2010). Metabolic constituents of grapevine and grape-derived products. Phytochem. Rev. 9, 357–378. 10.1007/s11101-009-9158-020835385PMC2928446

[B4] ArikitS.XiaR.KakranaA.HuangK.ZhaiJ.YanZ.. (2014). An atlas of soybean small RNAs identifies phased siRNAs from hundreds of coding genes. Plant Cell 26, 4584–4601. 10.1105/tpc.114.13184725465409PMC4311202

[B5] BernsteinE.AllisC. D. (2005). RNA meets chromatin. Genes Dev. 19, 1635–1655. 10.1101/gad.132430516024654

[B6] BogsJ.JaffeF. W.TakosA. M.WalkerA. R.RobinsonS. P. (2007). The grapevine transcription factor VvMYBPA1 regulates proanthocyanidin synthesis during fruit development. Plant Physiol. 143, 1347–1361. 10.1104/pp.106.09320317208963PMC1820911

[B7] BondD. M.BaulcombeD. C. (2014). Small RNAs and heritable epigenetic variation in plants. Trends Cell Biol. 24, 100–107. 10.1016/j.tcb.2013.08.00124012194

[B8] BorgesF.MartienssenR. A. (2016). The expanding world of small RNAs in plants. Nat. Rev. Mol. Cell Biol. 16, 727–741. 10.1038/nrm408526530390PMC4948178

[B9] BossP. K.DaviesC. (2001). Molecular biology of sugar and anthocyanin accumulation in grape berries, in Molecular Biology and Biotechnology of the Grapevine, ed Roubelakis-AngelakisK. (Dordrecht: Springer), 1–33.

[B10] BradshawA. D. (1965). Evolutionary significance of phenotypic plasticity in plants, in Advances in Genetics, eds CaspariE. W.ThodayJ. M. (New York, NY: Academic Press), 115–155.

[B11] BurkhartK. B.GuangS.BuckleyB. A.WongL.BochnerA. F.KennedyS. (2011). A pre-mRNA-associating factor links endogenous siRNAs to chromatin regulation. PLoS Genet. 7:e1002249. 10.1371/journal.pgen.100224921901112PMC3161925

[B12] CallawayR. M.PenningsS. C.RichardsC. L. (2003). Phenotypic plasticity and interactions among plants. Ecology 84, 1115–1128. 10.1890/0012-9658(2003)084[1115:PPAIAP]2.0.CO;2

[B13] CaoD.WangJ.JuZ.LiuQ.LiS.TianH.. (2016). Regulations on growth and development in tomato cotyledon, flower and fruit via destruction of miR396 with short tandem target mimic. Plant Sci. 247, 1–12. 10.1016/j.plantsci.2016.02.01227095395

[B14] CarraA.MicaE.GambinoG.PindoM.MoserC.PèM. E.. (2009). Cloning and characterization of small non-coding RNAs from grape. Plant J. 59, 750–763. 10.1111/j.1365-313X.2009.03906.x19453456

[B15] CastelS. E.MartienssenR. A. (2013). RNA interference in the nucleus: roles for small RNAs in transcription, epigenetics and beyond. Nat. Rev. Genet. 14, 100–112. 10.1038/nrg335523329111PMC4205957

[B16] ChenX. (2009). Small RNAs and their roles in plant development. Annu. Rev. Cell Dev. Biol. 25, 21–44. 10.1146/annurev.cellbio.042308.11341719575669PMC5135726

[B17] ChenX. (2012). Small RNAs in development - insights from plants. Curr. Opin. Genet. Dev. 22, 361–367. 10.1016/j.gde.2012.04.00422578318PMC3419802

[B18] ClingelefferP. R. (2010). Plant management research: status and what it can offer to address challenges and limitations. Aust. J. Grape Wine Res. 16, 25–32. 10.1111/j.1755-0238.2009.00075.x

[B19] CoombeB. G. (1976). The Development of Fleshy Fruits. Ann. Rev. Plant Phys. 27, 207–228. 10.1146/annurev.pp.27.060176.001231

[B20] Dal SantoS.TornielliG. B.ZenoniS.FasoliM.FarinaL.AnesiA.. (2013). The plasticity of the grapevine berry transcriptome. Genome Biol. 14:r54. 10.1186/gb-2013-14-6-r5423759170PMC3706941

[B21] DaviesK.SchwinnK.DerolesS.MansonD.LewisD.BloorS. (2003). Enhancing anthocyanin production by altering competition for substrate between flavonol synthase and dihydroflavonol 4-reductase. Euphytica 131, 259–268. 10.1023/A:1024018729349

[B22] DebeaujonI.PeetersA. J.Leon-KloosterzielK. M.KoornneefM. (2001). The TRANSPARENT TESTA12 gene of *Arabidopsis* encodes a multidrug secondary transporter-like protein required for flavonoid sequestration in vacuoles of the seed coat endothelium. Plant Cell 13, 853–871. 10.1105/tpc.13.4.85311283341PMC135529

[B23] DeWittT. J. Scheiner, S. M. (2003). Phenotypic Plasticity: Functional and Conceptual Approaches. New York, NY: Oxford University Press.

[B24] DuncanE. J.GluckmanP. D.DeardenP. K. (2014). Epigenetics, plasticity, and evolution: how do we link epigenetic change to phenotype? J. Exp. Zool. B Mol. Develop. Evol. 322, 208–220. 10.1002/jez.b.2257124719220

[B25] EisenM. B.SpellmanP. T.BrownP. O.BotsteinD. (1998). Cluster analysis and display of genome-wide expression patterns. Proc. Natl. Acad. Sci. U.S.A. 95, 14863–14868. 984398110.1073/pnas.95.25.14863PMC24541

[B26] FagegaltierD.BougéA.-L.BerryB.PoisotÉ.SismeiroO.CoppéeJ.-Y.. (2009). The endogenous siRNA pathway is involved in heterochromatin formation in *Drosophila*. Proc. Natl. Acad. Sci. U.S.A. 106, 21258–21263. 10.1073/pnas.080920810519948966PMC2795490

[B27] FinneganE. J.MatzkeM. A. (2003). The small RNA world. J. Cell Sci. 116, 4689–4693. 10.1242/jcs.0083814600255

[B28] FormeyD.SalletE.Lelandais-BrièreC.BenC.Bustos-SanmamedP.NiebelA.. (2014). The small RNA diversity from *Medicago truncatula* roots under biotic interactions evidences the environmental plasticity of the miRNAome. Genome Biol. 15:457. 10.1186/s13059-014-0457-425248950PMC4212123

[B29] FujiiH.ChiouT. J.LinS. I.AungK.ZhuJ. K. (2005). A miRNA involved in phosphate-starvation response in *Arabidopsis*. Curr. Biol. 15, 2038–2043. 10.1016/j.cub.2005.10.01616303564

[B30] GapperN. E.GiovannoniJ. J.WatkinsC. B. (2014). Understanding development and ripening of fruit crops in an ‘omics’ era. Hort. Res. 1, 14034 10.1038/hortres.2014.3426504543PMC4596339

[B31] GeA.ShangguanL.ZhangX.DongQ.HanJ.LiuH.. (2013). Deep sequencing discovery of novel and conserved microRNAs in strawberry (*Fragaria ananassa*). Physiol. Plant. 148, 387–396. 10.1111/j.1399-3054.2012.01713.x23061771

[B32] GengY.GaoL.YangJ. (2013). Epigenetic flexibility underlying phenotypic plasticity, in Progress in Botany, eds LüttgeU.BeyschlagW.FrancisD.CushmanJ. (Berlin; Heidelberg: Springer), 153–163.

[B33] GhildiyalM.ZamoreP. D. (2009). Small silencing RNAs: an expanding universe. Nat. Rev. Genet. 10, 94–108. 10.1038/nrg250419148191PMC2724769

[B34] GianoliE.ValladaresF. (2012). Studying phenotypic plasticity: the advantages of a broad approach. Biol. J. Linn. Soc. 105, 1–7. 10.1111/j.1095-8312.2011.01793.x

[B35] GiovannoniJ. J. (2007). Fruit ripening mutants yield insights into ripening control. Curr. Opin. Plant Biol. 10, 283–289. 10.1016/j.pbi.2007.04.00817442612

[B36] GoldbergA. D.AllisC. D.BernsteinE. (2007). Epigenetics: a landscape takes shape. Cell 128, 635–638. 10.1016/j.cell.2007.02.00617320500

[B37] GomezC.TerrierN.TorregrosaL.VialetS.Fournier-LevelA.VerrièsC.. (2009). Grapevine MATE-type proteins act as vacuolar H+-dependent acylated anthocyanin transporters. Plant Physiol. 150, 402–415. 10.1104/pp.109.13562419297587PMC2675721

[B38] GrataniL. (2014). Plant phenotypic plasticity in response to environmental factors. Adv. Bot. 2014:17 10.1155/2014/208747

[B39] GrayJ. D. (2002). The Basis of Variation in the Size and Composition of Grape Berries. PhD, University of Adelaide.

[B40] GuillaumieS.FouquetR.KappelC.CampsC.TerrierN.MoncombleD.. (2011). Transcriptional analysis of late ripening stages of grapevine berry. BMC Plant Biol. 11:165. 10.1186/1471-2229-11-16522098939PMC3233516

[B41] GuleriaP.MahajanM.BhardwajJ.YadavS. K. (2011). Plant small RNAs: biogenesis, mode of action and their roles in abiotic stresses. Genom. Proteomics Bioinformatics 9, 183–199. 10.1016/S1672-0229(11)60022-322289475PMC5054152

[B42] HaM.LuJ.TianL.RamachandranV.KasschauK. D.ChapmanE. J.. (2009). Small RNAs serve as a genetic buffer against genomic shock in *Arabidopsis* interspecific hybrids and allopolyploids. Proc. Natl. Acad. Sci. U.S.A. 106, 17835–17840. 10.1073/pnas.090700310619805056PMC2757398

[B43] HanJ.FangJ.WangC.YinY.SunX.LengX.. (2014). Grapevine microRNAs responsive to exogenous gibberellin. BMC Genomics 15:111. 10.1186/1471-2164-15-11124507455PMC3937062

[B44] HardingJ. L.HorswellS.HeliotC.ArmisenJ.ZimmermanL. B.LuscombeN. M.. (2014). Small RNA profiling of *Xenopus* embryos reveals novel miRNAs and a new class of small RNAs derived from intronic transposable elements. Genome Res. 24, 96–106. 10.1101/gr.144469.11224065776PMC3875865

[B45] HeF.MuL.YanG. L.LiangN. N.PanQ. H.WangJ.. (2010). Biosynthesis of anthocyanins and their regulation in colored grapes. Molecules 15, 9057–9091. 10.3390/molecules1512905721150825PMC6259108

[B46] HollowayG. J. (2002). Phenotypic plasticity: beyond nature and nurture. Heredity 89, 410–410. 10.1038/sj.hdy.6800153

[B47] HowellM. D.FahlgrenN.ChapmanE. J.CumbieJ. S.SullivanC. M.GivanS. A.. (2007). Genome-wide analysis of the RNA-DEPENDENT RNA POLYMERASE6/DICER-LIKE4 pathway in *Arabidopsis* reveals dependency on miRNA- and tasiRNA-directed targeting. Plant Cell 19, 926–942. 10.1105/tpc.107.05006217400893PMC1867363

[B48] HuH.YuD.LiuH. (2015). Bioinformatics analysis of small RNAs in pima (*Gossypium barbadense* L.). PLoS ONE 10:e0116826. 10.1371/journal.pone.011682625679373PMC4332481

[B49] JaillonO.AuryJ. M.NoelB.PolicritiA.ClepetC.CasagrandeA.. (2007). The grapevine genome sequence suggests ancestral hexaploidization in major angiosperm phyla. Nature 449, 463–467. 10.1038/nature0614817721507

[B50] JeongD. H.ParkS.ZhaiJ.GurazadaS. G.De PaoliE.MeyersB. C.. (2011). Massive analysis of rice small RNAs: mechanistic implications of regulated microRNAs and variants for differential target RNA cleavage. Plant Cell 23, 4185–4207. 10.1105/tpc.111.08904522158467PMC3269859

[B51] JeongD. H.SchmidtS. A.RymarquisL. A.ParkS.GanssmannM.GermanM. A.. (2013). Parallel analysis of RNA ends enhances global investigation of microRNAs and target RNAs of *Brachypodium distachyon*. Genome Biol. 14:R145. 10.1186/gb-2013-14-12-r14524367943PMC4053937

[B52] Jones-RhoadesM. W.BartelD. P.BartelB. (2006). MicroRNAs and their regulatory roles in plants. Annu. Rev. Plant Biol. 57, 19–53. 10.1146/annurev.arplant.57.032905.10521816669754

[B53] KakranaA.HammondR.PatelP.NakanoM.MeyersB. C. (2014). sPARTA: a parallelized pipeline for integrated analysis of plant miRNA and cleaved mRNA data sets, including new miRNA target-identification software. Nucleic Acids Res. 42:e139. 10.1093/nar/gku69325120269PMC4191380

[B54] KarlovaR.van HaarstJ. C.MaliepaardC.van de GeestH.BovyA. G.LammersM.. (2013). Identification of microRNA targets in tomato fruit development using high-throughput sequencing and degradome analysis. J. Exp. Bot. 64, 1863–1878. 10.1093/jxb/ert04923487304PMC3638818

[B55] KawashimaC. G.MatthewmanC. A.HuangS.LeeB.-R.YoshimotoN.KoprivovaA.. (2011). Interplay of SLIM1 and miR395 in the regulation of sulfate assimilation in *Arabidopsis*. Plant J. 66, 863–876. 10.1111/j.1365-313X.2011.04547.x21401744

[B56] KellerM. (2010). Managing grapevines to optimise fruit development in a challenging environment: a climate change primer for viticulturists. Aust. J. Grape Wine Res. 16, 56–69. 10.1111/j.1755-0238.2009.00077.x

[B57] KhraiweshB.ZhuJ. K.ZhuJ. (2012). Role of miRNAs and siRNAs in biotic and abiotic stress responses of plants. Biochim. Biophys. Acta 1819, 137–148. 10.1016/j.bbagrm.2011.05.00121605713PMC3175014

[B58] KimV. N. (2005). Small RNAs: classification, biogenesis, and function. Mol. Cells 19, 1–15. 15750334

[B59] KimW.AhnH. J.ChiouT.-J.AhnJ. H. (2011). The role of the miR399-*PHO2* module in the regulation of flowering time in response to different ambient temperatures in *Arabidopsis thaliana*. Mol. Cells 32, 83–88. 10.1007/s10059-011-1043-121533549PMC3887651

[B60] KozomaraA.Griffiths-JonesS. (2014). miRBase: annotating high confidence microRNAs using deep sequencing data. Nucleic Acids Res. 42, D68–D73. 10.1093/nar/gkt118124275495PMC3965103

[B61] KullanJ. B.Paim PintoD. L.BertoliniE.FasoliM.ZenoniS.TornielliG. B.. (2015). miRVine: a microRNA expression atlas of grapevine based on small RNA sequencing. BMC Genomics 16:393. 10.1186/s12864-015-1610-525981679PMC4434875

[B62] LangmeadB.TrapnellC.PopM.SalzbergS. L. (2009). Ultrafast and memory-efficient alignment of short DNA sequences to the human genome. Genome Biol. 10:R25. 10.1186/gb-2009-10-3-r2519261174PMC2690996

[B63] LeeH.YooS. J.LeeJ. H.KimW.YooS. K.FitzgeraldH.. (2010). Genetic framework for flowering-time regulation by ambient temperature-responsive miRNAs in *Arabidopsis*. Nucleic Acids Res. 38, 3081–3093. 10.1093/nar/gkp124020110261PMC2875011

[B64] LeeT.-F.GurazadaS. G. R.ZhaiJ.LiS.SimonS. A.MatzkeM. A.. (2012). RNA polymerase V-dependent small RNAs in *Arabidopsis* originate from small, intergenic loci including most SINE repeats. Epigenetics 7, 781–795. 10.4161/epi.2029022647529PMC3679228

[B65] Lelandais-BriereC.SorinC.CrespiM.HartmannC. (2012). Non-coding RNAs involved in plant responses to environmental constraints. Biol. Aujourdhui. 206, 313–322. 10.1051/jbio/201203223419258

[B66] LepleJ. C.DauweR.MorreelK.StormeV.LapierreC.PolletB.. (2007). Downregulation of cinnamoyl-coenzyme A reductase in poplar: multiple-level phenotyping reveals effects on cell wall polymer metabolism and structure. Plant Cell 19, 3669–3691. 10.1105/tpc.107.05414818024569PMC2174873

[B67] LiH.DengY.WuT.SubramanianS.YuO. (2010). Misexpression of miR482, miR1512, and miR1515 increases soybean nodulation. Plant Physiol. 153, 1759–1770. 10.1104/pp.110.15695020508137PMC2923892

[B68] LiJ.SunQ.YuN.ZhuJ.ZouX.QiZ.. (2014). The role of small RNAs on phenotypes in reciprocal hybrids between *Solanum lycopersicum* and S. pimpinellifolium. BMC Plant Biol. 14:296. 10.1186/s12870-014-0296-125367629PMC4232637

[B69] LiangG.YuD. (2010). Reciprocal regulation among miR395, APS and SULTR2;1 in *Arabidopsis thaliana*. Plant Signal. Behav. 5, 1257–1259. 10.4161/psb.5.10.1260820935495PMC3115361

[B70] LijavetzkyD.Carbonell-BejeranoP.GrimpletJ.BravoG.FloresP.FenollJ.. (2012). Berry flesh and skin ripening features in *Vitis vinifera* as assessed by transcriptional profiling. PLoS ONE 7:e39547. 10.1371/journal.pone.003954722768087PMC3386993

[B71] LindM. I.YarlettK.RegerJ.CarterM. J.BeckermanA. P. (2015). The alignment between phenotypic plasticity, the major axis of genetic variation and the response to selection. Proc. Biol. Sci. 282:20151651. 10.1098/rspb.2015.165126423845PMC4614775

[B72] LiuD.SongY.ChenZ.YuD. (2009). Ectopic expression of miR396 suppresses GRF target gene expression and alters leaf growth in *Arabidopsis*. Physiol. Plant. 136, 223–236. 10.1111/j.1399-3054.2009.01229.x19453503

[B73] LiuR.How-KitA.StammittiL.TeyssierE.RolinD.Mortain-BertrandA.. (2015). A DEMETER-like DNA demethylase governs tomato fruit ripening. Proc. Natl. Acad. Sci. U.S.A. 112, 10804–10809. 10.1073/pnas.150336211226261318PMC4553810

[B74] ManningK.TörM.PooleM.HongY.ThompsonA. J.KingG. J.. (2006). A naturally occurring epigenetic mutation in a gene encoding an SBP-box transcription factor inhibits tomato fruit ripening. Nat. Genet. 38, 948–952. 10.1038/ng184116832354

[B75] MarinovaK.PourcelL.WederB.SchwarzM.BarronD.RoutaboulJ.-M.. (2007). The *Arabidopsis* MATE transporter TT12 acts as a vacuolar flavonoid/H(+)-antiporter active in proanthocyanidin-accumulating cells of the seed coat. Plant Cell 19, 2023–2038. 10.1105/tpc.106.04602917601828PMC1955721

[B76] Martínez-EstesoM. J.Vilella-AntónM. T.PedreñoM. Á.ValeroM. L.Bru-MartínezR. (2013). iTRAQ-based protein profiling provides insights into the central metabolism changes driving grape berry development and ripening. BMC Plant Biol. 13:167. 10.1186/1471-2229-13-16724152288PMC4016569

[B77] MatasA. J.YeatsT. H.BudaG. J.ZhengY.ChatterjeeS.TohgeT.. (2011). Tissue- and cell-type specific transcriptome profiling of expanding tomato fruit provides insights into metabolic and regulatory specialization and cuticle formation. Plant Cell. 23, 3893–3910. 10.1105/tpc.111.09117322045915PMC3246317

[B78] MatsuiA.NguyenA. H.NakaminamiK.SekiM. (2013). *Arabidopsis* non-coding RNA regulation in abiotic stress responses. Int. J. Mol. Sci. 14, 22642–22654. 10.3390/ijms14112264224252906PMC3856082

[B79] MatthewmanC. A.KawashimaC. G.HúskaD.CsorbaT.DalmayT.KoprivaS. (2012). miR395 is a general component of the sulfate assimilation regulatory network in *Arabidopsis*. FEBS Lett. 586, 3242–3248. 10.1016/j.febslet.2012.06.04422771787

[B80] MatusJ. T.AqueaF.EspinozaC.VegaA.CavalliniE.Dal SantoS.. (2014). Inspection of the grapevine BURP superfamily highlights an expansion of RD22 genes with distinctive expression features in berry development and ABA-mediated stress responses. PLoS ONE 9:e110372. 10.1371/journal.pone.011037225330210PMC4199669

[B81] McCormickK. P.WillmannM. R.MeyersB. C. (2011). Experimental design, preprocessing, normalization and differential expression analysis of small RNA sequencing experiments. Silence 2:2. 10.1186/1758-907X-2-221356093PMC3055805

[B82] MeyersB. C.AxtellM. J.BartelB.BartelD. P.BaulcombeD.BowmanJ. L.. (2008). Criteria for annotation of plant MicroRNAs. Plant Cell 20, 3186–3190. 10.1105/tpc.108.06431119074682PMC2630443

[B83] MoxonS.JingR.SzittyaG.SchwachF.Rusholme PilcherR. L.MoultonV.. (2008). Deep sequencing of tomato short RNAs identifies microRNAs targeting genes involved in fruit ripening. Genome Res. 18, 1602–1609. 10.1101/gr.080127.10818653800PMC2556272

[B84] NicotraA. B.AtkinO. K.BonserS. P.DavidsonA. M.FinneganE. J.MathesiusU.. (2010). Plant phenotypic plasticity in a changing climate. Trends Plant Sci. 15, 684–692. 10.1016/j.tplants.2010.09.00820970368

[B85] Ortega-RegulesA.Romero-CascalesI.Lopez-RocaJ. M.Ros-GarciaJ. M.Gomez-PlazaE. (2006). Anthocyanin fingerprint of grapes: environmental and genetic variations. J. Sci. Food Agric. 86, 1460–1467. 10.1002/jsfa.2511

[B86] PalmerC. M.BushS. M.MaloofJ. N. (2012). Phenotypic and developmental plasticity in plants, in *Encyclopedia of Life Sciences* (Chichester: John Wiley & Sons, Ltd.), 1–9.

[B87] PantaleoV.SzittyaG.MoxonS.MiozziL.MoultonV.DalmayT.. (2010). Identification of grapevine microRNAs and their targets using high-throughput sequencing and degradome analysis. Plant J. 62, 960–976. 10.1111/j.0960-7412.2010.04208.x20230504

[B88] PigliucciM. (2001). Phenotypic Plasticity: Beyond Nature and Nurture. Baltimore, MD: John Hopkins University Press.

[B89] PigllucciM. (1996). How organisms respond to environmental changes: from phenotypes to molecules (and vice versa). Trends Ecol. Evol. 11, 168–173. 10.1016/0169-5347(96)10008-221237793

[B90] PoniS. (2000). Fisiologia di comportamento del Sangiovese. Aspetti di base e considerazioni applicative in Il Sangiovese: Atti del Simposio Internazionale, ed ARSIA, (Firenze: ARSIA).

[B91] ProvenzanoS. (2011). The Genetics of Anthocyanin Production, Accumulation and Display: A Comparative Study in Different species. PhD, Vrije Universiteit.

[B92] RustioniL.RossoniM.FaillaO.ScienzaA. (2013). Anthocyanin esterification in Sangiovese grapes. Ital. J. Food Sci. 25, 131–141.

[B93] SadrasV. O.StevensR. M.PechJ. M.TaylorE. J.NicholasP. R.McCarthyM. G. (2007). Quantifying phenotypic plasticity of berry traits using an allometric-type approach: a case study on anthocyanins and sugars in berries of Cabernet Sauvignon. Aust. J. Grape Wine Res. 13, 72–80. 10.1111/j.1755-0238.2007.tb00237.x

[B94] SchlichtingC. D.PigliucciM. (1993). Control of phenotypic plasticity via regulatory genes. Am. Nat. 142, 366–370. 10.1086/28554319425982

[B95] SchmittJ. (1993). Reaction norms of morphological and life-history traits to light availability in Impatiens capensi. Evolution 47, 1654–1668.10.1111/j.1558-5646.1993.tb01258.x28568001

[B96] SchmittJ.DudleyS.PigliucciM. (1999). Manipulative approaches to testing adaptive plasticity: phytochrome−mediated shade−avoidance responses in plants. Am. Nat. 154, S43–S54. 10.1086/30328229586708

[B97] SchurchN. J.SchofieldP.GierliñskiM.ColeC.SherstnevA.SinghV.. (2016). How many biological replicates are needed in an RNA-seq experiment and which differential expression tool should you use? RNA 22, 839–851. 10.1261/rna.058339.11627022035PMC4878611

[B98] SelvarajY.PalD. K.SinghR.RoyT. K. (1994). Biochemistry of uneven ripening in Gulabi grape. J. Food Biochem. 18, 325–340. 10.1111/j.1745-4514.1994.tb00507.x

[B99] StocksM. B.MoxonS.MaplesonD.WoolfendenH. C.MohorianuI.FolkesL.. (2012). The UEA sRNA workbench: a suite of tools for analysing and visualizing next generation sequencing microRNA and small RNA datasets. Bioinformatics 28, 2059–2061. 10.1093/bioinformatics/bts31122628521PMC3400958

[B100] SultanS. E. (2000). Phenotypic plasticity for plant development, function and life history. Trends Plant Sci. 5, 537–542. 10.1016/S1360-1385(00)01797-011120476

[B101] SunX.KorirN. K.HanJ.ShangguanL. F.KayeshE.LengX. P.. (2012). Characterization of grapevine microR164 and its target genes. Mol. Biol. Rep. 39, 9463–9472. 10.1007/s11033-012-1811-922733489

[B102] SwamiM. (2010). An epigenetic silencing influence. Nat. Rev. Genet. 11:172. 10.1038/nrg275521485430

[B103] TavaresS.VesentiniD.FernandesJ. C.FerreiraR. B.LaureanoO.Ricardo-Da-SilvaJ. M.. (2013). *Vitis vinifera* secondary metabolism as affected by sulfate depletion: diagnosis through phenylpropanoid pathway genes and metabolites. Plant Physiol. Biochem. 66, 118–126. 10.1016/j.plaphy.2013.01.02223500714

[B104] TiemanD. M.LoucasH. M.KimJ. Y.ClarkD. G.KleeH. J. (2007). Tomato phenylacetaldehyde reductases catalyze the last step in the synthesis of the aroma volatile 2-phenylethanol. Phytochemistry 68, 2660–2669. 10.1016/j.phytochem.2007.06.00517644147

[B105] TrabuccoG. M.MatosD. A.LeeS. J.SaathoffA. J.PriestH. D.MocklerT. C.. (2013). Functional characterization of cinnamyl alcohol dehydrogenase and caffeic acid O-methyltransferase in *Brachypodium distachyon*. BMC Biotechnol. 13:61. 10.1186/1472-6750-13-6123902793PMC3734214

[B106] TrindadeI. S. D.DalmayT.FevereiroP. (2011). Facing the environment: small RNAs and the regulation of gene expression under abiotic stress in plants, in Abiotic Stress Response in Plants - Physiological, Biochemical and Genetic Perspectives, ed ShankerA. V. (InTech), 113–136. Available online at: http://www.intechopen.com/books/abiotic-stress-response-in-plants-physiological-biochemical-and-genetic-perspectives

[B107] van LeeuwenC.FriantP.ChonéX.TregoatO.KoundourasS.DubourdieuD. (2004). Influence of climate, soil, and cultivar on Terroir. Am. J. Enol. Vitic. 55, 207–217.

[B108] van LeeuwenC. T. G. O.ChoneìX.GaudilleÌreJ. P. Pernet, D. (2007). Different environmental conditions, different results: the role of controlled environmental stress on grape quality and the way to monitor it, in Proceedings of the Thirteenth Australian Wine Industry Technical Conference, ed. WilliamsP. J. B.PretoriusR. J. (Adelaide: Australian Wine Industry Technical Conference Incorporated), 400.

[B109] VazquezF. (2006). *Arabidopsis* endogenous small RNAs: highways and byways. Trends Plant Sci. 11, 460–468. 10.1016/j.tplants.2006.07.00616893673

[B110] VituloN.ForcatoC.CarpinelliE. C.TelatinA.CampagnaD.D'AngeloM.. (2014). A deep survey of alternative splicing in grape reveals changes in the splicing machinery related to tissue, stress condition and genotype. BMC Plant Biol. 14:99. 10.1186/1471-2229-14-9924739459PMC4108029

[B111] WangC.HanJ.LiuC.KibetK. N.KayeshE.ShangguanL.. (2012). Identification of microRNAs from Amur grape *(Vitis amurensis* Rupr.) by deep sequencing and analysis of microRNA variations with bioinformatics. BMC Genomics 13:122. 10.1186/1471-2164-13-12222455456PMC3353164

[B112] WangC.LengX.ZhangY.KayeshE.ZhangY.SunX.. (2014). Transcriptome-wide analysis of dynamic variations in regulation modes of grapevine microRNAs on their target genes during grapevine development. Plant Mol. Biol. 84, 269–285. 10.1007/s11103-013-0132-224081692

[B113] WangL.GuX.XuD.WangW.WangH.ZengM.. (2011). miR396-targeted AtGRF transcription factors are required for coordination of cell division and differentiation during leaf development in Arabidopsis. J. Exp. Bot. 62, 761–773. 10.1093/jxb/erq30721036927PMC3003814

[B114] XiaS.ChengY. T.HuangS.WinJ.SoardsA.JinnT.-L.. (2013). Regulation of transcription of nucleotide-binding leucine-rich repeat-encoding genes SNC1 and RPP4 via H3K4 trimethylation. Plant Physiol. 162, 1694–1705. 10.1104/pp.113.21455123690534PMC3707539

[B115] XuF.LiuQ.ChenL.KuangJ.WalkT.WangJ.. (2013). Genome-wide identification of soybean microRNAs and their targets reveals their organ-specificity and responses to phosphate starvation. BMC Genomics 14, 66–66. 10.1186/1471-2164-14-6623368765PMC3673897

[B116] ZhaiJ.JeongD.-H.De PaoliE.ParkS.RosenB. D.LiY.. (2011). MicroRNAs as master regulators of the plant NB-LRR defense gene family via the production of phased, trans-acting siRNAs. Genes Dev. 25, 2540–2553. 10.1101/gad.177527.11122156213PMC3243063

[B117] ZhaoJ.PangY.DixonR. A. (2010). The mysteries of proanthocyanidin transport and polymerization. Plant Physiol. 153, 437–443. 10.1104/pp.110.15543220388668PMC2879784

[B118] ZhongS.FeiZ.ChenY. R.ZhengY.HuangM.VrebalovJ.. (2013). Single-base resolution methylomes of tomato fruit development reveal epigenome modifications associated with ripening. Nat. Biotechnol. 31, 154–159. 10.1038/nbt.246223354102

[B119] ZhuQ.-H.FanL.LiuY.XuH.LlewellynD.WilsonI. (2013). miR482 Regulation of NBS-LRR Defense Genes during Fungal Pathogen Infection in Cotton. PLoS ONE 8:e84390. 10.1371/journal.pone.008439024391949PMC3877274

[B120] ZukerM. (2003). Mfold web server for nucleic acid folding and hybridization prediction. Nucleic Acids Res. 31, 3406–3415. 10.1093/nar/gkg59512824337PMC169194

How the deposited data were processed for this re-analysis (not part of the article)

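The authors sequenced the libraries, trimmed the adaptors and collapsed identical reads, and the values they deposited are raw counts: each file lists every distinct sequence of 18 to 34 nt with the number of its reads in 1 library. The counts are not normalized and not filtered. Their total over the 48 libraries, 415910891 reads and 25437525 distinct sequences, is the total that the paper gives before its filters.

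Labels of condition and replicate were taken from the sample titles. The file deposited for Mont_SG_hv replicate 2 has in its name the condition of Ric_CS_bc, and the files of Mont_CS_19 have their replicate numbers crossed against the titles. The titles were followed in each case, and leaving out Mont_SG_hv replicate 2 and Ric_CS_bc replicate 2 was 1 of the alternatives. Replicates were paired by the replicate number in the titles. The direction within a pair was taken from TP4M, without TMM. The berries of 1 sampling were split into both replicates, so equal numbers in different conditions need not share a sampling step. In Bolgheri, and in Riccione except for Ric_CS_bc replicate 2, equal numbers do share a lane. Within a vineyard, the deviations of same-numbered libraries from their condition means had a mean r of 0.0825 (84 pairs of conditions). The replicate number was left out of the model and used as a block only as an alternative. With the block, 5, 25 and 38 sequences passed at pea size, 19 °Brix and harvest instead of 10, 28 and 42.

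The denominator chosen before the data were examined, reads that match the genome perfectly and lie outside tRNA, rRNA, snRNA and snoRNA, could not be computed, because no genome sequence was used here. All reads of 18 to 34 nt, 1 of the alternatives chosen before the data were examined, took its place. Abundance was expressed as reads per 4000000 of these reads, the scale written as TP4M. As an added alternative, the denominators of the paper were recovered by least squares from the abundance sums that Table 2 and Table 3 give for 122 sequences. The recovered denominators made up 36.2% to 64.3% of the reads of a library, the root mean square of the residuals was 1.37, and each of the 122 sequences was predicted within 2% or 5 when it was left out.

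Named miRNAs were identified by the mature sequence printed in Table 2 or Table 3, and only reads identical to it were counted. The 191 names have 124 distinct sequences, and names with the same sequence share 1 value. An alternative counted all reads of at most 26 nt that begin with the same 18 nt as the mature sequence, which merges members of a family that differ only after that position. A miRNA was called expressed in a condition with at least 10 TP4M in both replicates. Alternatives were a minimum of 5 or 20, the mean of both replicates, and each replicate alone.

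Differential abundance was tested with edgeR 4.0.16 in R 4.3.3 by the quasi-likelihood F test with TMM normalization, the filter on low counts that edgeR provides and Benjamini-Hochberg adjustment within each comparison at 0.05. All tests were two-sided. Ripened and green berries were compared over the 48 libraries in a model of stage, vineyard and cultivar. Conditions of the same stage were compared in a model of the 6 condition means fitted to 12 libraries. The unit of replication was the library. Both libraries of a condition came from 1 sampling of berries, so their spread leaves out that between vines and between samplings. DESeq2 1.42.0, the exact test of edgeR, library totals in place of TMM, no filter, the replicate block and a single fit to the 48 libraries were tried as alternatives. Shares of variation were computed for each factor by itself from the squares of 1 minus the Pearson coefficient between condition means. There were 100000 permutations over all conditions and, as an added alternative, within each stage. Tables and figures were made in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

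The tests were first tested on simulated data. Counts with the depth of the libraries and a spread estimated over all stages together were drawn, and 40 sequences were changed by 2 on the log2 scale between ripened and green berries. Of the 36 that passed the filter on low counts, 36 were called, and 2 unchanged sequences were called. With 2 libraries in each group, a change of 2 was called for 0 of 36 sequences at pea size, 5 of 36 at bunch closure, 0 of 35 at 19 °Brix and 0 of 33 at harvest. A change of 4 was called for 31 of 37, 32 of 35, 33 of 37 and 29 of 36. In these draws the spread was the same at each stage, while the common dispersion of the stages ranged from 0.236 at harvest to 0.466 at bunch closure. Draws with the spread of each stage by itself, added after the results were seen, gave 1 of 35, 0 of 36, 2 of 36 and 8 of 37 for a change of 2 and 33 of 36, 32 of 35, 34 of 36 and 35 of 35 for a change of 4. In the latter, 1, 3, 0 and 2 unchanged sequences were called.

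The libraries held 1429022 to 48403939 reads. Depth limits the rarest sequences. With 3 reads as the floor, the smallest abundance that could be seen was 0.248 TP4M in the deepest library and 8.40 in the shallowest. Intervals for a share of a single library are exact Clopper-Pearson intervals at 95%. Values are printed with 3 significant digits and log2 fold changes with 2 decimals.

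The windows of 500 bp, the clusters of small RNA-producing loci, their genic positions, the ratios between cultivars in these loci, the prediction of miRNAs from precursors and the targets were left out, because they need the genome sequence or degradome data, and they were not analysed here. The alternatives set for these results were not run.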

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

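Several tests in this part were chosen only after the result was seen. They are those on the library size of Bol_SG_bc, on the few reads of grape-m0642, on the misread bases and on the interaction at harvest. So were those on lanes within vineyards, on vineyards within a lane, on splits of the vineyards and on the 24-nt reads. The fits with the lane as a covariate, without the 3 most abundant sequences and without Bol_SG_bc replicate 2 also belong to them. The other tests were chosen before their result was seen.

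The effect of the cultivar differed between the vineyards for 1 miRNA at pea size, 7 at 19 °Brix and 23 at harvest (interaction in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It drew attention because for 22 of the 23 miRNAs at harvest and 7 of 7 at 19 °Brix the estimates of the cultivar effect had opposite signs in at least 1 pair of vineyards. With library totals in place of TMM, these numbers were 19 and 6, and they were counted on miRNAs chosen for their interaction, so they are no test of the directions. In 7 of the 23, both directions passed the threshold in their own comparison. The members of miR477 stand out, with miRC477n-3p at -9.36 in Bolgheri, -2.78 in Riccione and 3.97 in Montalcino (interaction adjusted p = 8.01e-17, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Leaving out replicate 2 of Mont_SG_hv and of Ric_CS_bc, whose labels are in doubt, left 18 miRNAs at harvest. Leaving out replicate 1 of Mont_SG_hv, the smallest library, left 15. Library totals in place of TMM gave 29, and restoring the misread bases described in this part gave 23. With the sequencing lane as a covariate, the number was 0, while 14 had an unadjusted p under 0.05, and 2 residual degrees of freedom remained. Both cultivars of Bolgheri lie in lanes 6 and 7 and both of Riccione in lanes 1 and 2, so that a lane cannot make the cultivars differ within these vineyards. In the 8 harvest libraries of Bolgheri and Riccione, the cultivar effect differed between both vineyards for 6 miRNAs, among them miRC477n-3p (adjusted p = 5.05e-09 from the same edgeR test), whose effects have the same direction in these vineyards and differ in size. For these 6, the sequencing lane is not a likely cause, and the vineyard may be one. At harvest in Montalcino, replicate 2 of the cultivars lies in different lanes. Replicate 1 of both lies in lane 7 with replicate 2 of both cultivars of Bolgheri, and between these 4 libraries the cultivar effects differed in the same direction as over all lanes for 22 of the 23 miRNAs and had opposite signs for 16. The effects within lane 7 are those of TP4M, without TMM. These 4 libraries of lane 7 are part of the data by which the miRNAs were chosen, so the agreement was in part fixed beforehand. The counts therefore do not test whether a lane effect made these directions. With 1 library of each condition in that lane, no p could be computed there, and in the fit with the lane as a covariate the size of the differences that rest on Montalcino cannot be told apart from an effect of the lane.

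Reads with C in place of A made up a median of 18.9% at position 8 (A8C), 14.0% at position 10 (A10C), 14.6% at position 13 (A13C) and 11.6% at position 24 (A24C) in the 8 libraries of lane 5. Positions are counted from the 5′ end of the read, and the shares are medians over sequences with at least 200 reads in the library, of the 500 sequences followed, of reads that differ from the sequence by this base only. They drew attention because reads one base away from abundant sequences were among the abundant sequences of these libraries and are not treated in the paper. The lowest median for A8C in a library of lane 5 was 18.4%. In the other 40 libraries, the highest was 0% for A8C and A10C, 0.00663% for A13C and 0.122% for A24C. As lane 5 held libraries of Montalcino and 1 of Riccione, a fault of the lane in these cycles is the likely cause. Adding the reads back to their sequences left 79 miRNAs past the threshold between ripened and green berries, the number found without this step.

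The label of Mont_SG_hv replicate 2 is in doubt, since its deposited name is that of Ric_CS_bc and it was run in a lane of Riccione libraries. Its coefficient with Ric_CS_bc replicate 1 was 0.867, against 0.914 with replicate 1 of its labelled condition. For replicate 2 of Ric_CS_bc, run in lane 5 with Montalcino libraries, it was 0.811 with Mont_SG_hv replicate 1 and 0.918 with its labelled partner. The expression of sequences that differ between the cultivars placed 48 of 48 libraries on the side of their labelled cultivar. An exchange of both libraries is thus not a likely explanation. The misread bases of lane 5 were also present in Ric_CS_bc replicate 2, so it was run in that lane, and the 2 libraries may only have been pooled with those of the other vineyard.

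In Bol_SG_bc, few miRNAs were expressed. The smaller of its libraries ranked 36 of 48 by total reads, counted from the smallest, so depth is not a likely cause. Replicate 2 alone had 19 miRNAs and replicate 1 alone 110, and replicate 2 ranked 26 by the share of its 10 most abundant sequences. The 19 miRNAs expressed in both replicates are thus those of replicate 2, in which the peak at 24 nt was also missing. Without that library, 3 miRNAs passed the threshold at bunch closure, where 0 passed with it and 24 had an unadjusted p under 0.05. A fault in the preparation of that library is a candidate explanation that the counts cannot test.

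Among 100 splits of the conditions, the real one included, 1 gave as many miRNAs past the threshold as the 78 found between ripened and green berries in a model of class, vineyard and cultivar, and the highest of the other splits gave 61. That 1 is the real split. The library totals did not differ between the classes (two-sided exact permutation p = 0.495). With the 3 most abundant sequences left out, 84 miRNAs passed, and with the sequencing lane as a covariate 79 passed. None of these lowered the number of miRNAs that differ, and development may explain it. The directions moved more: with the 3 sequences left out, 28 were higher and 56 lower in ripened berries instead of 38 and 41, and the median log2 fold change was -0.58.

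The same permutation p of 0.495 applies to the fewer 24-nt reads and distinct sequences of ripened berries. When each replicate was left out in turn, the higher of both permutation p-values for the 24-nt share was 0.00506. A difference in depth is thus not a likely cause of either, and 1 replicate is not a likely cause of the lower 24-nt share. For the distinct sequences, no fit with 1 replicate left out is given. A change in development may be the cause.

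Between vineyards over all stages and cultivars, 7 miRNAs differed between Montalcino and Riccione, 3 between Riccione and Bolgheri and 0 between Montalcino and Bolgheri, where 9 had an unadjusted p under 0.05. Of 100 splits that exchange both vineyards within stages and cultivars, the real one included, 2 and 4 gave at least as many for the former pairs. Between replicate 2 and replicate 1 within Montalcino, Bolgheri and Riccione, most of which lie in different lanes, the number was 0 in each, while 15, 8 and 12 had an unadjusted p under 0.05. Between the lanes themselves, without Mont_SG_hv replicate 2 and Ric_CS_bc replicate 2, it was 0 in Montalcino (lanes 7 and 5), 0 in Bolgheri (lanes 7 and 6) and 1 in Riccione (lanes 2 and 1), while 19, 8 and 17 had an unadjusted p under 0.05. Montalcino and Bolgheri share lane 7, and within it 0 miRNAs differed between them, while 13 had an unadjusted p under 0.05. Riccione shares a lane with another vineyard only by Mont_SG_hv replicate 2 and Ric_CS_bc replicate 2, so its differences from Montalcino and from Bolgheri cannot be told apart from an effect of the sequencing lane, and both may contribute.

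The candidates grape-m0642 and grape-m1577 rest on 5 reads each in 1 library of low depth, so their high abundance in TP4M may come from the small denominator.

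Dixon's test was applied to 6 measures of the libraries in 8 groups, each of the 6 libraries of a stage and cultivar over the 3 vineyards. In 0 of these 48 sets was a library beyond the critical value, where 2.4 would be expected by chance. The test did not mark Bol_SG_bc replicate 2, with 0.0388% of miRNA reads.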

How the results depend on the processing

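In this part, the recovered denominators, the restored bases, the lane covariate, the fits without 1 named library, the exact test with the spread of the 4 libraries compared, complete linkage and the permutations within stage were chosen only after the result was seen, and all other alternatives were chosen before the data were examined. Of 238 values of results that answer a comparison, 189 did not change by the set margins and 49 did. Of 544 values for single miRNAs and other single values, 454 did not change and 90 did. The cause of a change was not tested unless it is named in the part on unexpected patterns.

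Counting distinct sequences instead of reads turned the size distribution around: the 21-nt share was the larger in 0% of libraries instead of 83.3%, its mean was 12.9% instead of 21.1%, and the mean 24-nt share was 32.0% instead of 14.7%. Without the logarithm, the lowest Pearson coefficient between replicates was 0.991 instead of 0.730. Over all sequences with at least 10 TP4M in 1 library, the lowest, median and highest coefficients were 0.551, 0.841 and 0.911 instead of 0.730, 0.952 and 0.968.

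The number of expressed miRNAs in Bol_SG_bc, 19, was 96 with the mean of both replicates, 46 with isomiRs included, and from 19 to 110 when 1 replicate was left out. The 19 miRNAs in all 24 conditions became 12 with a minimum of 20, 47 with the mean, and 19 to 37 with 1 replicate left out. The 12 in all conditions but Bol_SG_bc became 20 with a minimum of 5, 2 with the mean, and 0 to 23 with 1 replicate left out. The 14 miRNAs of 1 cultivar only became 26 without Mont_SG_hv replicate 2 and Ric_CS_bc replicate 2. The 16 of 1 stage only became 9 with a minimum of 5, 25 with isomiRs, 20 to 26 with 1 replicate left out and 26 without both named libraries. The 10 of 1 vineyard only became 19 with the mean, 18 with isomiRs, 22 without both named libraries and 6 with the recovered denominators. Without both named libraries, a single library had to reach the minimum in their conditions, so these rises do not show an effect of the labels.

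Among single miRNAs, the change of miR166b-5p from green to ripened berries, -0.17, was 0.19 with isomiRs. Between Bol_CS_19 and Bol_SG_19, miRC396e-3p changed by 0.09 and by -0.44 with isomiRs, and miRC396e-5p by -0.36 and by 0.92 with library totals in place of TMM. The change of miR396d-5p, -0.19, was 0.051 with DESeq2, 1.66 with library totals, 1.57 with isomiRs and 0.18 with the replicate block.

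At pea size, the 10 miRNAs that differed between conditions became 5 with library totals, 5 with the replicate block and 5 in a single fit to the 48 libraries. Same-numbered libraries showed a mean correlation of 0.0588 at this stage, so the block removed little. The interaction of cultivar and vineyard at pea size, 1 miRNA, was 0 with library totals and 0 with the replicate block, with 6 and 8 at an unadjusted p under 0.05. At bunch closure, 0 miRNAs passed and 24 had an unadjusted p under 0.05. The number was 1 with the exact test of edgeR, 1 with the exact test and the spread of the 4 libraries compared, 5 with DESeq2, 2 without the filter on low counts, 4 with isomiRs, 3 in a single fit to the 48 libraries, 2 without both named libraries and 3 without Bol_SG_bc replicate 2.

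At 19 °Brix, the 28 miRNAs became 43 with library totals, and the 7 with an interaction became 16 with library totals and 14 with the likelihood ratio test of DESeq2. At harvest, the 42 miRNAs became 18 in a single fit to the 48 libraries. The 23 with an interaction became 15 without Mont_SG_hv replicate 1 and 0 with the lane as a covariate, where 14 had an unadjusted p under 0.05.

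The share of variation of cultivar, 12.0%, ranged from 10.0% to 13.6% when 1 replicate was left out, and its permutation p was 0.0496 without replicate 2. With permutations within each stage, which leave the variation between stages out of the comparison, the share of cultivar, 12.0%, had a p of 1e-05, the smallest they can give, instead of 0.0726. That of vineyard, 7.65%, had a p of 0.0168 instead of 0.464. The dendrogram placed 24 of 24 conditions on the side of their class, and 13 to 24 when 1 replicate was left out.

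Depth limits the comparisons at harvest in Montalcino, where the smallest library has a floor of 8.40 TP4M for 3 reads. The alternatives for windows, clusters and genic positions were not run: 15 and 60 as the minimum of the normalized abundance, the minimum in both replicates, sequences with a single genome position, all reads as denominator, thinned libraries, each replicate or Ric_CS_bc replicate 2 left out, the midpoint rule for genic positions, and the other tests of window abundance. The genome-matching reads as denominator of the size distribution and of the abundance were not run either.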

Differences from the paper's values

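In this part, the recovered denominators and the exact test with the spread of the 4 libraries compared were chosen after seeing the values, and the other alternatives were set before the data were examined.

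The lowest Pearson coefficient between replicates was 0.730, and the paper gives 0.79. Neither the coefficients without the logarithm (0.991) nor those over all sequences (0.551), both set before the data were examined, come close to it, and the recovered denominators, chosen after seeing the values, gave 0.718. At harvest, 23 families had a miRNA past the threshold, and the paper gives 12. The single fit to the 48 libraries, set before the data were examined, gave 11, and the other alternatives gave 20 to 28. At 19 °Brix, 18 families had a miRNA past the threshold, and the paper gives 12. The closest alternative there was the single fit to the 48 libraries, with 13.

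The abundance of miR169c summed over the 48 libraries was 2.35 TP4M, and the paper gives 5. With isomiRs, it was 38.8, and with the recovered denominators, chosen after seeing the values, 4.71. For miR169c.1, the sum was 950.8 and the paper gives 1921. With isomiRs, set before the data were examined, it was 1529, and with the recovered denominators, chosen after seeing the values, 1920. The paper scales to reads that match the genome, so its sums are on another scale.

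For TCGGACCAGGCTTCATTCCTC, listed as miR166b-5p, the sum was 57368 TP4M and the paper gives 10941. The recovered denominators gave 120743 and isomiRs 8748350. For GGAATGTTGGCTGGCTCGAGG, listed as miR166b-3p, the sum was 5197 and the paper gives 120762. The recovered denominators gave 10960 and isomiRs 5677. No setting reached the value printed for the sequence as miR166b-5p or as miR166b-3p. With the recovered denominators, the sum of each sequence was close to the value printed for the other, 120743 to 120762 and 10960 to 10941. The paper lists GGAATGTTGGCTGGCTCGAGG again as miR166f-5p, there with 10941, so it prints 2 values for this sequence, and the recovered denominators, chosen after seeing the values, came close to the lower of both.

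In some cases, the value differed by less and a setting reached that of the paper. The 153 expressed miRNAs became 175 with the recovered denominators, chosen after seeing the values, and the paper gives 175. With the same setting, Bol_SG_bc had 24 instead of 19 and Ric_SG_hv 76 instead of 67, and 21 instead of 19 miRNAs were expressed in all conditions, and the paper gives 24, 76 and 21. This setting came closer without reaching the paper for Ric_CS_hv, with 144 instead of 114, where the paper gives 148. In all conditions but Bol_SG_bc, it gave 16 instead of 12, and the paper gives 18. A minimum of 5, set before the data were examined, also gave 24 for Bol_SG_bc and 21 for all conditions. At pea size, where the paper gives 14 sequences and 6 families, DESeq2 gave 14 sequences instead of 10 but 12 families. The exact test of edgeR, the kind of test of the paper, gave 6 families instead of 5 but 7 sequences. Neither of these settings reached both values.

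Some statements of the paper also differ from the values found here. The paper names miR166b-5p among the miRNAs lower in ripened berries, and the change of the sequence listed under this name was not past the threshold. The sequence listed as miR166b-3p, whose recovered sum is close to the one that the paper prints for miR166b-5p, was past the threshold and lower in ripened berries. The paper describes miR319 as decreasing from pea size to harvest. The mean TP4M of the sequence with 4 names fell at each step as well, but only the step from pea size to bunch closure passed the threshold. A step that did not pass does not contradict a decrease. For grape-m1191 between Ric_SG_19 and Bol_SG_19, the adjusted p was 0.0609 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), but with the exact test of edgeR, the kind of test of the paper, it was 0.0139, and with library totals in place of TMM 0.00817, as in the paper past the threshold. The families miR166, miR3636 and miR3640 did not pass at pea size, although miR3640 passed with DESeq2 and with isomiRs included, both set before the data were examined. The paper states that miR396 members differ between the cultivars in Bolgheri at 19 °Brix, and 1 member passed. With DESeq2 and with library totals in place of TMM, both set before the data were examined, miR396b-5p passed as well.

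The paper places the most expressed miRNAs in Ric_CS_hv and the fewest, apart from Bol_SG_bc, in Ric_SG_hv. Here they were in Ric_CS_ps and Mont_SG_bc. The most were in Ric_CS_hv with a minimum of 5 (143), set before the data were examined, and with the recovered denominators (144), chosen after seeing the values. The fewest were in Ric_SG_hv with the mean of both replicates (73) and without replicate 1 (73), both set before the data were examined. With a minimum of 5 and with the recovered denominators, the fewest apart from Bol_SG_bc were still in Mont_SG_bc (77 and 74). The paper describes Mont_SG_bc and Mont_CS_ps as without a clear difference between 21 and 24 nt, and both replicates of Mont_SG_bc had more 21-nt reads and both of Mont_CS_ps more 24-nt reads. The peak at 24 nt, which the paper reports in all libraries, was missing in Bol_SG_bc replicate 2. The paper places all miRNAs expressed in almost all libraries in known families, and here 4 of the 31 names are candidates of Table 2, which belong to known families as well.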

Other observations

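In this part, the comparisons of read sizes, distinct sequences and miRNA shares between green and ripened berries were chosen only after the result was seen. So were the fit with the lane as a covariate and the test in Bolgheri and Riccione alone.

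The share of 24-nt reads was 17.4% ± 4.37 in green and 12.0% ± 2.99 in ripened berries (SD, n = 24 libraries each), a difference of -5.44 percentage points that was below 0 in 6 of the 6 combinations of vineyard and cultivar (two-sided exact permutation p over 46656 splits = 0.000814, adjusted 0.00204). It was -6.91 in Cabernet Sauvignon and -3.97 in Sangiovese (two-sided exact permutation p of the difference = 0.2, where the smallest that 3 vineyards in each cultivar can give is 0.1). The 21-nt share did not differ, with 20.5% ± 5.75 and 21.6% ± 5.76 (two-sided exact permutation p = 0.514). At an equal depth of 1429022 reads, green libraries held 351959 ± 102079 distinct sequences and ripened libraries 229541 ± 35051 (SD, n = 24 each, two-sided exact permutation p = 0.000257, adjusted 0.00129). Fewer loci may produce reads of 24 nt in ripened berries, which the mapping of these reads to a genome could test. The library totals, with a permutation p of 0.495, are not a likely cause.

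The share of reads identical to a listed miRNA was 6.30% ± 3.92 in green and 4.74% ± 2.67 in ripened berries (SD, n = 24 each, two-sided exact permutation p = 0.0858, adjusted 0.143).

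The largest increase toward ripening was that of miR169e, which shares its sequence with miRC169z. It reached 10 TP4M in 0 green and 23 ripened libraries, with 0.905 and 60.2 ± 57.2 TP4M (mean, and SD for the latter, n = 24 each). The log2 fold change was 6.32 (standard error 0.42, adjusted p = 2.56e-20, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and the paper has this sequence in Table 2 and Table 3 only. With the lane as a covariate, its log2 fold change was 6.36 (adjusted p = 5.08e-19 from the same edgeR test) and 79 miRNAs passed in this comparison, so the lane is not a likely cause, and miR169 targets could be examined for a change in the opposite direction.

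At harvest, miR395 changed in opposite directions between the cultivars in Bolgheri (-2.52) and Riccione (2.32) for the 3p sequence (interaction adjusted p = 0.000678, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), while the 5p sequences were higher in Cabernet Sauvignon in both. Both cultivars lie in the same lanes in each of these vineyards, and in these 8 libraries alone the difference of the cultivar effects was -4.83 (adjusted p = 2.40e-05 from the same edgeR test), so a lane effect on the cultivars is not a likely cause. With library totals in place of TMM, the 3p sequence changed by -1.40 in Bolgheri and was not past the threshold (adjusted p = 0.228 from the same edgeR test), and with the replicate number as a block, it was not past it in Riccione (adjusted p = 0.0543 from the same edgeR test), where the log2 fold change was 2.35.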
